# Connectivity mapping-based identification of pharmacological inhibitor targeting HDAC6 in aggressive pancreatic ductal adenocarcinoma

**DOI:** 10.1038/s41698-024-00562-5

**Published:** 2024-03-07

**Authors:** Pranita Atri, Ashu Shah, Gopalakrishnan Natarajan, Satyanarayana Rachagani, Sanchita Rauth, Koelina Ganguly, Joseph Carmicheal, Dario Ghersi, Jesse L. Cox, Lynette M. Smith, Maneesh Jain, Sushil Kumar, Moorthy P. Ponnusamy, Parthasarathy Seshacharyulu, Surinder K. Batra

**Keywords:** Targeted therapies, Pancreatic cancer

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) remains highly lethal due to limited therapeutic options and expensive/burdensome drug discovery processes. Utilizing genomic-data-driven Connectivity Mapping (CMAP) to identify a drug closer to real-world PC targeting may improve pancreatic cancer (PC) patient outcomes. Initially, we mapped CMAP data to gene expression from 106 PC patients, identifying nine negatively connected drugs. These drugs were further narrowed down using a similar analysis for PC cell lines, human tumoroids, and patient-derived xenografts datasets, where ISOX emerged as the most potent agent to target PC. We used human and mouse syngeneic PC cells, human and mouse tumoroids, and in vivo mice to assess the ability of ISOX alone and in combination with 5FU to inhibit tumor growth. Global transcriptomic and pathway analysis of the ISOX-LINCS signature identified HDAC 6/cMyc as the target axis for ISOX. Specifically, we discovered that genetic and pharmacological targeting of HDAC 6 affected non-histone protein cMyc acetylation, leading to cMyc instability, thereby disrupting PC growth and metastasis by affecting cancer stemness. Finally, Kras^G12D^ harboring tumoroids and mice responded effectively against ISOX and 5FU treatment by enhancing survival and controlling metastasis incidence. Overall, our data validate ISOX as a new drug to treat advanced PC patients without toxicity to normal cells. Our study supports the clinical utility of ISOX along with 5FU in future PC clinical trials.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the most prevalent type (90%) of pancreatic cancer (PC), with the highest clinical trial failures and projected second position in increased incidence and death rate in 2030^1^. The current standard of care, gemcitabine, capecitabine, 5-fluorouracil (5FU), and FOLFIRINOX, provides a symptomatic improvement in <25% of patients with a dismal five-year survival rate of 12%. Furthermore, the Pancreatic Cancer Action Network (PanCAN) explicitly declares the lack of promising therapeutic modalities as a major confounder for this appalling survival^2^. The current options, including surgery, radiation therapy, chemotherapy, targeted therapy, and immunotherapy, have major limitations. While surgery is the most effective curative option, only 20% of patients are rendered suitable for surgical interventions^3^. The initial response of FOLFIRINOX (oxaliplatin, irinotecan, leucovorin, and 5FU) compared to GEM alone was dramatic with a 21.6-month MOS; it was limited by the high toxicity^4^. Across studies, FOLFIRINOX and Abraxane (ABX), in combination with GEM, have only marginally improved the survival rates by 11 months and 9 months, respectively^5–7^. Further, considering that only 25% of patients respond to GEM and the high degree of toxicities associated with FOLFIRINOX, there is a compelling need to identify new potent therapeutics^8^. While currently, there are 18 monotherapies and 4 combination therapies that the USFDA has approved for use in PC. Furthermore, this aggressive malignancy is resistant to chemotherapy^9^; hence, better molecular-targeted agents are highly needed.

Various computational methods have been established to identify new therapeutics, including the BROAD institute tool, CMAP (https://www.broadinstitute.org/cmap/).CMAP is a big repository of gene expression data compiled from the effects rendered or the transcription readout of treatment by various FDA-approved as well as pre-clinical small molecule inhibitors. Effectively, a positive connection between the disease signature and the gene expression from a drug would mean that a similar signature got affected, i.e., upregulated and downregulated across drug and disease, a neutral connection means no connection, but most importantly, a negative connection would mean a reversal of the user-defined gene expression by the drug. These negative connections would be useful to researchers seeking to identify promising therapeutics that will reverse the gene expression from the biological disease of interest^10,11^.

In the present study, we utilized the CMAP data for screening drugs negatively connected across differentially expressed genes from a range of PDAC microarray datasets and identified nine potential FDA-approved drugs. Among these, CAY10603 (N-[4-[3-[[[7-(hydroxyamino)-7-oxoheptyl] amino] carbonyl]-5-isoxazolyl] phenyl]-1, 1-dimethylethyl ester, carbamic acid), generic name ISOX) was observed to have a most negative connection (−92.3, most significantly targeting the altered gene signature observed across PDAC datasets) for the PDAC gene signature. ISOX is a histone deacetylase (HDAC) inhibitor with the highest efficacy towards HDAC 6, with a potent effect on HDAC3 and HDAC10^12,13^. HDACs expression plays a critical role in pancreatic cancer initiation, progression, and metastasis^14,15^. Among HDACs, HDAC 6 is the only member involved in histone deacetylation and acetylation events and affects nonhistone proteins such as tubulin, p53, cortactin, and heat shock protein 90 (HSP90)^16–18^. We first evaluated the therapeutic effects of ISOX across a spectrum of PDAC cell lines, human PDAC and mouse KPC (Kras^G12D^; p53^R172H^; Pdx-1-Cre^+^) organoids and in an orthotopic pancreatic mouse model. To decipher the mechanism of action of ISOX, we performed RNA-sequencing analysis on ISOX-treated and untreated PC cells, followed by a comprehensive pathway analysis using ingenuity pathway analysis (IPA), a two-way transcription factor enrichment analysis using TFactS (http://www.tfacts.org/) and ENCODE. Our mechanistic findings revealed that ISOX treatment downregulates HDAC 6 with simultaneous enhancement of cMyc acetylation, leading to decreased cMyc protein expression and function. Overall, our studies established multiple in vitro and in vivo functional effects of ISOX with a new mechanism (s) of action via cMyc modulation, affecting apoptosis-related proteins such as activation of caspase3, caspase7, PARP, claspin, and decrease in BCL-X and BCL-2, and.affecting enrichment of pancreatic cancer stem cells (PCSCs) by reducing the expression of PCSC markers.

## Results

### Connectivity mapping analysis identifies ISOX as a potential therapeutic agent for PC

CMAP, a big data repository from the BROAD Institute, collects gene expression data from cell lines treated with a large set of diverse inhibitors. We queried the CMAP database for the differential gene signatures from four (GSE16515, GSE15471, GSE32676, and GSE18670) PC datasets (Fig. 1a–c, and Supplementary Fig. 1a–d). We then assessed the drugs negatively connected to these PC signatures due to their propensity to reverse the disease state’s gene signature. The top 150 up-regulated and down-regulated genes from the differential gene expression were put into a connectivity map to identify negatively connected drugs for each dataset separately. Nine common drugs with a significant negative score (−30 or above), including ISOX, Trichostatin A, Vorinostat, Apicidin, Panobinostat, Hydrocortisone, Dacinostat, FR-180204, and Clobetasol were identified (Fig. 1d). Interestingly, ISOX was the top negative scoring drug across all datasets (Fig. 1e, f). However, the scoring showed a slight variability across the datasets, with drugs like panobinostat showing a high score in two datasets (−94.11 and −93.6) but lower in the other two. Considering this, we next performed a CMAP analysis in datasets from PC cell lines (GSE45757), human tumoroids (GSE107610), and patient-derived xenografts (PDX) (GSE46385) to identify a highly specific agent for PC. The negatively connected drugs across these datasets were compared to the nine commonly identified drugs, and ISOX was the only drug commonly found across all PC datasets (Fig. 1e). Our in-silico analysis suggests that ISOX (CAY10603) would be a novel potential therapeutic agent for PC therapies (Fig. 1f).

**Fig. 1:**
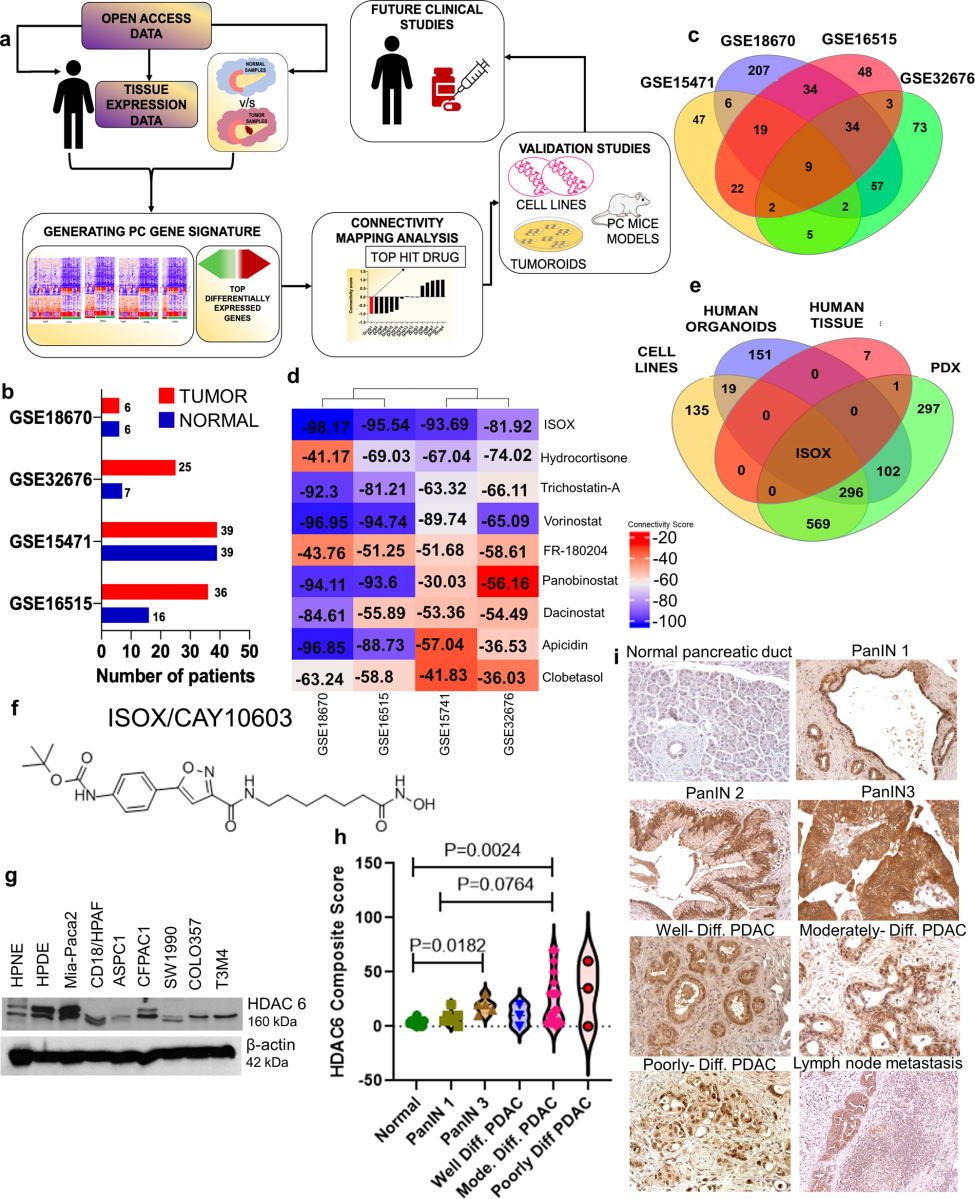
In-silico identification of ISOX as a highly specific therapeutic agent targeting HDAC6 in pancreatic cancer. Connectivity mapping was used to identify negatively connected drugs specific to PC datasets. **a** Schematic representation of overall study design was followed to identify and validate specific therapeutic for PC. **b** The bar graph represents a number of tumors and normal samples within the four microarray datasets GSE18670 (24 samples), GSE32676 (32 samples), GSE15471 (78 samples), and GSE16515 (52 samples). A differential gene expression was carried out using the limma package from R bioconductor to identify top differentially expressed genes between normal and tumor samples. **c** Venn diagrams represent negatively connected drugs across the four datasets. Nine common drugs were identified as being common between all the datasets. **d** Heat maps represent the connectivity scores of all 9 commonly negatively connected drugs. **e** Venn diagram represents a comparison of highly specific drugs identified for PC with PC cell lines, human PC tumoroids, human tissue, and patient-derived xenografts (PDX) datasets. The negatively connected drugs were compared to the nine drugs identified from the human tissue samples. ISOX was identified as the only drug common between all these four models. **f** The structure of ISOX (CAY 10603) as obtained for CMAP shows a clear HDACi moiety. ISOX target HDAC 6 is highly expressed in PC cells and tissues. **g** Immunoblot of HDAC 6 in a panel of normal immortalized pancreatic cells and PC cell lines with β-actin as an internal loading control. **h**, **i** Whipple surgery resected PC tissues were stained with HDAC 6 specific antibody and counterstained with hematoxylin and eosin stains. Representative images were taken using the objective lens of 20× and eyepieces with 10× magnifications. Total magnification of the images is 200× (objective lens (20×) × eyepieces (10×)). Data represented as Dot and violin plot demonstrating the protein expression level of HDAC 6 in near-by normal, PanINs, well, moderately, and poorly differentiated stages of PC (in whole tissue). **h** Linear mixed model show HDAC 6 composite score is significant (*p* = 0.013) between two groups (moderate and normal adjacent to tumor, *p* = 0.011). Representative images of immunohistochemical staining of HDAC 6 in human Whipple surgery resected PC samples with varied adjacent normal, PanINs, and various differentiated stages of PC (Magnification in 200×).

### HDACs expression in PDAC cell lines and tissues

Initially, we surveyed the expression pattern of HDAC 6 among a panel of PDAC cell lines and normal immortalized human pancreatic cells. Our results demonstrated that HDAC 6 was highly expressed in the majority of PDAC cells compared to normal epithelial PDAC cells (Fig. 1g). To correlate the expression pattern of HDAC 6 with pre-neoplastic and neoplastic differentiation types of PDAC, we used immunohistochemistry in PDAC tissues obtained from Whipple surgery. Compared to normal pancreas adjacent to tumor (NAT), PanIN1, PanIN3, and PDAC tissues revealed a significantly enhanced cytoplasmic expression in all the differentiation types of PDAC (well, moderate, and poor). Specifically, PDAC with moderate differentiation status showed a dramatic rise in HDAC 6 expression relative to NAT and PanIN3. A linear mixed model was used to compare composite scores between types. A square root transformation was applied before analysis to meet model assumptions. A random effect was included for each subject to account for correlation within the subject. Multiple comparison adjustment was made for pairwise comparisons using the method of Westfall et al.^19^, (Fig. 1h, i, and Supplementary Table 1). Next, we modeled HDAC 6 composite score by type using a linear mixed model. Well and Poor groups were excluded because of a very small number of samples in each of these groups. A square root transformation was applied to normalize the distribution. The overall test was significant (*p* = 0.013), indicating that at least 2 of the groups are different. Pairwise comparisons are shown in Supplementary Table 2. After adjustment for multiple comparisons, there is a significant difference between Moderate and NAT (*p* = 0.011) and a marginal difference between PanIN3 and NAT (*p* = 0.064) (Supplementary Table 2). If we combine the Well, Moderate, and Poorly differentiated tumors into one group (PDAC) for comparison. The overall difference is significant (*p* = 0.018), and NAT is different from PDAC (Supplementary Table 3a and 3b). Further, our pairwise comparisons could not be able to detect the difference in the expression of HDAC 6 between moderate, well, and poor differentiation types due to low sample numbers (Supplementary Table 4). HDAC 6 expression is considerably higher in PanIN3 and moderately differentiated PDAC tissues.

### ISOX inhibits the proliferation of PC cell lines

To validate our in-silico findings, we evaluated the therapeutic efficacy of ISOX on tumor cell proliferation in a panel of PC cell lines, including AsPC1, MiaPaCa2, and CD18/HPAF. The impact of ISOX as monotherapy was first evaluated on cellular proliferation using MTT assay as described in our earlier publications^20^. ISOX was found to be extremely potent in reducing the growth of various PC lines in both dose and time-dependent manner and exhibited IC_50_ values of 0.14–3.80 µM (Supplementary Fig. 2a–c). To understand the maximum and minimum biological effects of ISOX, we applied IC_50_ values of appropriate cell lines with respective time-point along with a lower and higher concentration for in vitro functional and biochemical assays. Interestingly, the varied response of ISOX was observed across the PC cell line panel, further suggesting the disease’s inherent heterogeneity and variable therapy response. Further, to examine the synergy/additive effect of ISOX and 5FU in PC cells, we treated the PC cells with three different doses of 5FU and ISOX alone and a fixed dosage of 5FU with various concentrations of ISOX in combination. We observed that MiaPaCa2 and CD18/HPAF exhibited synergistic cell-killing effects when treated with ISOX (at all doses) in combination with 5FU (Supplementary Fig. 3a–d). To identify the HDAC dependency of ISOX in its mechanism of action, a head-to-head comparison was carried out between ISOX, tubastatin A, and riclinostat. Reassuringly, ISOX performed better in reducing the proliferation of all PC cell lines, while tubastatin A and ricolinostat were unable to induce reduction even at 1–10 µM concentrations, supporting the efficacy of the method and the unique potential of ISOX as a PC therapeutic (Supplementary Fig. 4a–f). Additionally, the toxicity of ISOX on normal pancreatic cells was determined using normal human pancreatic immortalized cell line HPNE at different concentrations from 10 nM to 100 µM^21^. ISOX had minimal effect on HPNE cells (Supplementary Fig. 2d).

### ISOX induces apoptosis, G0/G1, and G2/M arrest in human and mouse syngeneic PC cells and reduces PC cell invasion/migration abilities

To further investigate the anti-tumor potential of ISOX, we determined its ability to induce cancer cell death by apoptosis. The apoptotic index was measured using Annexin V and PI staining with flow cytometry. ISOX dose-dependently enhanced both early and late apoptosis alone and in combination with 5FU in CD18/HPAF PC cells (Fig. 2a, b). ISOX treatment resulted in significant induction of late apoptosis in MiaPaCa-2 cells, whereas untreated control cells showed negligible apoptosis (Supplementary Fig. 5a, b). Similarly, ISOX in combination with 5FU significantly increased both early and late apoptosis relative to ISOX and 5FU alone (Supplementary Fig. 5c, d). Supportively, murine syngeneic PC cells harboring Kras^G12D^ and Trp53^R172H^ mutations showed similar apoptosis effects upon ISOX and 5FU treatment with lower concentrations (IC_25_) of drugs. Specifically, we observed a significant increase in early apoptosis and necrosis in combination therapy relative to single drug treatment (Supplementary Fig. 6a–d). Treatment of PC cells with various doses of ISOX and 5FU combination also showed a similar trend in a decrease in proliferation (Supplementary Fig. 7a, b). To better understand the mechanism of action for ISOX-inducing apoptosis, we examined its effect on activating apoptosis pre-requisite markers. We found an activation of Caspase 3 and cleavage of its substrate PARP1 in response to dose-dependent treatment of ISOX alone (Supplementary Fig. 5e) and in combination with 5FU in four different PC cells (Fig. 2c and Supplementary Fig. 5f). Further, to determine the relative level of apoptosis-associated proteins upon ISOX treatment, we treated MiaPaCa-2 cells with/without ISOX, and cell lysates were incubated with nitrocellulose membrane containing 35 different apoptosis-related antibodies. Our results demonstrate that ISOX downregulates Bad, Bax, Bcl-2, Bcl-x, and clusterin while upregulating claspin, Hif-1α, HO-1/HMOX1, HO-2/HMOX2, p27, and phosphoRad17 (Ser635) (Fig. 2d). An initial synchronization followed by propidium iodide (PI) based FACS analysis was performed to assess the impact of ISOX on the cell cycle in PC cells. We observed that both CD18/HPAF and MiaPaCa2 PC cells show significant accumulation of cells in G0/G1 and G2/M (CD18/HPAF) phase arrest upon ISOX alone and in combination with 5FU treatment relative to 5FU alone (Fig. 2e–h). This change was most prominently observed at 48 h post-treatment in additional PC cell lines (AsPC-1 and CFPAC1), with a significant reduction of cells accumulation in the S phase of cell cycle and a statistically significant increase in the G0/G1 phase (Supplementary Fig. 8a–d). Interestingly, CD18/HPAF and MiaPaCa2 showed a G2/M arrest in combination treatment suggesting heterogeneity within the cell lines (Fig. 2e–h). Considering that invasion and migration are hallmarks of cancer cell aggressiveness and that chemotherapeutic agents often fail to inhibit these processes effectively, we next performed matrigel invasion and wound-healing assays using various concentrations of ISOX in PC cells. Interestingly, ISOX reduced the invasion of both cell lines in a dose-dependent manner (Supplementary Fig. 9a–c). Even the lowest concentration of 100 nM of ISOX inhibited the migration of PC cells compared with the untreated control. Taken together, these results suggest the tumor-growth controlling potential of ISOX is through cell cycle arrest, apoptosis, and migration inhibition when assessed as monotherapy and in combination with 5FU.

**Fig. 2:**
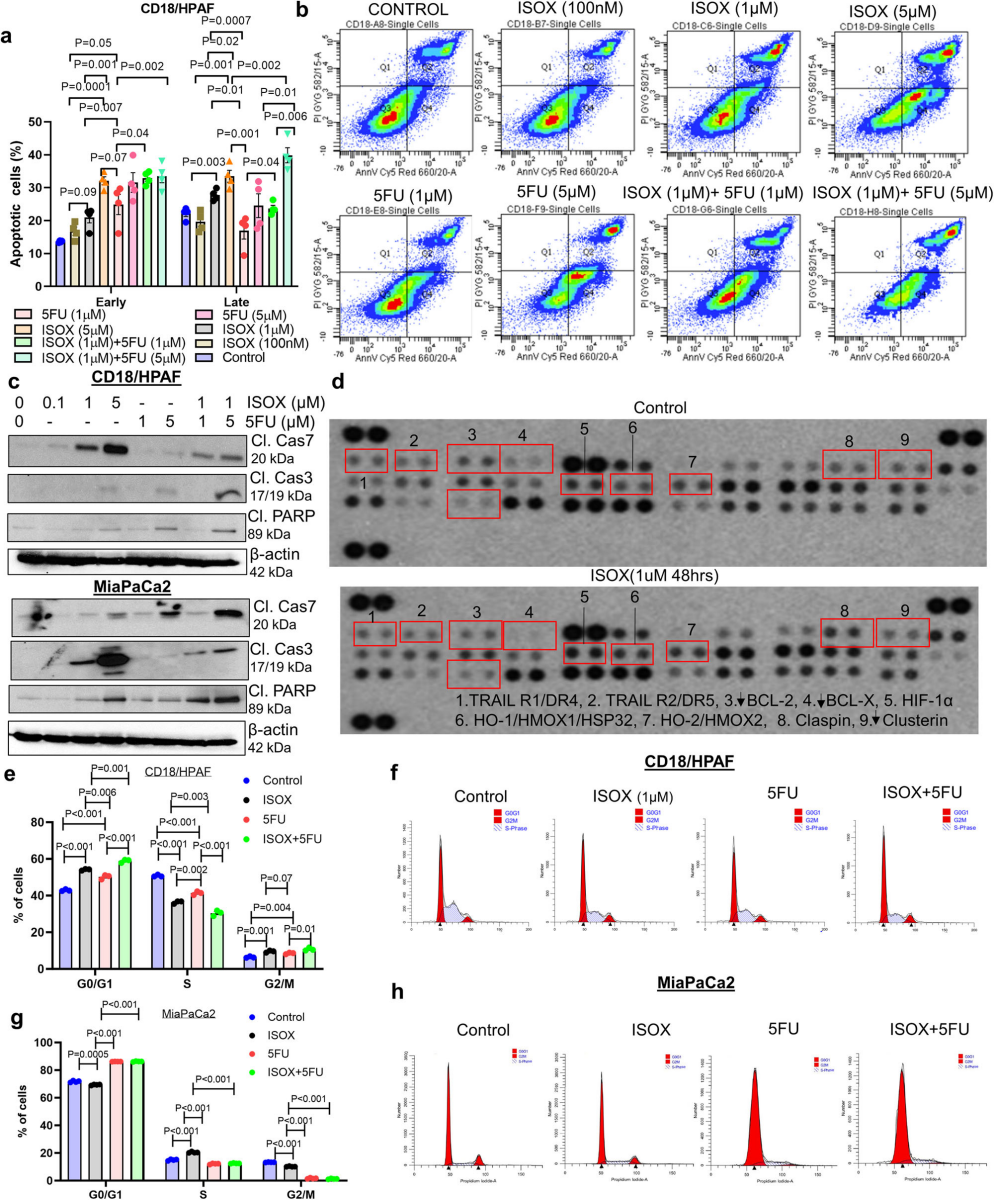
ISOX inhibits PC cell growth by inducing apoptosis and blocking G0/G1 and G2/M phase cell cycle. PC (CD18/HPAF) cells were exposed to varied concentrations of ISOX (100 nM, 1 µM, and 5 µM) alone and in combination with 5 FU (1 µM and 5 µM) (*N* = 4) for 48 h, followed by Annexin V and PI staining. **a** Bar graph represents data on the percentage of PC cell apoptosis induced upon different concentrations of ISOX, 5FU, and a combination of both. Data expressed as mean ± SEM. **b** Representative flow cytometric dot-plot plotting side versus forward-scattered apoptotic cell populations. **c** PC cells (CD18/HPAF and MiaPaCa-2) were treated with ISOX alone and 5FU combination with indicated concentrations, cells were harvested, and lysates were analyzed for apoptotic proteins cleaved caspase 7, cleaved caspase 3, and cleaved PARP by immunoblotting analysis. Beta-actin served as an internal control to ensure equal protein loading. **d** PC cells were treated with ISOX (1 µM) for 48 h, and lysates were analyzed through high-throughput profiling using a human apoptosis array. Representative images of apoptosis array treated with vehicle control (top) and ISOX (bottom). **e**–**h** Both CD18/HPAF and MiaPaCa-2 cells were serum starved to induce cell cycle synchronization for 12 h and treated with indicated concentrations of ISOX and 5FU for a further 48 h with 10% FBS supplemented DMEM media. The response or DNA content distribution in each cell cycle phase was estimated using flow cytometry data. **e**, **g** bar graph with scattered dot plot showing the PC cell populations (%) in each cell cycle phase. **f**, **h** Histogram showing DNA content distribution (in each cell cycle phase) of PC cells stained with propidium iodide.

### ISOX and 5FU combination prevents colony forming ability of human and murine PC cells

Colony formation assay is regarded as the gold standard to measure in vitro tumorigenicity and the ability of a single cell to expand/respond against drug treatment. We treated both human (CD18/HPAF and MiaPaCa2) and mouse (KPC3248) PC cells with ISOX (IC_50_) and 5FU (IC_25_) for 48 h. After treatment withdrawal, cells were incubated for 10 days with a complete medium. Treatment with both ISOX and 5FU significantly reduced the expansion of single cells into colonies. Though we observed few colonies with single drug treatment, ISOX and 5FU combination completely suppressed the colony growth implicating the tumorigenic and in vitro colony growth abrogating effects of ISOX and 5FU (Supplementary Fig. 10a–f).

### ISOX alone and in combination with 5FU reduces the growth and metastasis of PC orthotropic tumors

Based on the statistically significant therapeutic efficacy of ISOX in 2D cell lines, we further assess the potential of ISOX in the orthotopic xenograft model of PC. Luciferase-labeled CD18/HPAF cells were orthotopically implanted into the pancreas of athymic nude mice. The tumors were allowed to grow for two weeks, and animals were randomized into four treatment groups based on tumor bioluminescence. The control group was given intraperitoneal (i/p) injections of PBS, while the treatment groups were administered with 50 mg/kg 5FU, 50 mg/kg ISOX alone, and a combination of both drugs. All treatments were carried out for 5 days, followed by a 2-day interval, and this routine was followed for 3 cycles (Fig. 3a). The mice were subjected to IVIS imaging on day 0 (baseline), day 10 (week 2), and day 15 (week 3) of treatment regimen. Interestingly, treatment with ISOX alone or in combination with 5FU led to a significant reduction in the size of tumors observed at the end of days 10 (week 2) and 15 (week 3) of treatment schedule, with minimal IVIS signal across multiple mice in the treatment group (Fig. 3b, c). At the end of the experiment, a comparison of tumor weight between untreated and treated mice showed a statistically significant difference between the groups (*p* = 0.0012) (Supplementary Table 5a). The control group has significantly higher tumor weight and size than 5FU (*p* = 0.028), ISOX (*p* = 0.0002), and ISOX + 5FU (*p* = 0.0006) (Supplementary Table 5b, Fig. 3d, e). In addition, overall survival analysis of the mice (day of death defined as a natural death or if suggested by the veterinarian) using the pairwise comparisons shows that the combination treatment (median survival 83 days) has significantly better survival than the control group (*P* = 0.0010) (Supplementary Table 6a–c, and Fig. 3f). Furthermore, these mice were assessed for the total number of metastases as well as the number of metastases at a specific site (peritoneum, mesenteric lymph node, intestine, genital organ, and kidney) were compared between the treatment groups. None differed significantly between the treatment groups with the Kruskal-Wallis test (Supplementary Table 7). However, when we compare specific metastatic spots in various organs, we observed a marginal difference in incidence in “Mesenteric lymph node metastasis”, where 60% of controls have metastasis at that location, 50% of 5FU and 0% of combination and 0% of ISOX group have no metastasis (Supplementary Table 8 and Fig. 3g). Images of these mice at day 10 post-treatment using the 3D-BLIT settings within the IVIS system shows distant metastasis in control and 5FU treated mice whereas, no metastasis was observed in the ISOX alone and its combination with 5-FU treated mice groups (Fig. 3g, h). Similar to the tumoroids, the animal tumors were subjected to tunnel-positive and Caspase 3 staining, which showed an elevated level of apoptosis in the animal group treated with ISOX alone and its combination with 5FU (Fig. 3i–k). This was further corroborated with Ki67 staining, which showed a decrease in the proliferation of PC cells in the combination group compared with single drug treatment (Fig. 3l). Masson’s trichrome staining indicates a decrease in connective fibrous tissues (blue) of ISOX and 5FU alone and combination groups than the control mice group (Fig. 3m).

**Fig. 3:**
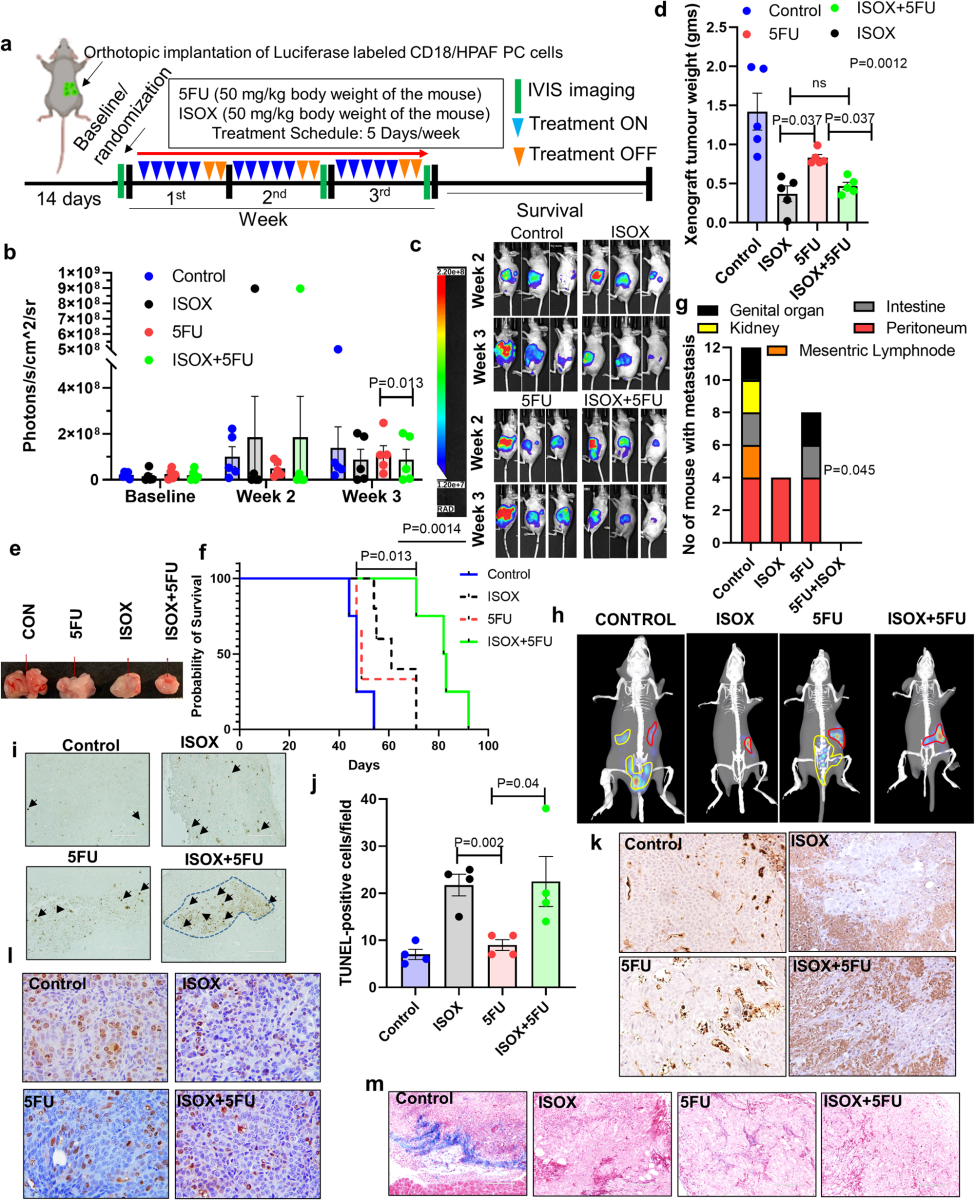
Treatment of ISOX enhances the therapeutic efficacy of 5FU in the immunodeficient mice model. Luciferase-labeled CD18/HPAF PC cells were orthotopically implanted into the head of the pancreas of athymic nude mice. After confirmation of tumor formation through luciferase activity measurement through bioluminescence (BLI), the mice were randomly divided into four groups: control mice (administered with PBS), 5FU alone (50 mg/kg), ISOX alone (50 mg/kg), and both drug combination. Mice were treated for 15 days (3 cycles of 5 days treatment with 2 days off) and monitored through BLI at the beginning, middle (day 10), and end of the treatment (day 15). At the end of day 15, half the mice were sacrificed for tumor weight and metastasis incidence evaluation, and the other half were followed for survival analysis. **a** Scheme showing the treatment and IVIS spectrum imaging schedule. **b** The dot and bar graph represent the luciferase activity of xenograft tumors as evaluated by BLI (Photons/sec/cm^2^/sr), (*N* = 5, *P* = 0.013, Student t-test). Data are expressed as mean ± SEM. **c** Representative tumor response monitoring images against ISOX/5FU and combination at indicated time point of treatment schedule as BLI detection by IVIS machine. **d** Positive correlation of reduction of xenograft weight during the sacrifice. The dot and bar graph represent each treatment group’s tumor weight (gms). Data represents a statistically significant reduction in tumor weight in both ISOX alone and combination compared with 5FU alone group (*N* = 5, *P* = 0.037 (ISOX *vs* 5FU) and *P* = 0.037 (5FU *vs* Combo), Kruskal-Wallis test). Data are expressed as mean ± SEM. **e** Assessment of xenograft size during the post-mortem of all 4 groups. **f** Kaplan-Meier survival curve was constructed based on the survival of mice in all four treatment groups. Assessment of time (days) of death was determined by monitoring each mouse until its death (its own) after post-orthotopic implantation and treatment or as per the recommendation of the in-house veterinarian to sacrifice the mouse due to tumor burden, Overall survival is significant (*P* = 0.0014), and median survival of mice treated with 5FU alone and the combination is better than ISOX alone and control group, Log-rank test (*P* = 0.013). **g** The stacked bar graph represents the number of mice with metastatic spots in each treatment group (*N* = 5, Kruskal-Wallis test, *P* = 0.045 (Mesenteric lymph node Mets.). **h** Representative BLI images with 3-D reconstructions show the high metastasis incidence in the control and 5FU mice but no metastasis in the ISOX alone treated and combination group mice. **i**, **j** TUNEL staining of PC xenograft tissues exposed to drug treatments. Representative light microscopic images of TUNEL positive staining in PC xenograft cells in the 4 treatment groups and the magnification bar in the images represents 100 micrometer (μm) **i**. Dot and bar graph displaying quantitative TUNEL positive results in all the 4 groups (*N* = 3, Students t-test, *P* = 0.002 (5FU *vs* ISOX), *P* = 0.04 (5FU *vs* ISOX + 5FU)), error bars represent standard deviation (sd) **j**. **k**–**m** ISOX and 5FU combinatorial effects on apoptosis, proliferation, and fibrosis. Panels of light microscopic images illustrating the combinatorial and single-drug treatment effects of ISOX and 5FU in xenograft tumors. CD18/HPAF xenograft tumors exposed to ISOX and/or 5FU were stained for Caspase 3 **k** (Total magnification of images is 200×, objective lens (20×) × eyepieces (10×)), and Ki67 (Total magnification of images is 400×, objective lens (40×) × eyepieces (10×)) **l**, and Trichrome mason **m** staining. Magnification bar in representative images of trichrome staining represents 200 micrometer (μm).

### ISOX is highly efficacious in inducing growth inhibition in mice and human-derived tumoroids

The anti-cancer effects of cancer therapeutics observed in pre-clinical models often cannot be mirrored in clinical models, mainly due to the discordance between the biology of these monolayer cultures and the complex tumor microenvironment of most cancers and specifically complex diseases like PC. In this regard, the 3D cancer tumoroids offer a near-native structure and provide great promise and applicability in drug efficacy studies. The efficacy of ISOX was evaluated in tumoroids-derived from the most commonly used mouse model of PC; Kras^G12D/+^; p53^R172H/+^; Pdx1- Cre^+^ (KPC) mouse that recapitulates human PDAC biology and human PC patient-derived tumoroids (Fig. 4a). The KPC tumoroids were treated with 500 nM of ISOX and followed for 5 days through imaging. A significant reduction in the viability with morphological changes in the tumoroids with a significant reduction in size and visible darkening of the structures (Fig. 4b) were observed across drug-treated groups. The proportional viability of tumoroids was assessed, where the total number of live tumoroids at day 0 was considered as the baseline. Interestingly, the proportional viability reduced significantly by 60% within 3 days of 500 nM of ISOX treatment (Fig. 4c). A similar assessment was conducted in a set of human patient-derived tumoroids using a range of ISOX concentrations (100 nM, 500 nM, 1 µM, and 5 µM) and a combination of ISOX (1 µM) with 5 µM of 5FU. Of note, the significant increase in organoid death (measured as darkness) was observed with ISOX at all concentrations and its combination with 5FU (Fig. 4d, Supplementary Fig. 11a). We performed a 3D cell viability assay to assess the ATP production in these human patient tumoroids as a measure of organoid viability. Dose-dependent reduction of ATP production was observed upon ISOX treatment at 1 µM, which was drastically reduced in tumoroids treated with the combination of ISOX and 5FU. Thus, highly efficacious ISOX is killing human tumoroids (Fig. 4e). These drugs treated human tumoroids were sectioned at the end of the 48-h treatment. H&E staining of these sections supported the initial loss of viability, wherein a loss of structure could be observed with an increase in ISOX concentrations. A tunnel assay (Fig. 3i) in xenograft tissues and caspase 3 staining also supported this observation with the maximum cleaved caspase 3 staining observed in the ISOX and 5FU drug combination group in xenograft tissues and tumoroids (Fig. 3k, Supplementary Fig. 11a, b).

**Fig. 4:**
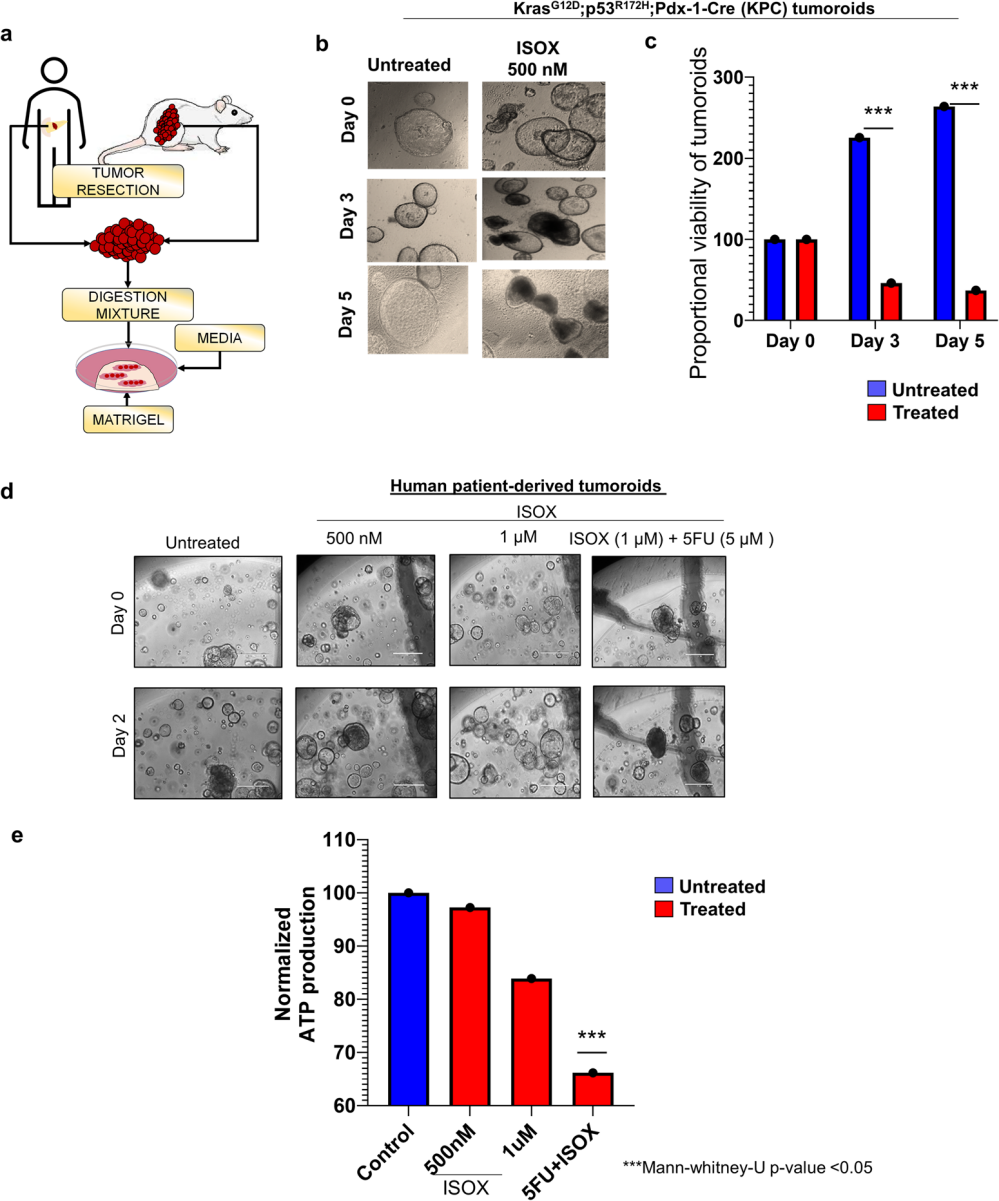
ISOX is highly effective in inhibiting the growth of mice and human-derived tumoroids. To validate the effect of ISOX and/or 5FU observed in PC cells in vitro and in vivo and for clinical translational 3D models are employed. **a** Schematic representation of protocol used for establishing tumoroids from mice and human tumors. Tumors resected from KRAS^G12D^; p53^R172H^; Pdx1- Cre^+^ (KPC) mice and human PC patient donors were incubated with a digestion cocktail of enzymes using a specific protocol and embedded in matrigel. These tumoroids were then used to assess the efficacy of ISOX and /or 5FU. **b** Representative images of ISOX-treated and untreated KPC mouse tumoroids. KPC tumoroids were untreated/treated with 500 nM of ISOX and followed for 5 days. Images were taken at 100× magnification. **c** Bar graph represents the proportional viability of KPC tumoroids in each group across the 5 days. Positive correlation between untreated and ISOX-treated tumoroids obtained through evaluation of tumoroid size on days 0, 3, and 5, ***P < 0.05 (Mann-Whitney-U-Test). **d** Efficacy of ISOX and 5 FU combination in human PC tumoroids. Representative images (The bar represents 5 μm) depicting the dose-dependent effect of ISOX alone and in combination with 5FU (5 µM) in PC patient tumor-derived tumoroids. **e** The efficacy of the ISOX treatment on tumoroids was measured using a CellTiter-Glo® 3D cell Viability assay. Bar graph represents the quantification of ATP production as a consequence of ISOX alone and 5FU combination on Day 2 after drug treatment initiation, ***P < 0.05 (Mann-Whitney-U-Test).

### Mechanism of ISOX action on PC cells

To gain an in-depth understanding of the global effects of ISOX, RNA-sequencing analysis of untreated (CD18/HPAF) and treated cells (CD18/HPAF; 1 µM; 48 h) was performed, followed by differential expression analysis. 

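RNA was sequenced from CD18/HPAF cells, an established human pancreatic adenocarcinoma cell line, kept for 48 h with 1 µM ISOX, an inhibitor with its highest efficacy towards HDAC6, or left untreated. The sample titles list 12 treated and 12 untreated samples, with a first number that takes 3 values and a second that takes 4 in each group. The sources used here do not say what the second number stands for or whether the samples came from separate cultures. Nor do they say how the samples were grouped for the authors' test. What spread the p-values measure is therefore unknown, and it may be technical. Reads were paired and 75 bases long. The submitters' processing notes name TopHat, Bowtie, Cufflinks and Cuffdiff with the human genome build hg38, and their versions are not given in the sources used here. The authors' deposited table holds a single pooled FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) per gene and group, with a log2 fold change of ISOX over untreated, a p-value and a q-value from Cuffdiff. There is no spread between replicates to be had from these values, and the depth of the samples is unknown. Of its 30276 rows, 9023 carried a test and 21253 did not. Log2 fold changes computed again from the group FPKM differed from the deposited ones by at most 1.23e-05, and q-values adjusted again by at most 5.24e-07. Genes at a deposited q under 0.05 are given as higher or lower. The FPKM values summed to 667281 in the untreated and 873757 in the ISOX group, and the highest feature, MIR6723, held 16.0% and 16.2% of these sums. The median log2 fold change of the tested genes was 0.23, or 1.17-fold, so that 7322 genes had a value above 0 and 1701 a value below 0.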

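ISOX treatment was followed by a rise of 395 genes and a fall of 61 genes, out of 9023 tested. The largest rise was that of INHBE, which encodes a subunit of activin and lies on chromosome 12 of hg38 from 57455313 to 57458008, from 0.386 FPKM in untreated cells to 10.9 FPKM with ISOX. HAMP, which encodes the iron-regulating hormone hepcidin, rose 21.8-fold, and the amino acid transporter gene SLC43A1 rose 18.4-fold. These 3 genes were below 1 FPKM in untreated cells and their folds depend on such low values: with 1 FPKM added to both groups the log2 fold changes of INHBE, HAMP and SLC43A1 were 3.10, 2.54 and 2.68 in place of 4.82, 4.45 and 4.20, and that of INHBE was then below the 3.20 of METTL12. ASNS, the gene of asparagine synthetase, rose from 28.7 to 201 FPKM, the stress-induced transcription factor gene ATF3 from 0.927 to 6.66 FPKM and the cytokine gene GDF15 from 5.72 to 41.5 FPKM. SERPINA3, a serine protease inhibitor gene, rose 7.67-fold and G0S2, whose product inhibits the breakdown of stored fat, 6.35-fold. With 1 FPKM added, the log2 fold changes of ATF3 and SERPINA3 were 1.99 and 2.18 in place of 2.84 and 2.94. METTL12 rose 12.1-fold and the pseudogene CCT6P1 10.5-fold, and both rows span annotated small RNAs whose reads cannot be told apart from theirs. Among the falls, PLEKHJ1 went from 593 to 51.9 FPKM, and its exons overlap those of SF3A2, DOT1L and MIR6789. CYP2W1, a cytochrome P450 gene, fell from 22.7 to 4.39 FPKM, and DDC, the gene of the enzyme that makes dopamine and serotonin, from 31.0 to 8.23 FPKM. NDRG1, a gene induced by low oxygen, fell from 88.3 to 31.6 FPKM, the apolipoprotein gene APOL1 by 1.42 on the log2 scale to 37.2 FPKM and the myosin light chain kinase gene MYLK from 6.72 to 1.98 FPKM. PKDCC fell from 10.5 to 3.81 FPKM, the gap junction gene GJB1 from 4.92 to 1.99 FPKM, and a row that joins SNHG12 with small nucleolar RNA genes from 55.8 to 15.7 FPKM. The creatine transporter gene SLC6A8 was also among the 10 largest falls.
These counts rest on q-values in the authors' deposited table, the smallest of which was 0.00305. At a change of more than 2-fold, 200 genes were higher and 26 lower. Measured from the median of all tested genes, 106 genes at a q under 0.05 lay at least 2-fold above and 43 at least 2-fold below it. The share of higher genes was then 71.1% in place of 88.5%. The deposited q tests a change from 0, not from this median, so it admits rises more readily than falls. It could not be computed again under another scaling. Whatever their q, 113 genes lay more than 2-fold above the median and 64 below, or 63.8% higher. This setting was chosen after the shift of the median was seen.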

The RNA-sequencing data were further analyzed for pathway analysis of the RNA-seq data showed a high enrichment of sirtuin signaling, epithelial-mesenchymal transition, ERK/MAPK, PI3K-mTOR-AKT, and sonic hedgehog pathway in the treatment group in comparison to the untreated samples (Fig. 5a). 

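Part of the genes of the respiratory chain rose in ISOX-treated CD18/HPAF cells, and most components of the signaling pathways did not pass the test. The paper's enrichment came from the gene sets of its pathway software, which were not used here. Counts of single genes in the lists below therefore do not test that enrichment. Of 78 tested nuclear-encoded genes of oxidative phosphorylation, 14 were higher, none was lower and 64 did not pass (20 higher when adjusted over the list alone). COX7B, a subunit of cytochrome c oxidase, rose from 824 to 2374 FPKM, UQCRB of complex III from 45.3 to 116 FPKM, and the complex I genes NDUFB3 and NDUFA4 rose 2.52-fold and 2.28-fold. Of 5 tested sirtuins, the NAD-dependent deacetylases, none was higher or lower (none when adjusted over the list alone), with log2 fold changes of 0.22 for SIRT2 and −0.03 for SIRT7. This list holds the genes of the enzymes themselves, not the wider sirtuin signaling pathway.
Only 8 of 29 listed mesenchymal genes were tested, and 3 of these were higher and none lower (4 higher when adjusted over the list alone). Among them SNAI2, a repressor of epithelial genes, rose 1.94-fold, and the matrix metalloprotease gene MMP14 rose 1.63-fold. Members without a test ran from TWIST1, listed at 0 in both groups, to TGFBR1 at 4.27 and 4.45 FPKM. VIM was at 0.588 and 1.37 FPKM and FN1 at 0.0374 and 0.0794 FPKM. The list's percentile below covers the 8 tested genes only. None of 23 tested epithelial genes passed the test (none when adjusted over the list alone), and the keratin genes KRT19 and KRT8 had log2 fold changes of 0.16 and 0.13, which lie below the median of all genes. Among 19 tested components of the ERK/MAPK cascade none was higher or lower (none when adjusted over the list alone). In the PI3K/AKT/mTOR list, 1 of 20 tested genes was higher (2 when adjusted over the list alone), EIF4EBP1, which encodes a translation repressor controlled by mTOR and rose from 111 to 288 FPKM. Only 1 of 18 listed sonic hedgehog genes was tested, KIF7, with a log2 fold change of 0.47 and a q of 0.561 in the authors' deposited table. Of 10 tested integrins, none passed (none when adjusted over the list alone). Of 10 tested glucocorticoid receptor targets, 4 were higher (6 when adjusted over the list alone), among them ERRFI1, TSC22D3 and DUSP1, with rises of 2.75-fold, 2.08-fold and 1.96-fold.
As a description of these pooled values, each list's median log2 fold change was placed among 10000 random lists matched on expression. It lay at percentile 99.9 for oxidative phosphorylation (median 0.44; 98.78 when matched on transcript length as well), 46.0 for sirtuins, 5.21 for epithelial genes, 99.2 for mesenchymal genes, 7.75 for the ERK/MAPK components, 50.5 for the PI3K/AKT/mTOR components, 89.5 for integrins and 99.96 for glucocorticoid targets. At an unadjusted p under 0.05 in the authors' deposited table, 38 oxidative phosphorylation genes and 3 genes each of the ERK/MAPK, PI3K/AKT/mTOR, integrin and epithelial lists were higher.

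**Figure D1:**
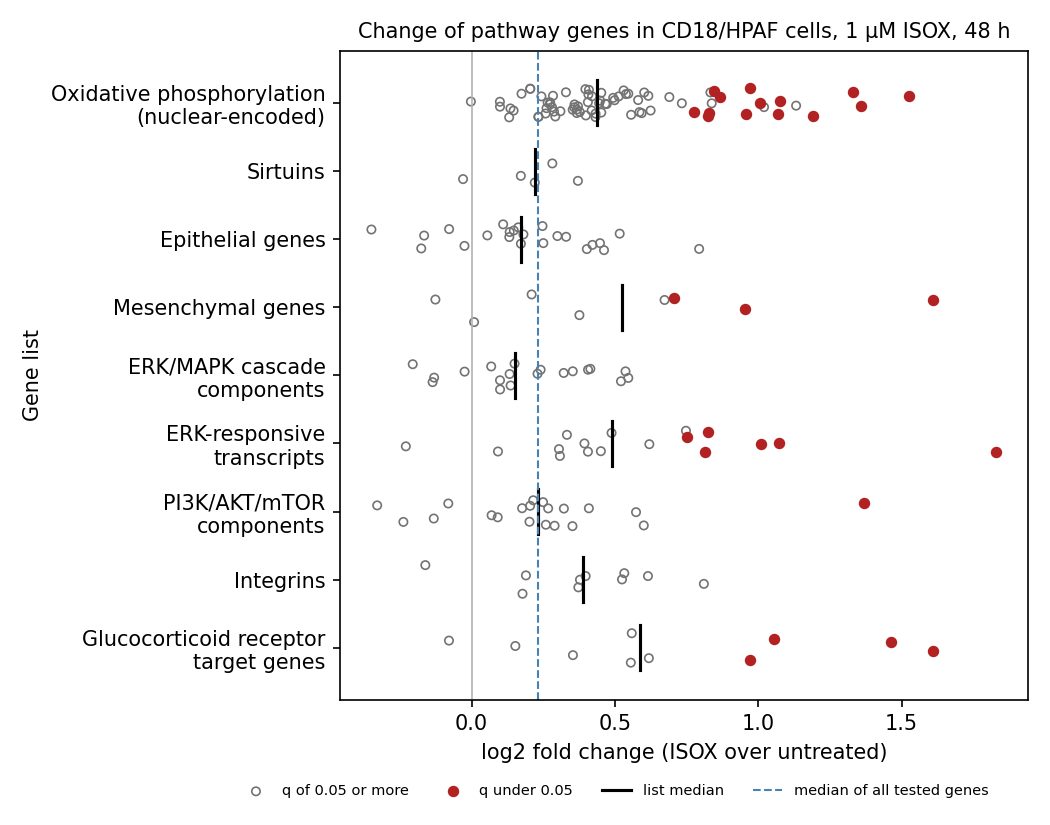
Log2 fold change of ISOX over untreated (x axis) for the tested genes of each list (y axis) in CD18/HPAF cells. Each point is a gene, spread vertically at random within its list and filled where the q in the authors' deposited table is under 0.05, the black bar is the list's median and the dashed line is the median of all tested genes, 0.23. Most points of the oxidative phosphorylation list, 69 of 78, lie to the right of the dashed line.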

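Of the WNT, PI3K, MYC, ERBB2 and MAPK3 genes that the paper names for ISOX-treated CD18/HPAF cells, WNT10A fell. WNT10A encodes a secreted WNT ligand, lies on chromosome 2 of hg38 from 218880533 to 218893929, and went from 22.3 FPKM in untreated cells to 13.1 FPKM with ISOX (log2 fold change −0.76, q = 0.00724 in the authors' deposited table). Of the 12 genes, 8 were tested, none was higher, 1 was lower and 7 did not pass the test (1 lower when adjusted over the list alone). The study chose these genes from the same samples, so that their count is not independent evidence. The AKT kinase genes AKT1 and AKT2 had log2 fold changes of −0.13 and 0.25, and PIK3CA and PIK3CB, which encode catalytic subunits of PI3K, had 0.60 and 0.32. PIK3CA was read for the name PIK3A and PIK3CB for PI3KCB. The receptor gene ERBB2 was at 36.3 and 31.5 FPKM (log2 fold change −0.21), and MAPK3, which encodes the kinase ERK1, at 41.8 and 55.4 FPKM (log2 fold change 0.41). For these 6 genes the q in the authors' deposited table lay between 0.222 and 0.792. Among the genes without a test, WNT10B was at 0.742 and 1.38 FPKM, WNT8B was listed at 0 and 0.0184 FPKM, and WNT3A was listed at 0 in both groups. Across the whole family of WNT ligands, 3 of 19 were tested, 1 was lower and none was higher (1 lower and 1 higher when adjusted over the list alone).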

Further, gene enrichment analysis revealed that genes associated with WNT (WNT3A, WNT 10 A, WNT 8B, WNT 10B), PI3K (AKT1, AKT2, AKT3, PIK3A, PI3KCB), MYC, ERBB2, and MAPK3 were affected with ISOX treatment compared with untreated controls (Fig. 5b and Supplementary Fig. 12). Further, transcription factor analysis using TFacts and ENCODE tools to assess the transcription factors modulated by ISOX treatment showed MYC as a regulator of the differentially expressed gene. 

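MYC, which encodes the transcription factor cMyc and lies on chromosome 8 of hg38 from 127736054 to 127742548, was at 35.4 FPKM in untreated and 49.7 FPKM in ISOX-treated CD18/HPAF cells. Its log2 fold change of 0.49 did not pass the test (q = 0.253 in the authors' deposited table). Of 56 tested MYC target genes, 1 was higher, none was lower and 55 did not pass (1 higher when adjusted over the list alone). The higher gene was NDUFAF4, which encodes an assembly factor of respiratory complex I, at 7.18 and 15.0 FPKM. The median log2 fold change of the targets was 0.15, below the median of all genes and at percentile 0.67 of random lists matched on expression; with the mean in place of the median it was at 4.13. Among the 11 transcription factors named in Fig. 5, GATA2 was lower, none was higher and 10 did not pass (1 lower when adjusted over the list alone). The hepatocyte nuclear factor gene HNF4A had a log2 fold change of −0.56, and SP1, a broadly expressed activator, of −0.02. The paper's tools infer regulators from the differentially expressed genes and were not used here. The factors' own transcripts and the fixed target list therefore do not test that inference, and they do not measure cMyc protein or its acetylation. From the transcription factor tools, the paper states that MYC regulates the differentially expressed genes.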

(Fig. 5c). Intriguingly, the interplay between HDACi and acetylation-based regulation of cMyc has been explored in various other cancer settings. Notably, it has been shown that HDACi mediated cMyc acetylation and downregulation, leading to TRAIL-induced apoptosis in acute myeloid leukemia^22^. Interestingly, western blot analyses of ISOX-treated cells showed a significant increase in the acetylated cMyc, α-tubulin, and histone3 (Fig. 5d, Supplementary Fig. 13a, b). Moreover, ISOX treatment alone or in combination with 5-FU resulted in increased cMyc (K323) acetylation and its transient modulation of HDAC 6 key downstream targets such as p21, p62, Cyclin D1, Cyclin E, and CDK6, with no change in CDK2, CDK4, p53, phospho P38, phospho mTOR and total mTOR protein levels. Moreover, an increase in cleaved caspase 3 and cleaved PARP forms was also observed (Fig. 5d, e, and Supplementary Fig. 13a). Our data analyzing the phosphorylation status of cMyc upon ISOX treatment also showed a decrease in threonine58 phosphorylation of cMyc in PC cells (Supplementary Fig. 13c). Additionally, the western blot and confocal results of HDAC 6-specific siRNA inhibition also validated the increase in acetylated cMyc compared to the control group (Fig. 5f, g). We performed Si-RNA-mediated knockdown of HDAC6 to determine whether genetic inhibition of HDAC6 had an inhibitory effect on PC cell growth. As shown in Supplementary Fig. 14a–d, treatment of PC cells (MiaPaCa2 and CD18/HPAF) with HDAC 6 targeting siRNA significantly reduced PC cell proliferation/growth, whereas no such inhibitory effect was observed in scramble vector transfected PC cells. Thus, ISOX inhibition of PC cell growth might be due to its inhibitory potential over HDAC 6 activity. Moreover, to study the global impact of ISOX treatment on PC, a library of integrated network-based cellular signatures (LINCS) was queried for the ISOX signature using the iLINCS (http://www.ilincs.org/ilincs/) web tool. Specifically, the cancer therapeutics response signature from ISOX/CAY10603 was studied for downstream effectors and similarity with other drug signatures, which led to the identification of multiple PC-related genes as ENO2, HOXB6, and CDX2 (Supplementary Fig. 15a, b). Since, ISOX emerged as a candidate from the analysis of inversely regulated genes associated with pancreatic cancer and responding to ISOX treatment, we wanted to investigate further downregulated genes or responsive genes against ISOX other than HDAC6. We extracted the dataset from iLINCS (CT signature) and transcriptomic data from CD18/HPAF and MiaPaCa2 (our RNA sequencing data). We observed that there exist 23 common genes (ID3, KRT15, GSN, HOOK2, DBP, LSR, EPS8L2, RPS6KA1, PTK6, DDIT4, IFITM1, BMP1, SLC29A3, FDXR, RGL3, ID1, ACSF2, LPAR2, CRIP2, IER5L, SERTAD1, BAG1, PSD4) between CT signature and MiaPaCa2, 8 common genes (AGR2, RARRES1, CTSH, LY6D, CXCL5, SLC6A8, ANXA9, CD82) between CT signature and CD18/HPAF, 6 common genes (PFKFB4, MIR210HG, LPIN3, FGFR3, and SH3D21) between CD18/HPAF and MiaPaCa 2, and 1 common gene (GATA2) among CT signature, CD18/HPAF and MiaPaCa2. Next, we performed qPCR analysis on 9 common genes among CT signature, CD18/HPAF and MiaPaCa2 PC cells (Supplementary Fig. 16a). We observed a significant decrease in the transcript level of SLC6A8, CXCL5 and GATA2 along with HDAC 6 in both human PC cells (MiaPaCa2 and CD18/HPAF) (Supplementary Fig. 16b, c). Upon validation in murine KPC 3248 cells, we observed that the common transcription factor GATA2 (among CT signature, CD18/HPAF, and MiaPaCa2) was significantly downregulated by ISOX treatment relative to untreated control (Supplementary Fig. 16d). Overall, our data suggest that ISOX can downregulate pancreatic cancer-specific genes along with HDAC 6 and cMyc acetylation and regulation.

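All 9 genes that the paper gives as common to CT signature and CD18/HPAF were lower with ISOX in CD18/HPAF cells. GATA2, which encodes a zinc finger transcription factor and lies on chromosome 3 of hg38 from 128479422 to 128503207, fell from 50.9 to 25.8 FPKM (log2 fold change −0.98, q = 0.0289 in the authors' deposited table). The creatine transporter gene SLC6A8, on chromosome X from 153688297 to 153696593, fell from 60.1 to 23.2 FPKM (log2 fold change −1.37), and CXCL5, which encodes a chemokine that attracts neutrophils, fell from 21.1 to 13.4 FPKM (log2 fold change −0.65). AGR2, a protein disulfide isomerase gene, fell from 264 to 132 FPKM, LY6D from 1044 to 634 FPKM, RARRES1 from 26.4 to 12.4 FPKM and the tetraspanin gene CD82 from 35.2 to 18.2 FPKM. ANXA9, an annexin gene, fell from 14.8 to 8.32 FPKM and CTSH, the gene of the lysosomal protease cathepsin H, from 49.5 to 31.9 FPKM. The 5 genes named as common to CD18/HPAF and MiaPaCa2 alone were lower too. Among them PFKFB4, which regulates glycolysis, fell from 9.81 to 4.18 FPKM, MIR210HG, the host transcript of a microRNA induced by low oxygen, from 6.06 to 2.89 FPKM, and the growth factor receptor gene FGFR3 from 27.1 to 14.5 FPKM. LPIN3 fell from 5.45 to 2.80 FPKM and SH3D21 from 8.48 to 5.23 FPKM. Adjusted over the list alone, all 9 genes of the first list and all 6 of the second, GATA2 included, were lower. Both lists were chosen by the study on these samples, so these counts are not independent evidence of a fall. Of the 23 genes given as common to CT signature and MiaPaCa2, DDIT4 and DBP were higher in CD18/HPAF cells, by 2.01-fold and 1.62-fold, none was lower and 21 did not pass the test (2 higher when adjusted over the list alone).

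**Figure D2:**
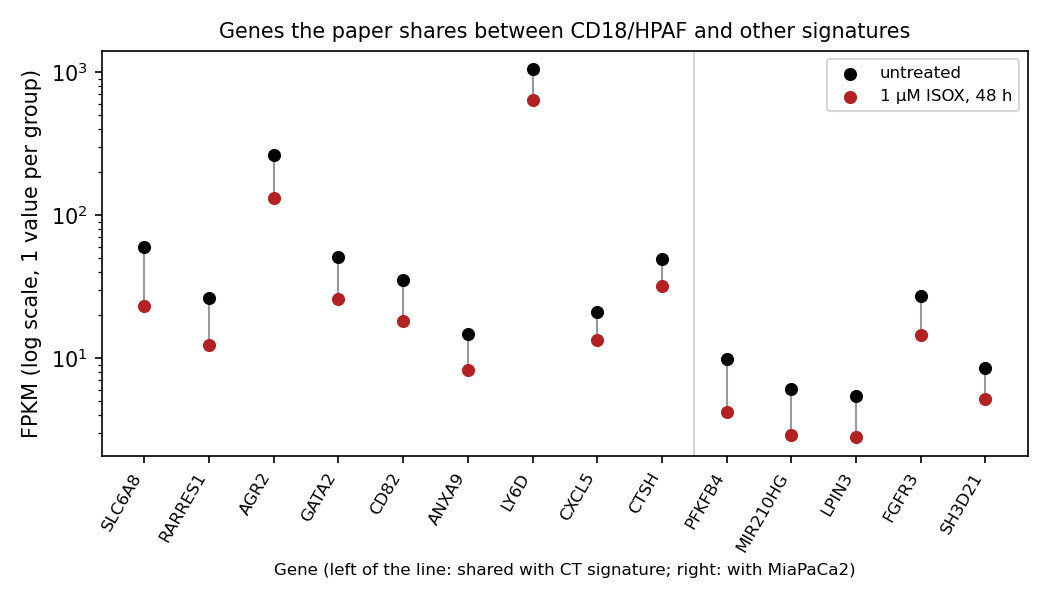
FPKM on a log scale (y axis) of each gene (x axis) in untreated (black) and ISOX-treated (red) CD18/HPAF cells, with a single pooled value per group and no error bar. All 9 genes common to CT signature and CD18/HPAF (left of the line) and the 5 common to CD18/HPAF and MiaPaCa2 alone (right) lie lower with ISOX.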

**Fig. 5:**
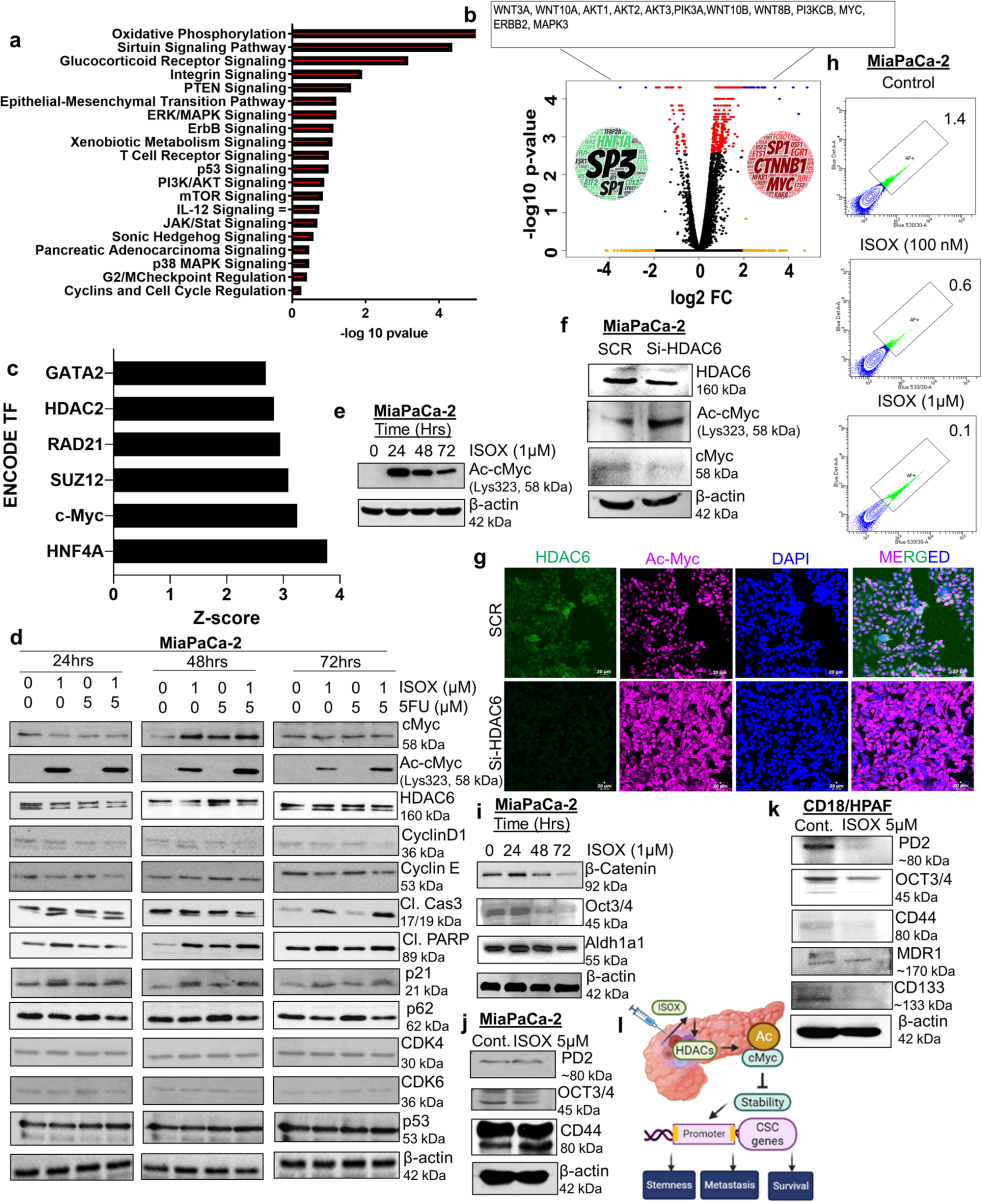
Molecular mechanism(s) of ISOX inhibiting HDAC6 and enhancing cMyc acetylation affecting PC stemness. PC cells (CD18/HPAF) were subjected to ISOX (1uM) treatment for 48 h and processed for transcriptomic analysis. **a** The top differentially responded genes against ISOX were analyzed using ingenuity pathway analysis (IPA). The bar graph represents the enrichment of genes related to oxidative phosphorylation, sirtuins, integrins, EMT, and ERK/MAPK pathways affected by ISOX as observed through IPA. **b** Volcano plot represents RNA-seq analysis of ISOX-treated CD18/HPAF cells. The word cloud within the volcano plot represents transcription factors regulating the genes differentially expressed between untreated and treated samples. **c** Bar graph representation of z-scores from encoding transcription factor analysis of the genes downregulated between untreated and treated samples. Genes downregulated by the treatment were subjected to a transcription factor analysis using the iLINCS (http://www.ilincs.org/ilincs/). Important transcription factors affected by ISOX treatment include HDAC 2, GATA2, and cMyc relative to untreated controls. **d** Immunoblot analysis of molecules associated with pathways identified through RNA seq analysis in ISOX-treated cell lines. PC cells were treated with the indicated concentration of ISOX and/or 5FU for 24, 48, and 72 h. Whole-cell lysates were analyzed for cMyc, acetylated cMyc, HDAC 6, CyclinD1, Cyclin E, Cleaved caspases 3, Cleaved PARP, p21, p62, CDK4, CDK6, and p53. Beta actin served as loading control for all time points. **e** Immunoblot analysis of levels of acetylated cMyc protein in MiaPaCa-2 PC cells treated with ISOX for 24, 48, and 72 h. **f**, **g** Change in levels of acetylated cMyc in MiaPaCa-2 cells with HDAC6 knockdown compared to scramble (SCR) control siRNA. MiaPaCa-2 cells were treated with si-HDAC 6 for 72 h and analyzed for acetylated cMyc, HDAC 6, and -β-actin protein expression using western blot analysis **f** and confocal analysis (The bar in the representative images represents 20 μm) **g**. **h**–**k** ISOX treatment affects cancer stemness-related markers. MiaPaCa-2 cells were treated with indicated concentrations and analyzed for the expression of side population and cancer stemness markers. Representative flow cytometry analyzed side-scatter dot plots of autofluorescence-based side population images of control and ISOX treatment (100 nM, 1 µM) **i**–**k**. Western blot of β-catenin, Oct3/4, ALDH1A1, PD2, and CD44 stemness protein in PC cells (MiaPaCa-2 **i**, **j** and CD18/HPAF **k**) treated with/without ISOX for indicated time points. **l** Overall schema illustrating the mechanistic role of HDAC inhibitor ISOX modulating cMyc acetylation and its epigenetic regulation to influence PC cancer stemness.

### ISOX treatment affects cancer stem cells through the cMyc pathway

PC cells treated with dose-dependent ISOX showed enhanced acetylation of cMyc (LY323), one of the targets of WNT signaling. Thus, acetylation of cMyc affects its protein stability; subsequently, it will affect will Myc regulated gene expression. On the other hand, Myc and WNT pathways were demonstrated to be involved in cancer stem cells’ self-renewal and chemoresistance nature. We tested the ability of ISOX to characterize its effect on PCSCs PC (MiaPaCa-2) cells treated with a varied dose of ISOX, followed by analysis for autofluorescence positive (AF^+^) staining. Our results demonstrated that ISOX reduced the number of AF^+^ cancer stem cells (Fig. 5h). We also validated this result using Hoechst dye staining in CD18/HPAF PC cells (Supplementary Fig. 13d). Further, to investigate whether ISOX is effective in inhibiting tumor-initiating cell growth, we performed a tumorsphere assay in the Incucyte live imaging system. Dose-dependent treatment of ISOX exhibited significantly reduced MiaPaCa2 and CD18/HPAF-derived tumorsphere relative to vehicle (DMSO) treated controls. Specifically, in MiaPaCa2, all the doses of ISOX are effective and significantly reduced tumorsphere from days 2 to 6. Whereas in CD18/HPAF, only ISOX at 1 μM on days 2–5 seems to be significantly effective (Supplementary Fig. 17a–d). In addition, the treatment effect of ISOX upon key PCSCs markers was also analyzed. As shown in Fig. 5i, time-dependent treatment of ISOX in PC cells reduced PSCSC markers expression (OCT3/4, Aldh1a1, β-catenin) at both 48 and 72 h. Similarly, ISOX alone treatment in PC cells also reduced CSC proteins related to drug resistance, such as PD2, OCT3/4, CD44, MDR1, and CD133 (Fig. 5j, k). To validate our claim that ISOX reduces cancer stemness by affecting downstream of WNT-β-catenin signaling, we performed a WNT- β-catenin reporter assay to observe the modulatory effect of ISOX on WNT- β-catenin signaling. We found that ISOX (500 nM) and HDAC 6 siRNA treatment decreased reporter activity relative to vehicle and scramble control treatment in both human (MiaPaCa2) and mouse syngeneic (KPC3248) PC cells (Supplementary Fig. 18a, b). These results suggest that the anticancer and anti-metastasis effects of ISOX might be due to the inhibition of PCSCs by abrogating of the WNT-β-catenin/cMyc/HDAC 6 axis (Fig. 5l).

## Discussion

Targeting PC has been a challenge to both researchers and clinicians. While various drugs and combinations have been assessed in clinical trials, we have not been able to either achieve promising survival or improve the quality of life of these patients. The failure of these therapies can be attributed to the failure of the “one target at a time” approach, and better methods with multiple gene targeting approaches can prove beneficial. Recent advances in molecular profiling of tumors have yielded distinct molecular signatures amongst patients, which has led to efforts directed toward establishing targeted therapies or devising precision medicine strategies. Efforts have been made to develop tailored treatments for a subset of the patients with one or multiple actionable mutations; the response, however, remains minuscule. The current study uses an in-silico approach to target PC’s whole gene expression profile.

Our global in-silico assessment identified a highly specific and novel therapeutic for PC; ISOX. Through our in-depth analysis using PC cell lines, tumoroid, and orthotopic mice models, we successfully demonstrated the potential of ISOX as a promising therapeutic for PC. ISOX is a histone deacetylase (HDAC) inhibitor with the highest efficacy towards HDAC 6, with a potent effect on HDAC 3 and HDAC 10^13,23^. A comparison of ISOX efficacy with other HDAC inhibitors showed that ISOX is better than other HDAC inhibitors in inhibiting PC cell proliferation. This observation, in conjunction with the initial identification of ISOX based on the global signature of PC, suggested multiple effects of ISOX in PC in addition to HDAC inhibition.

While this background was strong enough to support the exploration of ISOX as a potential therapeutic, our RNA-sequencing analysis helped us to gain insight into the differences that make ISOX more efficacious than the other HDAC inhibitors. In conjunction with a two-way enrichment study for the regulating transcription factors and pathway analysis, the RNA-sequencing analysis helped establish various important pathways like PTEN signaling, ERK signaling, PI3K/AKT/mTOR signaling, etc., as targets for ISOX^24,25^. Furthermore, a combination of studying the ISOX signature from LINCS and our RNA-seq data paved the path to identifying MYC and related pathways as the direct downstream effectors of ISOX action. MYC and its related signaling pathways, like EGFR and PI3K-AKT-MTOR signaling, have been established to have critical roles in PC. Interestingly, studies have established MYC to be regulated by HDAC-dependent acetylation, suggesting a direct downstream effect of the HDAC family proteins^22,26^. This suggests that the direct effect of ISOX on HDACs leads to the direct regulation of cMyc and its downstream pathways. Interestingly, studies have established a multiple-target approach as having great potential in cancer stem cell therapeutics, paving the way for it in a therapeutic targeting approach in metastatic PC^27^.

In summary, this study successfully establishes ISOX as a new therapeutic for PC. ISOX proved to be highly efficacious in PC cell lines, tumoroids, and mice models. More interestingly, through an HDAC-driven mechanism, ISOX effectively targets multiple pathways known to be important in PC. While years of research have gone into identifying drugs affecting single targets, this approach has not been successful in PC owing to its late diagnosis, high complexity, early metastasis, and dense stroma. We have successfully demonstrated the impact of ISOX on master regulators through our study targeting multiple pathways, including HDAC 6, 3, and 10 and cMyc. Owing to the low dose of ISOX action, low toxicity in normal cell lines, and multiple pathways targeting established, it is a unique and highly potent therapy for PC. This comprehensive pre-clinical assessment has led to the identification of ISOX as a potential therapeutic for PC. Few limitations need to be addressed as we move forward. First, the variable effect of ISOX in various cell lines must be studied for specific mechanism differences. Second, studies are required to understand ISOX better in terms of pharmacokinetics/pharmacodynamics and various toxicity assays. Finally, assessment of ISOX in PC progression mouse models and clinical trials will help us establish its use in the clinics and eventually have direct implications for better patient care. Previously, HDAC inhibitors were shown to synergize with anti-PD-L1 checkpoint inhibitors by influencing tumor immunogenicity in ovarian cancer and melanoma^28,29^. In this context, we can test the efficacy of ISOX in combination with 5FU in KPC mouse or syngeneic xenograft models to observe its effect on increased infiltration of CD4^+^ and CD8^+^T cells and decrease of pro-tumorigenic M2-type macrophages resulting in enhanced efficacy of anti-PD-1 or PD-L1 checkpoint inhibitor thereby converting immunologically cold PC to hot tumors. Specifically, we can test whether HDAC 6 inhibitor modulates the transcript of CD274 or CD279, or CD28 genes encoding PD-L1, PD-1, and CTLA-4, respectively, as described previously^28–31^. We believe that this pipeline and ISOX will prove to be beneficial for PC patients.

## Methods

### Patients datasets

Gene expression omnibus (GEO) datasets were queried for datasets containing PC and normal samples. The first step filter used was the keywords “tissue” and “homo sapiens” which identified over 245 datasets. Further, these datasets were filtered on a multifold criterion-the normal and tumor samples within the same dataset, no pre-treatment, and no inherent bias in sample selection, which helped us identify four datasets GSE32676 (25 tumors, 7 normal), GSE15471 (6 tumors, 16 normal), GSE16515 (36 tumors, 16 normal) and GSE18670 (6 tumors, 6 normal). Further, GEO was queried to identify datasets with PC cell lines (GSE45757), tumor xenografts (GSE46385), and human patient-derived tumoroids (GSE107610)^32–38^.

### In silico analysis

The CEL files (Affymetrix raw data files) from each of the identified datasets were downloaded and processed using the “affy” (46) package from R Bioconductor (version 3.6). The expression was assessed using a robust multi-array average (RMA) from the “affy” package. The array probes were converted to gene names using the hgu133plus2.db library. A linear model was fit (using limma) across individual datasets to identify the most differentially expressed genes in tumors in comparison to normal ones. The genes were then arranged according to log_2_ fold changes, and the top 150 upregulated and downregulated genes were assessed for the CMAP analysis.

### Differentially regulated gene validation in PDAC tissues

The top 150 upregulated and top 150 downregulated genes from individual datasets were queried into the connectivity map tool (https://clue.io/). Negatively connected drugs (connectivity score -30 and higher) were compared across datasets to identify the most common drugs across datasets. Differentially expressed gene signatures from GEO of human PC cell lines, PC patient-derived xenografts, and PC tumoroids were queried for CMAP to evaluate the specificity of PC’s identified drug spectrum of PC. The 9 commonly negatively connected drugs from the previous analysis were then compared to negatively connected drugs in each of these studies, and ISOX was identified as the single common drug and hence was chosen for further analysis.

### Cell lines, cell culture, and reagents

Human pancreatic cell lines (AsPC1, MiaPaCa2, CD18/HPAF, and CFPAC1) were obtained from ATCC and routinely confirmed and authenticated using short tandem repeat (STR) profiling during the experiments. Mouse syngeneic KPC3248 was derived from KPC mouse tumor and validated for Kras^G12D^; Trp53^R172H^; Pdx1- Cre^+^ using PCR genotyping using specific primers detecting hot spot mutations. The cell lines were chosen based on the varied genetic background, differentiation status (AsPC1 and MiaPaCa-2; poorly differentiated, CD18/HPAF; well differentiated), and tumor source (MiaPaCa-2; primary tumor, and CD18/HPAF AsPC1; ascitic fluid). Normal immortalized pancreatic nestin-positive epithelial cells (HPNE) were routinely maintained in our lab^39^ The cells were cultured in 10% FBS-supplemented DMEM or RPMI medium supplemented with glutamine and penicillin as suggested and maintained in a cell culture incubator at 5% CO_2_ and 37 °C. All cell lines were periodically tested for mycoplasma contamination by direct staining of mycoplasma DNA using the DAPI and Hoechst dyes staining method. For drug studies, ISOX (CAY10603) was obtained from Cayman Chemicals (CAS number 1045792-66-2), while tubastatin A (CAS number 1252003-15-8) and riclinostat (ACY1215) were purchased from MedChemExpress.

### Cancer cell viability, combination index, and 3D cell viability assay

The viability of human and mouse PC cells against ISOX was tested using dose and time-dependent conditions as described previously^40,41^. The 3D organoids were treated with the indicated concentration of ISOX and/or 5FU and 3D tumoroid cytotoxicity is determined by CellTiter-Glo® 3D cell Viability assay kit and as per manufactures protocol (Promega, Catalog # G9681). The synergy and additive effects of ISOX and 5FU were determined using a combination index. The obtained values were plotted to determine the combination index using CompuSyn software, as done previously. A combination index <1 indicates synergy between two drugs, whereas values > 1 imply the antagonistic action between two drug modes of action^42–44^.

### Matrigel invasion and scratch assay

ISOX effect on inhibition of migration of PC cells was conducted using Matrigel invasion and scratch wound-healing assays^45,46^.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed in the PC sections obtained from PC patients who underwent Whipple surgery at UNMC and xenograft tissues (Caspase 3 and Ki67, Trichrome staining) and organoid sections (Caspase 3 staining) treated with/without ISOX alone and/or 5FU were processed for immunohistochemistry as described previously^45^ and supplementary materials and methods. Briefly, tissue (5 µM thickness) sections were baked overnight at 56 °C followed by deparaffinization using 3 xylene washes, followed by rehydration using a series of ethanol. Endogenous peroxidases were blocked using 3% H_2_O_2_ for 1 h, followed by antigen retrieval in citrate buffer (pH 6) for 15 min. The slides were then blocked using normal horse serum (Vector Laboratories) and incubated overnight with the various primary antibodies. Universal secondary antibodies (Vector Laboratories) were used for 1 h, and the slides were developed using a DAB substrate kit (Vector Laboratories). Hematoxylin was used for nuclear counterstain. Tissues were dehydrated and mounted using permount. All IHC-processed tissues were scored by a pathologist at UNMC based on the previously published composite score criteria^45^.

### Immunoblot analysis

PC cells were treated with ISOX alone and/or 5FU in dose and time-dependent (24, 42, 72 h) conditions. Similarly, protein lysates from si-HDAC 6 transfected cells were also processed. Harvested cells were prepared as protein lysate using RIPA buffer, followed by removing the cell debris by centrifuging at 13,000 rpm at 4 °C. Protein concentrations were measured DC Bio-Rad protein assay kit. Equal concentrations of protein were loaded for the untreated and treated samples^40^. The primary antibodies used for the western blot are detailed in Supplementary Table 9. All the western blots along with molecular marker/size have been provided as uncropped scanned full images in the supplementary files (Supplementary Figs. 19–30).

### Apoptosis assay, cell cycle analysis, and colony formation assay

Flow cytometry-based apoptosis and cell cycle analysis are performed as described previously^45^. Briefly, human (MiaPaCa2, CD18/HPAF) and mouse (KPC3248) PC cells were treated with ISOX alone, 5FU alone, or ISOX plus 5FU combination for 48 h. Further, cells were harvested and processed to detect apoptosis using annexin V (30 min) and propidium iodide staining^47^. The number of PC cells (MiaPaCa2, CD18/HPAF, AsPC-1, CFPAC1) arrested in each cell cycle phase upon ISOX and /or 5FU treatment (after 48 h) was analyzed by flow cytometry-based analysis, as described previously^45^. For colony formation assay, human (MiaPaCa2, CD18/HPAF) and mouse (KPC3248) PC cells were seeded at 250 cells/well in 6 well plates. After 24 h of incubation, ISOX (IC_50_) and 5FU (IC_25_) were added to the PC cells and further incubated for 48 h. After 10–14 days of treatment, the colonies were fixed using methanol, stained with 0.5% crystal violet in methanol, and incubated in the shaker at room temperature for 4 h, followed by rinsing in tap water to remove crystal violet. The number of colonies with each treatment was counted (a colony of 50 cells was considered a colony), and values were plotted using GraphPad Prism software.

### Proteome profiler analysis and TUNEL assay

A human proteome profiler array was purchased (USA R&D Systems Inc., Catalogue # ARY009, Minneapolis, MS, USA) to detect specific molecules involved in inducing the apoptosis effect by ISOX in PC cells. Briefly, PC whole cell lysates were harvested from ISOX-treated and untreated cells. The lysates were incubated on the array of nitrocellulose membranes coated with multiple apoptosis-related antibodies. The analytes in the lysates were detected with streptavidin-HRP conjugated solution followed by visualization using ECL-chemiluminescent reagent. The spotted array intensity was developed by exposing the membrane to X-ray film. TUNEL assay in xenograft tissues and organoids was conducted according to the manual of the in situ Apoptosis detection kit (Abcam, ab206386).

### Transfection, confocal microscopy, and cell proliferation/growth assay

Human siRNA specific for HDAC 6 and control siRNA were purchased from ThermoFisher Scientific (Catalogue # AM51333). MiaPaCa-2 cells were seeded in 6 well plates (5 × 10^5^ seeding density) and transfected with Lipofectamine^TM^ 2000 reagent along with control and HDAC 6-specific siRNA. After 72 h of siRNA treatment, siRNA efficiency and its effect on acetylated MYC were detected by immunoblotting analysis^45,48,49^. Further, the HDAC 6 knockdown effect was validated using confocal microscopy (2.5 × 10^4^ seeding density) using the above-mentioned specific conditions^48^. Further, to functionally validate the impact of HDAC 6 gene disruption, siRNA for HDAC 6 and scramble were transfected in PC cells (MiaPaCa2 and CD18/HPAF) and monitored for growth inhibition from Day 0 to Day 4 (72 h after transfection) using Incucyte Live cell imaging system.

### Side population analysis by autofluorescence and Hoechst dye assays

PC cells (MiaPaCa-2 and CD18/HPAF) were treated with varied concentrations of ISOX. After 48 h, cells were harvested and incubated with Riboflavin (30 mM, Sigma-Aldrich, St. Louis, MO) and DAPI and analyzed for fluorescence excited (AF^+^) cells as side population cells or cancer stem cells using FACS analysis. Similarly, PC cells treated with ISOX were incubated with Hoechst Dye and analyzed for side population using FACS LSR II Green Calibur system (BD Biosciences)^49^.

### Tumorsphere assay

The spheroid formation ability of CD18/HPAF and MiaPaCa 2 cells were evaluated in the presence/absence of ISOX: The cells were suspended in stem cell-specific media and seeded in ultra-low attachment 96-well microplates at 5000 cells per well. After 24 h, the cells were treated with ISOX at 100 nM, 500 nM, and 1 μM doses and further incubated for 5–6 days. The spheroid growth kinetics were monitored in real-time on Incucyte live cell analysis and imaging system, SX3. The images were captured every 4 h for 5–6 days, and each condition was run in sextuples. The images were analyzed using essence software, and the data was generated using virtual masks to surround spheroids. The spheroid growth was calculated and plotted as total area(μm2/image).

### Orthotopic mice model

All animal experiments were approved by the UNMC Institutional Animal Care and Use Committee. Luciferase labeled CD18/HPAF (viability >95%) were orthotopically implanted into the pancreas of athymic nude mice (male and female (1:1)) at 2.5 × 10^5^ cells in 50 µL tissue culture grade PBS. Orthotopic surgery is a potentially painful procedure; hence, we used xylazine (5–16 mg/kg body weight of mouse) and ketamine (100–200 mg/kg body weight of mouse) as anesthesia through intraperitoneal (i.p.) injection mode of administration. We administered buprenorphine extended-release (ER) via subcutaneous injection as an analgesic to overcome postoperative pain in mouse. All the mice were killed as per UNMC IACUC guidelines at the given experimental endpoint using carbon dioxide (CO_2_) inhalation. The mice were then imaged using the small imaging IVIS system (i.p, injection of D-Luciferin) to monitor tumor formation. At the end of 2 weeks following implantation and confirmation of tumor formation, the mice were randomly distributed into four groups- control (PBS), ISOX (50 mg/kg), 5FU (50 mg/kg), and combination (ISOX and 5FU together). The treatment was carried out for 15 days (3 cycles of 5 days continuous followed by 2 days break) with imaging at day 0 (baseline), week s 2 and 3 or days 10 and day 15 of treatment scedule. Half of the mice from every group were sacrificed, and the other half followed for survival. The tumor weight was then assessed for each mouse and compared using a Mann-Whitney U test across groups. For the survival analysis, the day of death was measured either as a natural death or the veterinarian suggested euthanasia. Survival across groups was compared using a log-rank test. The experiment was repeated twice. Once the experiment reached the endpoint, we sacrificed mice, tumors, and other vital organs excised and collected in buffered formalin and liquid nitrogen for further protein and RNA analysis.

### Mouse and human tumoroids treatment

Both KPC mouse and human patient-derived tumoroids were grown and maintained in tumoroid-specific reagents, as discussed in previous lab publications^45,48^. Human PDAC-patient-derived tumoroids were developed from fresh de-identified pancreatic tumors obtained during surgery and procured through the UNMC research tissue bank facility under approved protocol (IRB 440-16-EP UNMC) from the Institutional Review Board (IRB) of the University of Nebraska Medical Center. We have conducted and processed fresh PDAC tissues for human PDAC-tumor organoid generation in compliance with all relevant ethical regulations of UNMC-IRB and the Declaration of Helsinki. The UNMC tissue bank obtains written informed consent from all the human participants as part of the registry/consent process. Briefly, murine and human PDAC tumoroids were treated with ISOX alone or in combination with 5FU for 5 days and processed for H&E, Caspase3, and TUNEL staining^45,48,49^.

### Next-generation sequencing, bioinformatics analysis, and qPCR analysis

RNA from treated (1 µM ISOX, 48 h) and untreated CD18/HPAF were assessed using Illumina TrueSeq (mid-output 75 paired-end) RNA sequencing (RNA seq). The differentially expressed genes from cuffdiff were subjected to a pathway assessment using ingenuity pathway analysis (IPA v01-12) and gene set enrichment analysis (GSEA). Furthermore, the RNA-seq data was used for a transcription factor analysis using the online tool TFacts (http://www.tfacts.org/) and a more detailed analysis using the ENCODE transcription factor tool within the web tool iLINCS (http://www.ilincs.org/ilincs/). We also analyzed the CTRS (v2020) dataset using iLINCS to develop a consensus “CT signature” for ISOX (CAY10603) and related drugs, specifically in the pancreas cancer setting, and further compared it to the genes downregulated by ISOX treatment (1 μM) in our RNA-seq data obtained from CD18/HPAF and MiaPaCa2 PC cells to identify commonly affected genes in all the settings. Further, the common genes identified through CT signature, transcriptomic analysis of CD18/HPAF and MiaPaCa2 PC cells were validated for their expression through qPCR upon ISOX treatment in human and mouse PC cells. The primers used in the study are listed as Supplementary Table 10.

### TCF/LEF luciferase reporter assay

The Wnt/β-catenin signaling activity was measured by using a TCF/LEF reporter kit (BPS Biosciences, San Diego, CA). Both human (MiaPaCa2) and mouse syngeneic (KPC3248) PC cells were seeded at 10,000 cells per well in a 96-well clear bottom plate. The next day, the cells were transfected with TCF/LEF luciferase reporter vector followed by the addition of ISOX (500 nM), scrambled, and HDAC 6-si-RNA (20 nM). After 24 h, the cells were lysed and analyzed for luciferase activity using a Dual-luciferase reporter assay kit (Promega). The manufacturer supplied constitutively expressing the Renilla luciferase vector, which was used as a negative control.

### Statistical analysis

All statistical analyses were conducted using SAS software version 9.4 was used for analysis (SAS Institute Inc., Cary, NC). For IHC analysis, statistics are provided for the multiplication of staining intensity and percentage, resulting in a composite score. A linear mixed model was used to compare composite scores between types. A square root transformation was applied before analysis to meet model assumptions. A random effect was included for each subject to account for correlation within the subject. Multiple comparison adjustment was made for pairwise comparisons using the method of Westfall (1997)^19^. For the in vivo model, the Kruskal-Wallis test was used to compare tumor weight between the treatment groups, the Wilcoxon rank sum test for pairwise comparisons, using Hochberg’s method to control the familywise error rate under independence. The Kaplan-Meier method was used to estimate overall survival distributions, and log-rank was used to compare between groups, with pairwise comparisons adjustment using Tukey’s method. Fisher’s exact test was used to compare the incidence of metastases at various organ sites. The number of metastases was compared between groups with the Kruskal-Wallis test. As published previously, Student’s t-test was used for all in vitro assays^45^. Cell growth analysis upon HDAC 6 SiRNA and scramble vector treatment in PC cells were calculated using the Incucyte live cell imaging values. 2-way ANOVA was used with Sidak multiple Comparisons test with a single-fold variance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

Supplementary information

## Data Availability

All transcriptomic data associated with this research paper are available from the corresponding author upon reasonable request. RNA sequencing data sets are deposited at the GEO repository under the accession number GSE240597. We used ”R” programming for data analysis and data visualization.

# Supplementary material for: Connectivity mapping-based identification of pharmacological inhibitor targeting HDAC6 in aggressive pancreatic ductal adenocarcinoma
**Source:** NPJ Precis Oncol. 2024 Mar 7;8:66. doi: 10.1038/s41698-024-00562-5

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Not applicable

Data analysis GEO accession number is provided under data availability statement.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

GEO repository under the accession number GSE240597

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Not applicable

Reporting on race, ethnicity, or other socially relevant groupings

Not applicable

Population characteristics

Not applicable

Recruitment

Not applicable

Ethics oversight

Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Included in the manuscript text and provided as dot plot in each graph

Data exclusions

Not applicable

Replication

Each experiment is performed in multiple cell lines and multiple (Human and mouse) species

Randomization

In vivo studies were randomized

Blinding

All data were analyzed blinded by statistician

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Not applicable

Research sample

Not applicable

Sampling strategy

Not applicable

Data collection

Not applicable

Timing

Not applicable

Data exclusions

Not applicable

Non-participation

Not applicable

Randomization

Not applicable

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	Not applicable
Research sample	Not applicable
Sampling strategy	Not applicable
Data collection	Not applicable
Timing and spatial scale	Not applicable
Data exclusions	Not applicable
Reproducibility	Not applicable
Randomization	Not applicable
Blinding	Not applicable

Did the study involve field work? ☐ Yes ☐ No

Field work, collection and transport

Field conditions	Not applicable
Location	Not applicable
Access & import/export	Not applicable
Disturbance	Not applicable

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☐ ChIP-seq
☐	☒ Flow cytometry
☐	☐ MRI-based neuroimaging

Antibodies

Antibodies used	All antibodies used in the study are listed in supplementary table S9
Validation	All antibodies were validated by the manufacturer and by us using western blot analysis.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Source and identifier for each cell line is discussed in materials and methods
Authentication	Cell line srae regularly authenticated by STR profiling
Mycoplasma contamination	All cell lines are routinely checked for mycoplasma contamination by DAPI and Hoechst staining.
Commonly misidentified lines<br>(See ICLAC register)	None

Palaeontology and Archaeology

Specimen provenance	Not applicable
Specimen deposition	Not applicable
Dating methods	Not applicable
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Details of mouse (animals) have been discussed in materials and methods
Wild animals	Not applicable
Reporting on sex	We used both male and female animals and discussed in materials and methods
Field-collected samples	Not applicable
Ethics oversight	The animals used in the study were approved by IACUC commmtee of UNMC

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	Not applicable
Study protocol	Not applicable
Data collection	Not applicable
Outcomes	Not applicable

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	Not applicable
Novel plant genotypes	Not applicable
Authentication	Not applicable

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	None
Files in database submission	None
Genome browser session<br>(e.g. UCSC)	None

Methodology

Replicates	Not applicable
Sequencing depth	Not applicable
Antibodies	Not applicable
Peak calling parameters	Not applicable
Data quality	Not applicable

Software

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Discussed in materials and methods

Instrument

BD FACS calibur

Software

FlowJo

Cell population abundance

We used cell lines with 100% pure population

Gating strategy

We did gating on FSC and SSC to select appropriate cells and then we gated for PI negative cells for selecting live population

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Not applicable

Design type

Design specifications

Behavioral performance measures

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI

☐ Used☒ Not used

Preprocessing

Preprocessing software

Not applicable

Normalization

Normalization template

Noise and artifact removal

Volume censoring

Statistical modeling & inference

Model type and settings

All the stsistical analysis is conducted by biostsistician and details provided in materials and methods

Effect(s) tested

Described in materials and methods

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☒ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

All data were presented as graph and described in materials and methods

Multivariate modeling and predictive analysis

Described in materials and methods

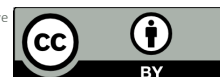

**Supplement:** Supplementary file 1 — Reporting Summary

# Supplementary material for: Connectivity mapping-based identification of pharmacological inhibitor targeting HDAC6 in aggressive pancreatic ductal adenocarcinoma
**Source:** NPJ Precis Oncol. 2024 Mar 7;8:66. doi: 10.1038/s41698-024-00562-5

Supplementary Information file for

Connectivity mapping-based identification of pharmacological inhibitor targeting HDAC6 in aggressive pancreatic ductal adenocarcinoma

Supplementary Table 1 Summary statistics for HDAC6 expression in human pancreatic cancer tissues.

**Label**	**Type**	**N**	**Mean**	**SD**	**Median**	**Minimum**	**Maximum**
Composite score	NAT	11	3.64	3.03	5	0	10
	PANIN1	7	7.86	6.36	5	0	20
	PANIN3	5	19	7.42	20	10	30
	Well	3	10	10	10	0	20
	Moderate	20	24.13	23.17	15	0	70
Intensity	Poor	3	31.67	30.14	35	0	60
	NAT	11	0.36	0.23	0.5	0	0.5
	PANIN1	7	0.5	0.29	0.5	0	1
	PANIN3	5	0.8	0.27	1	0.5	1
	Well	3	0.5	0.5	0.5	0	1
percent staining	Moderate	20	0.68	0.29	0.5	0	1
	Poor	3	0.5	0.5	0.5	0	1
	NAT	11	7.27	6.07	10	0	20
	PANIN1	7	14.29	12.72	10	0	40
	PANIN3	5	24	5.48	20	20	30
	Well	3	13.33	11.55	20	0	20
	Moderate	20	29.25	22.55	30	0	70
	Poor	3	43.33	37.86	60	0	70

Supplementary Table 2. HDAC6 composite score comparison between groups by Pairwise comparisons

**Type 1**	**Type 2**	**Unadjusted<br>p-value**	**Adjusted<br>p-value**
Moderate	NAT	0.0024	0.0113
Moderate	PaniN3	0.9708	0.9708
Moderate	Panin1	0.0764	0.2075
NAT	PaniN3	0.0182	0.0642
NAT	Panin1	0.2331	0.4045
PaniN3	Panin1	0.1588	0.3402

Supplementary Table 3

Supplementary Table 3A. Summary of statistical analysis by group

Groups	N	Mean	Std Dev	Median	Minimum	Maximum
NAT	11	3.64	3.03	5.00	0.00	10.00
PANIN1	7	7.86	6.36	5.00	0.00	20.00
PANIN3	5	19.00	7.42	20.00	10.00	30.00
PDAC	26	23.37	22.78	15.00	0.00	70.00

Supplementary Table 3B. HDAC6 composite score comparison between groups by pairwise comparisons.

Type 1	Type 2	Unadjusted p-value	Adjusted p-value
NAT	PANIN1	0.3809	0.6095
NAT	PANIN3	0.0285	0.0972
NAT	PDAC	0.0039	0.0181
PANIN1	PANIN3	0.1618	0.3414
PANIN1	PDAC	0.0902	0.2376
PANIN3	PDAC	0.8536	0.8536

Supplementary Table 4. HDAC6 composite score comparison between well, moderate, and poor differentiation types of PDAC by pairwise comparisons

**Type 1**	**Type 2**	**Unadjusted<br>p-value**	**Adjusted<br>p-value**
Moderate	Poor	0.8893	0.8893
Moderate	Well	0.4854	0.6657
Poor	Well	0.524	0.6657

Supplementary Table 5

Supplementary Table 5A. Tumor weight comparison between groups

	**Group**	**N**	**Mean**	**Std Dev**	**Median**	**Minimum**	**Maximum**	**p-value**
Tumor weight	5FU	5	0.83	0.09	0.79	0.77	0.99	0.0012
	Control	5	1.42	0.53	1.23	0.84	1.99	
	ISOX	5	0.37	0.22	0.44	0.02	0.59	
	ISOX+5FU	5	0.47	0.11	0.45	0.35	0.62	

Supplementary Table 5B. Tumor weight comparison between groups – Pairwise comparisons

**Effect**	**Group**	**_Group**	**Raw p-value**	**Adjustment**	**Adjusted p-value**
Group	5FU	Control	0.0212	Hochberg	0.042
Group	5FU	ISOX	0.0119	Hochberg	0.037
Group	5FU	ISOX+5FU	0.0119	Hochberg	0.037
Group	Control	ISOX	0.0122	Hochberg	0.037
Group	Control	ISOX+5FU	0.0122	Hochberg	0.037
Group	ISOX	ISOX+5FU	0.5309	Hochberg	0.53

Supplementary Table 6

Supplementary Table 6A. Overall survival distributions among treatment groups

**Test of Equality over Strata**			
**Test**	**Chi-Square**	**DF**	**Pr ><br>Chi-Square**
Log-Rank	15.6051	3	0.0014

Supplementary Table 6B. Pairwise comparison for survival among treatment groups

**Adjustment for Multiple Comparisons for the<br>Logrank Test**				
**Strata Comparison**		**Chi-Square**	**p-Values**	
**group**	**group**		**Raw**	**Tukey-Kramer**
5FU	Comb	6.1086	0.0135	0.0644
5FU	Control	1.3450	0.2462	0.6523
5FU	ISOX	0.0904	0.7636	0.9906
Comb	Control	14.0584	0.0002	0.0010
Comb	ISOX	2.9603	0.0853	0.3129
Control	ISOX	1.5813	0.2086	0.5901

Supplementary Table 6C. Comparison for median of survival among treatment groups

**Analysis Variable: Days**				
**Group**	**N**	**Median**	**Minimum**	**Maximum**
5FU	3	49	47	71
Comb	4	83	71	92
Control	4	47	44	54
ISOX	5	61	54	71

Supplementary Table 7 Total number of metastases between groups.

**Variable**	**Group**	**N**	**Mean**	**Std Dev**	**Median**	**Minimum**	**Maximum**	**p-value**
Total number of Metastases (Mets.).	5FU	4	3	2.9	3	0	6	0.13
	Combo	5	0	0	0	0	0	
	Control	5	2.8	3.1	2	0	7	
	ISOX	5	1.6	1.8	1	0	4	
Peritoneum Mets.	5FU	4	1	0.8	1	0	2	0.14
	Combo	5	0	0	0	0	0	
	Control	5	0.8	0.8	1	0	2	
	ISOX	5	0.8	0.8	1	0	2	
Mesentric lymphnode_Mets.	5FU	4	0.5	0.6	0.5	0	1	0.064
	Combo	5	0	0	0	0	0	
	Control	5	0.8	0.8	1	0	2	
	ISOX	5	0	0	0	0	0	
Intestinal_Mets.	5FU	4	0.5	0.6	0.5	0	1	0.38
	Combo	5	0	0	0	0	0	
	Control	5	0.4	0.5	0	0	1	
	ISOX	5	0.4	0.5	0	0	1	
Kidney_Mets.	5FU	4	0.5	0.6	0.5	0	1	0.14
	Combo	5	0	0	0	0	0	
	Control	5	0.4	0.5	0	0	1	
	ISOX	5	0	0	0	0	0	
Genital organ Mets.	5FU	4	0.5	0.6	0.5	0	1	0.38
	Combo	5	0	0	0	0	0	
	Control	5	0.4	0.5	0	0	1	
	ISOX	5	0.4	0.5	0	0	1	

Supplementary Table 8. Comparison of incidence of metastases at various sites

Metastasis incidence to specific site	Frequency Col Pct	Groups				P-value
		5FU (n=4)	Comb (n=5)	Control (n=5)	ISOX (n=5)	
Peritoneum	No	1<br>25.00	5<br>100.00	2<br>40.00	2<br>40.00	0.1015
	Yes	3<br>75.00	0<br>0.00	3<br>60.00	3<br>60.00	
Mesenteric lymph node	No	2<br>50.00	5<br>100.00	2<br>40.00	5<br>100.00	0.0454
	Yes	2<br>50.00	0<br>0.00	3<br>60.00	0<br>0.00	
Intestine	No	2<br>50.00	5<br>100.00	3<br>60.00	3<br>60.00	0.4656
	Yes	2<br>50.00	0<br>0.00	2<br>40.00	2<br>40.00	
kidney	No	2<br>50.00	5<br>100.00	3<br>60.00	5<br>100.00	0.1744
	Yes	2<br>50.00	0<br>0.00	2<br>40.00	0<br>0.00	
Genital organ	No	2<br>50.00	5<br>100.00	3<br>60.00	3<br>60.00	0.4656
	Yes	2<br>50.00	0<br>0.00	2<br>40.00	2<br>40.00	

*If a mouse had at least 1 metastasis at a particular site, it was indicated as a yes.

Supplementary Table 9

List of antibodies used in western blot, immunohistochemistry, and confocal microscopy.

	Antibody	Company name, Clone # and/or catalog#	Dilution	Analysis performed
HDAC6	Mouse monoclonal anti-HDAC6	Santa Cruz Biotechnology, D-11, sc-28386	1:1000	IB
Cl. Cas3	Rabbit polyclonal anti-Cleaved Caspase 3	Cell Signaling Technology, D175, 9661S	1:1000	IB
Cl. Cas7	Rabbit polyclonal anti-Cleaved Caspase 7	Cell Signaling Technology, D198, 9491S	1:1000	IB
Cl. PARP	Rabbit monoclonal anti-Cleaved PARP (Asp214)	Cell Signaling Technology, D64E10,5625S	1:1000	IB
cMyc	Rabbit monoclonal anti-cMyc/N-Myc	Cell Signaling Technology, D3N8F, 13987	1:1000	IB, IHC, and ICC
Phospho-cMyc (T58)	Rabbit monoclonal anti-Phospho-cMyc (Thr58)	Cell Signaling Technology, E4Z2K, 46650	1:1000	IB
Ac-cMyc (Lys323)	Rabbit polyclonal anti-acetyl-c-Myc (Lys323)	Sigma-Aldrich, Cat. # ABE26	1:1000	IB/ICC
Acetyl-Histone H3	Rabbit polyclonal anti-acetyl-Histone H3 (Lys9/Lys14)	Cell Signaling Technology, #9677	1:1000	IB
Cyclin D1	Rabbit polyclonal anti-Cyclin D1	Cell Signaling Technology, #2922	1:1000	IB
Cyclin E	Mouse monoclonal anti-Cyclin E	Santa Cruz Biotechnology, E-4, SC377100	1:1000	IB
p21	Rabbit monoclonal anti-p21 (Waf1/Cip1)	Cell Signaling Technology, 12D1, 2947S	1:1000	IB
p62	Rabbit polyclonal anti-p62/SQSTM1	Cell Signaling Technology, #5114	1:1000	IB
p53	Mouse monoclonal anti-p53	Santa Cruz Biotechnology, SC-126, DO1	1:1000	IB
CDK4	Rabbit monoclonal anti-CDK4	Cell Signaling Technology, #12790, D9G3E	1:1000	IB
CDK6	Rabbit monoclonal anti-CDK6	Cell Signaling Technology, #13331, D4S8S	1:1000	IB
CDK2	Rabbit monoclonal anti-CDK4	Cell Signaling Technology, #2546, 78B2	1:1000	IB
β -Catenin	Rabbit monoclonal anti- β -Catenin	Cell Signaling Technology, D10A8, 8480S	1:1000	IB
Oct3/4	Mouse monoclonal anti-Oct3/4	Santa Cruz Biotechnology, C-10, SC-5279	1:1000	IB
PD2	Rabbit polyclonal anti-PD2	Bethyl Laboratories, A300-172A	1:5000	IB
MDR1	Rabbit monoclonal anti-MDR1	Cell Signaling Technology, E1Y7B, 13342	1:1000	IB
CD44	Mouse monoclonal anti-CD44	Cell Signaling Technology, 8E2, 5640	1:1000	IB
CD133	Rabbit polyclonal Anti-CD133	Abcam, ab19898	1:1000	IB
ALDH1A1	Rabbit polyclonal Anti-ALDH1A1	Cell Signaling Technology, #54135, D9Q8E	1:1000	IB
mTOR	Rabbit monoclonal anti-mTOR	Cell signaling Technology (7C10), Ab#2983	1:1000	IB
Phospho-mTOR	Mouse monoclonal anti-Phospho-mTOR (Ser 2448)	Cell Signaling Technology, #2971	1:1000	IB
Phospho-p38	Rabbit monoclonal anti-phospho p38	Cell signaling Technology (D3F9), #4511	1:1000	IB
β -actin	Mouse monoclonal anti- β -actin	Sigma-Aldrich, A1978, AC-15.	1:500	IB

Supplementary Table. 10

Human and mouse primers used in this study for qPCR analysis.

S.No	Gene	Forward primer	Reverse primer	Species
1	AGR2	AGCAGTTTGTCTCCTCAATC	TCTTCCAGTGATATCGGCTCTA	Human
2	RARRES1	CGCATTCACTTGGTCTGGTA	CTTCTGGTGTCTGTAGCTCTTG	Human
3	CTSH	CACACCATCCCTTCCCTTATC	CTTGTTCTACAGACATCCCAGAG	Human
4	LY6D	CCAGCAACTGCAAGCATTG	CACAGTCCTTCTTCACCAGATT	Human
5	CXCL5	GGACGGTGGAAACAAGGAA	GGAATCCAGGAAGAAAGCTAACTA	Human
6	SLC6A8	TGCGTGAGTACGGAGAGTAT	GTGGTAAGGAGAGGATGGTTTG	Human
7	ANXA9	GGAAGTCCCTCTACTCTTCTCT	GTTTCAGCCAAACACGGAAATC	Human
8	CD82	CTTGCCCATCCTGACTGAAA	AGTTGCTAAGAGAACCCTGATG	Human
9	GATA2	GACGACAACCACCACCTTAT	AGTCTGGATCCCTTCCTTCT	Human
10	HDAC6	GGAGGGTCCTTATCGTAGATTG	GTAGCGGTGGATGGAGAAATAG	Human
11	Agr2	GCTCATCTGGACTCAGACATAC	CATAGACCAGGTTGAGGAGAAC	Mouse
12	Rarres1	CTGCCGTATTCACTTGGTCT	CCATAGCTGATGCTTCCATAGT	Mouse
13	Ctsh	TGGACCTAGAATCGTCTCTCTT	CCAGGGAGGTATTTACTGTGTG	Mouse
14	Ly6d	TTATGGCTCTCTGCCTGTAATG	TGCCTCCATCATGGCTAAAG	Mouse
15	Cxcl5	TGAACTCCCTGCTTTGATGAG	CCGATAGTGTGACAGATAGGAAAG	Mouse
16	Slc6a8	TTCCTTCACATCCTCACCTTTC	GGAGACCATACAGAACATCCATAC	Mouse
17	Anxa9	TGAGGATGTAGCCTTGGAATC	CCACCTGGAAGTCATGCTTAT	Mouse
18	Cd82	GTCTCCACCCTGAAGTCATATTG	GAAGAATTGCCTACCCTGTCTC	Mouse
19	Gata2	GGAGAAAGGAGTAGGCAAGAAG	CCCAAGAACACAAATAGCACAC	Mouse
20	Hdac6	CCCAATCTAGCGGAGGTAAAG	CACTCTTGTCTCAGGGTTCAG	Mouse

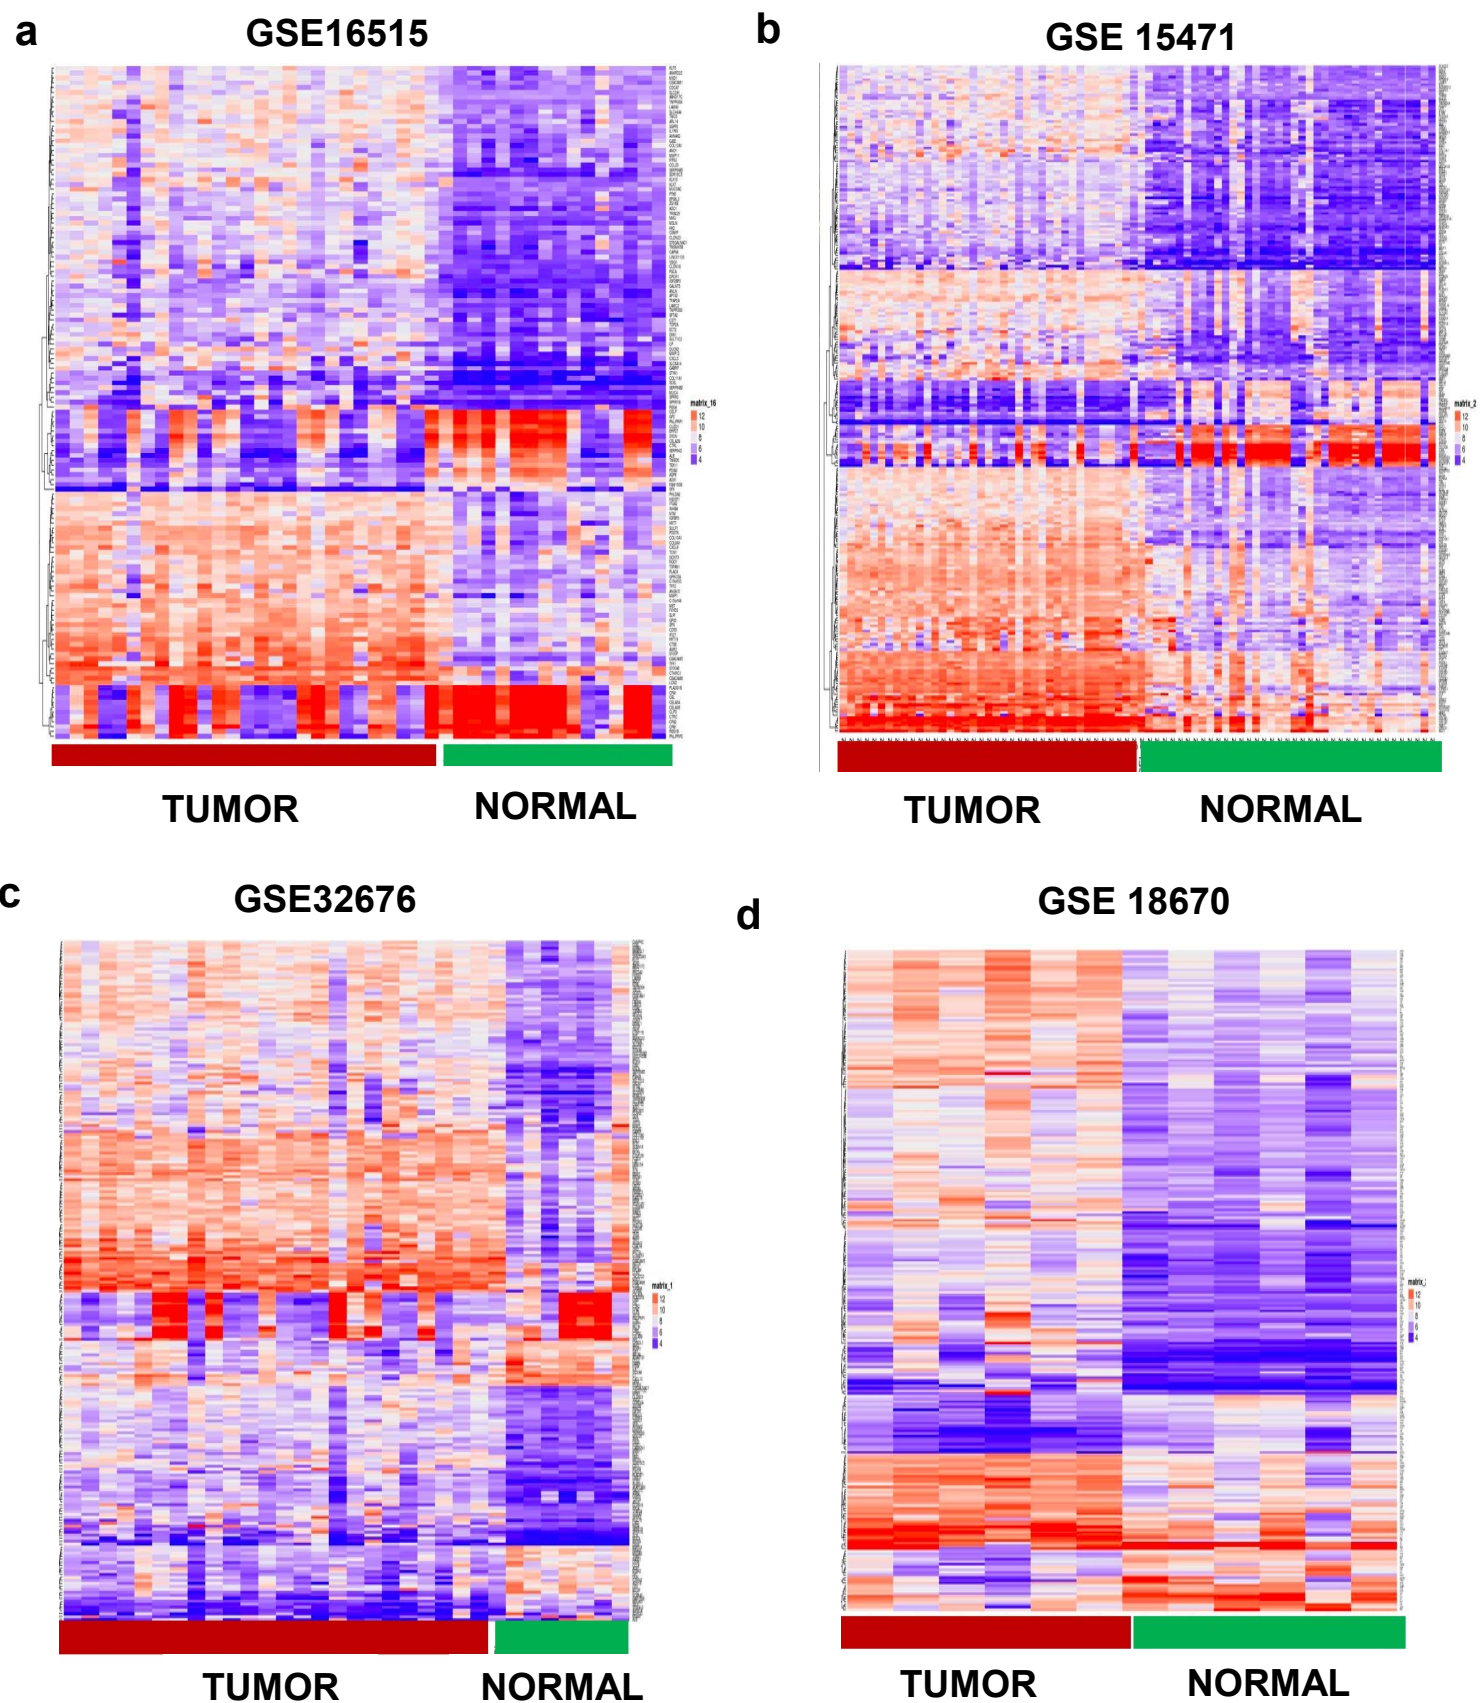

Supplementary Figure 1: *In silico*-based identification of USFDA drugs strongly associated with pancreatic cancer differential gene signatures. Heatmap showing the top 150 up-regulated and down-regulated genes that are differentially expressed in GSEs 16515 (Normal = 16 and Tumor = 36) (A), 15471 (Normal = 16 and Tumor = 6) (B), 32676 (Normal = 7 and Tumor = 25) (C), and 18670 (Normal = 6 and Tumor = 6) (D). The differentially expressed gene signatures were matched with the drug profile in the connectivity map to identify negatively connected drugs for each dataset separately.

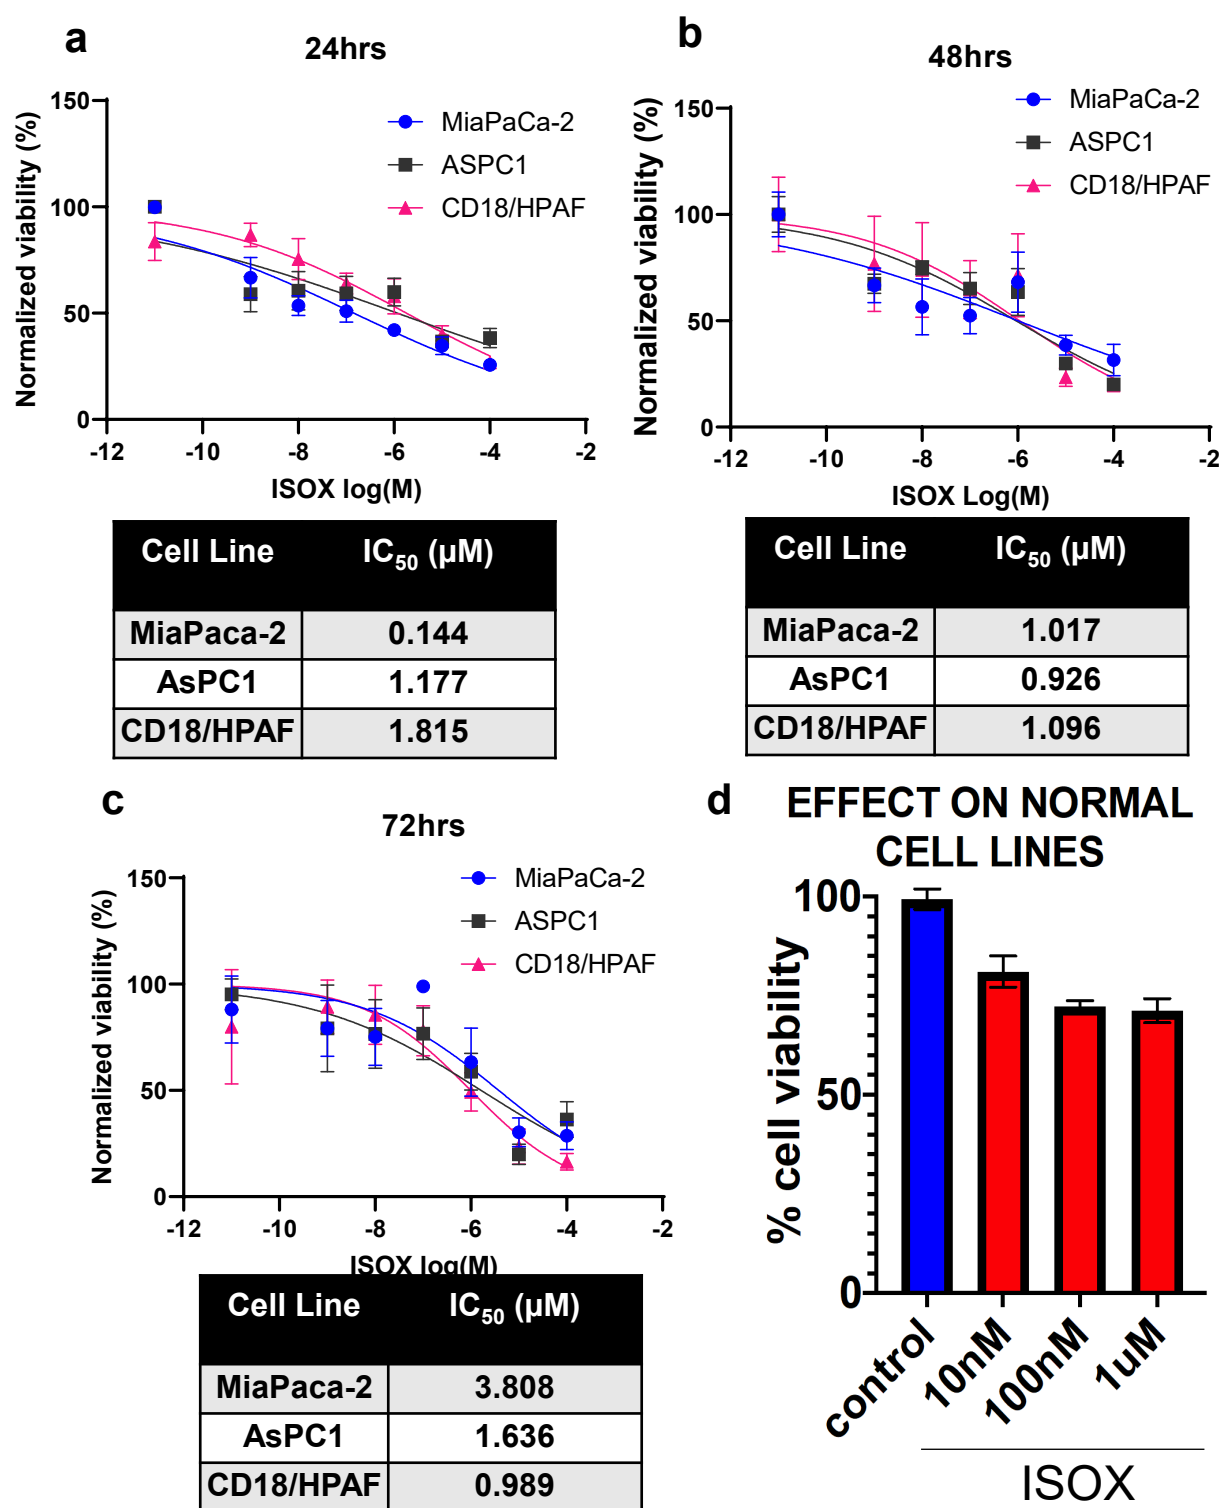

Supplementary Figure 2: Evaluation of ISOX therapeutic efficacy in pancreatic cancer and normal immortalized pancreatic cell lines. The effect of CMAP identified ISOX was evaluated for its sensitivity in MiaPaCa2, CD18/HPAF, and AsPC1 PC cell lines. All three PC cell lines were treated with 1nM to 100 uM concentrations (N=5) of ISOX for 24 (**A**), 48 (**B**) and 72 (**C**) hrs. (**D**) Normal immortalized pancreatic nestin-positive epithelial cells (HPNE) was treated with ISOX in a dose-dependent manner. Both PC and normal immortalized cells' response and viability against ISOX was determined using the MTT assay. Dose - response curves were generated using GraphPad Prism. All error bars (**A-D**) are represented as mean± standard deviation (SD).

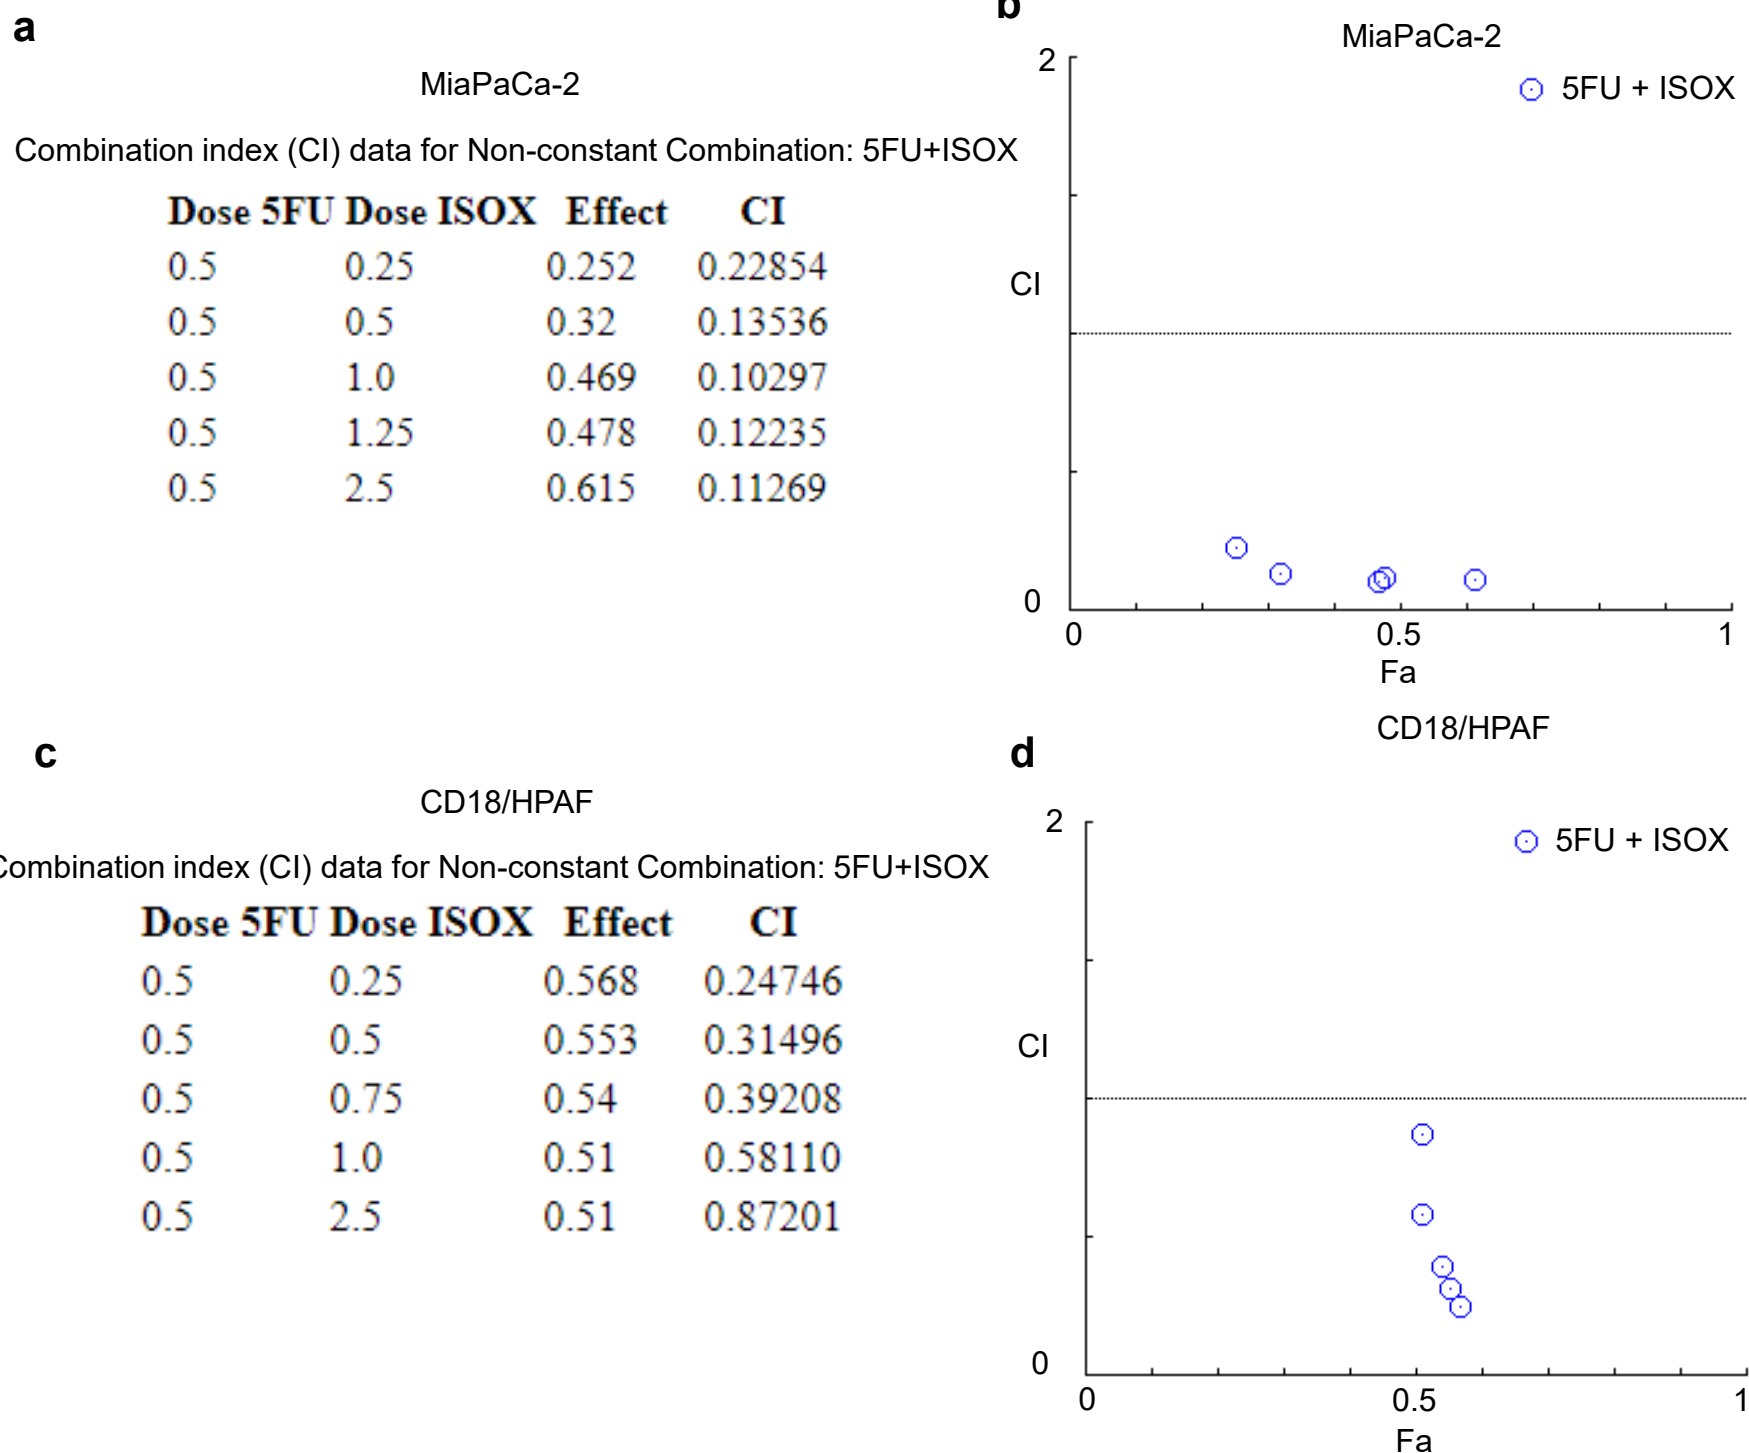

Supplementary Figure 3: ISOX exhibits a synergistic effect with 5FU in PC cells. The synergistic/additive effect of ISOX and 5FU was assessed with three different concentrations of ISOX and 5FU. The lowest concentration of 5FU (0.5 μ M) was evaluated against various concentrations of ISOX (0.25-2.5 μ M) in MiaPaCa2 and CD18/PAF PC cells. Values were plotted as the table for MiaPaCa2 (**A**) and CD18/HPAF (**C**), and a combination index plot (CompuSyn software) was obtained by providing input values from the MTT assay upon the drug treatment in the (**B**) MiaPaCa2 and (**D**) CD18/HPAF PC cells.

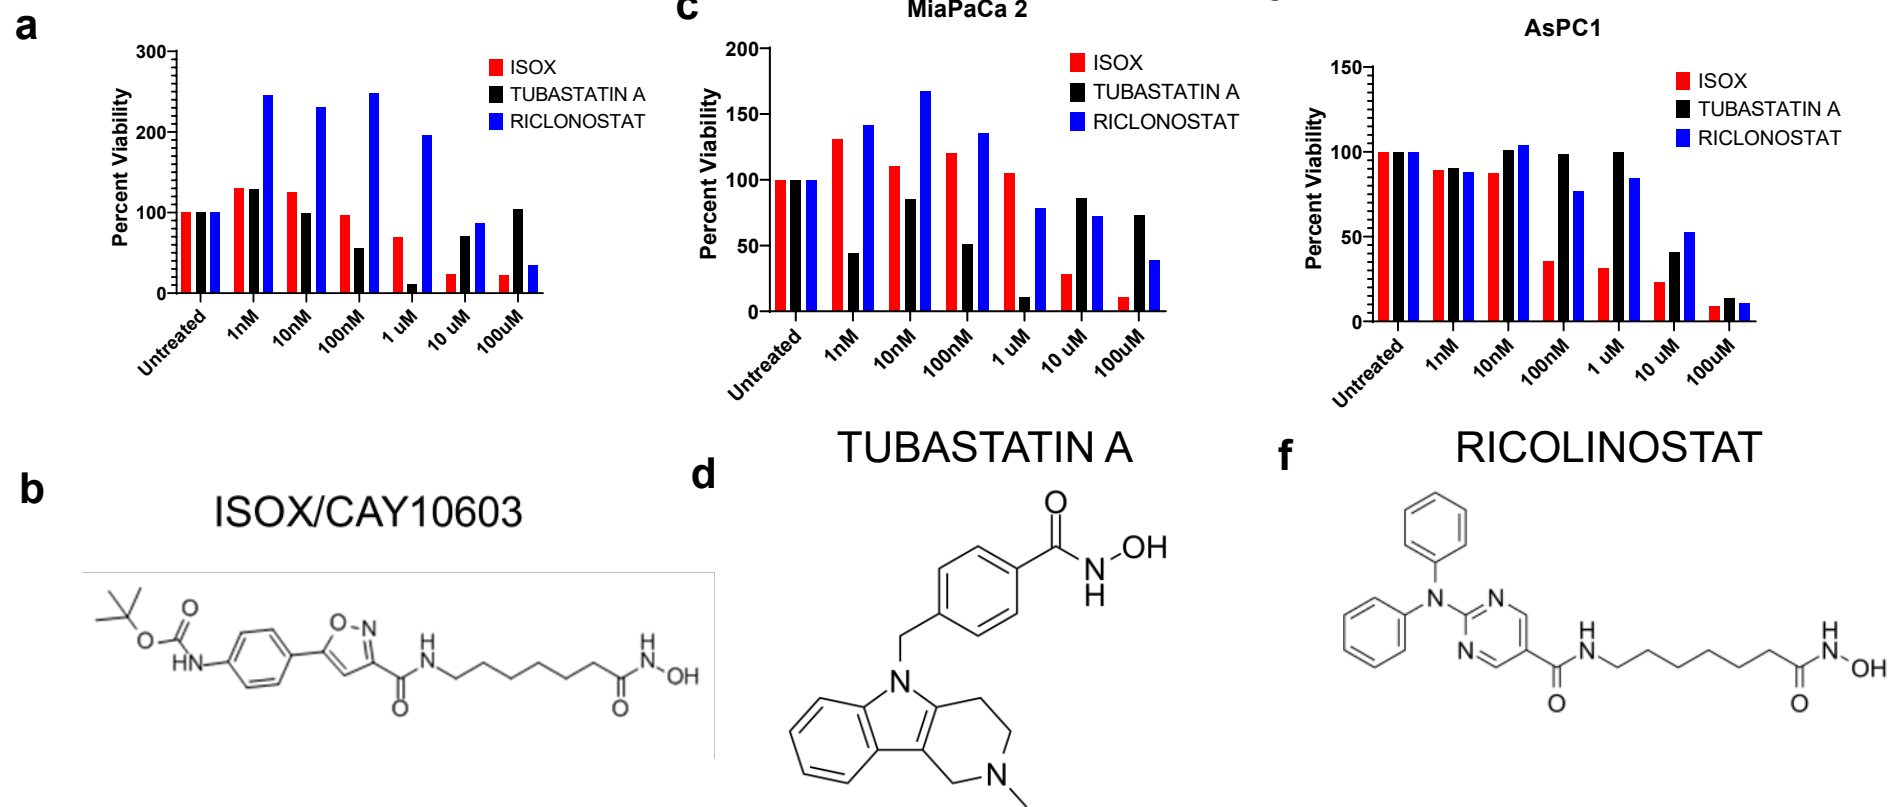

Supplementary Figure 4: ISOX inhibits the proliferation of PC cells better than other HDAC inhibitors. Head-to-head comparison of ISOX with other HDAC inhibitors. **(A-F)**. The bar graph represents the percentage of viability of various PC cell lines with increasing doses (1 nM, 10 nM, 100 nM, 1 μ M, 10 μ M, and 100 μ M) of ISOX **(A and B)** and two other HDAC inhibitors tubastatin A **(C and D)** and riclinostat **(E and F)**. ISOX (red) was far better in reducing the viability of PC cell lines when compared to its counterparts. The viability percentage was calculated with respect to untreated to control for respective drugs.

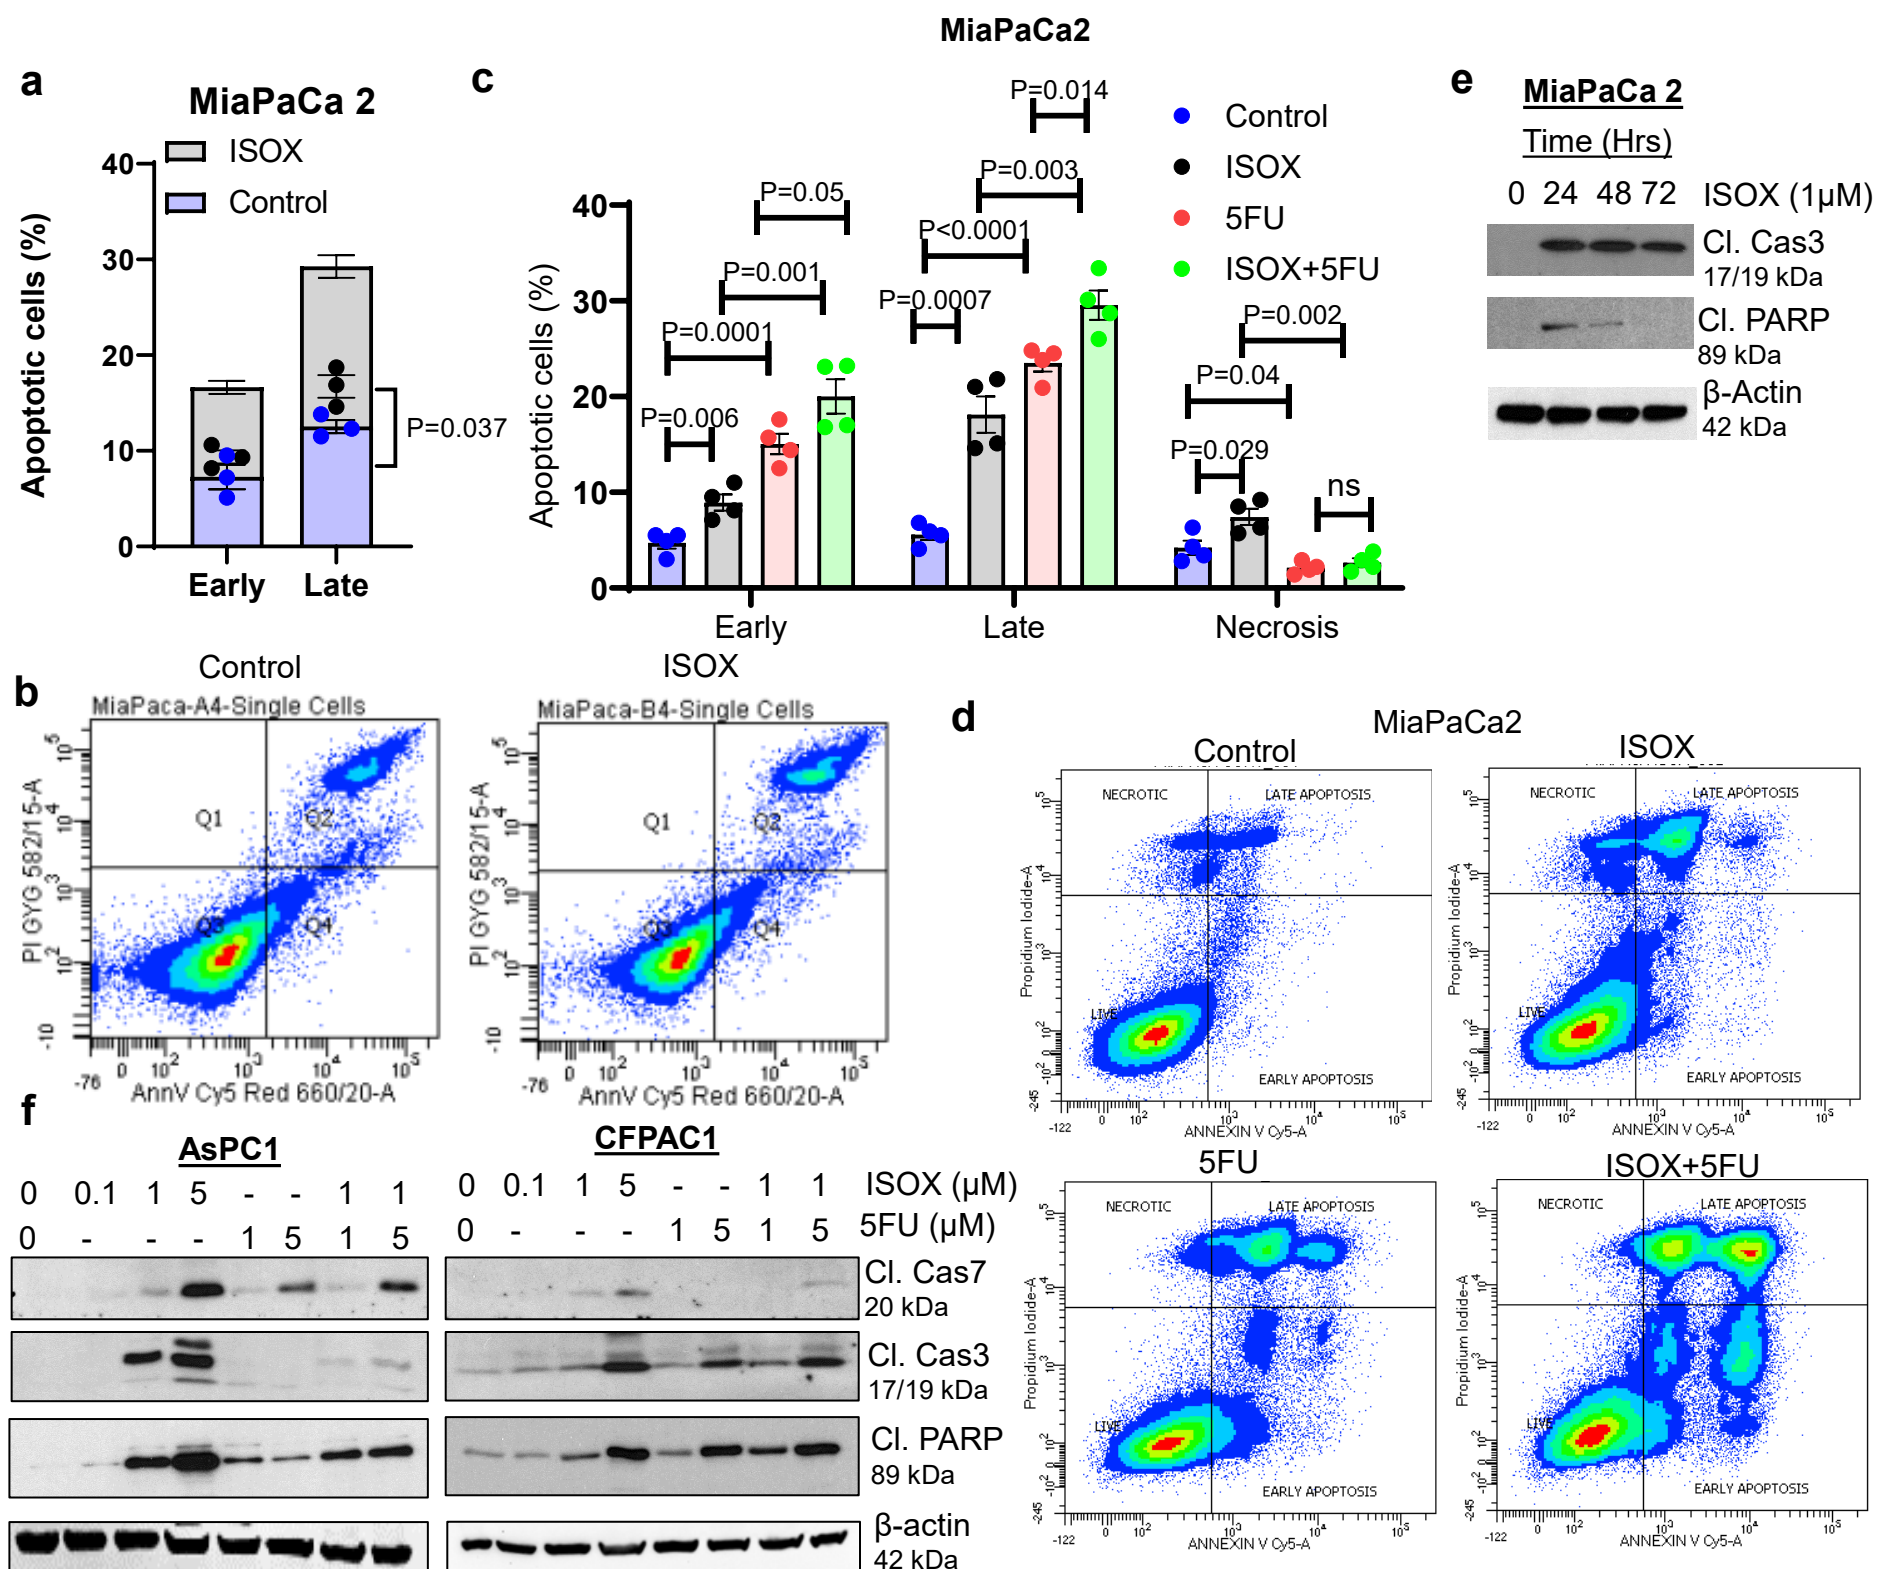

Supplementary Figure 5: ISOX induces apoptosis alone and in combination with 5FU in multiple PC cells. A and B. The dot combined bar graph, error bars represent standard deviation (s.d) of the data (**A**) and representative scatter plot from FACS (**B**) depict the number of PC cells that have undergone apoptosis under the influence of ISOX. (**C and D**). PC cells were serum starved for 12 hrs, followed by ISOX and 5FU treatment for 48 hrs. Cells were harvested and washed in PBS and stained using Annexin V-PI staining. Cells undergone apoptosis were determined using FACS analysis. ISOX and 5FU combination induces early and late apoptosis in MiaPaCa2 PC cells. Bar and scatter dot plots show the effect of apoptosis induction upon combination drug treatment (Error bars represent s.d) (**C**). The representative scatter plot shows the percentage of cells in each quadrant of early and late apoptosis and necrosis (**D**). (**E**) Western blotting analysis showing the effect of cleaved caspase 3 and PARP at 0, 24, 48, and 72 hrs post-ISOX treatment. (**F**) Immunoblotting analysis shows the drug treatment effects on pro-apoptotic markers Cleaved caspase 7, 3, and PARP in additional (AsPC-1 and CFPAC1) PC cells.

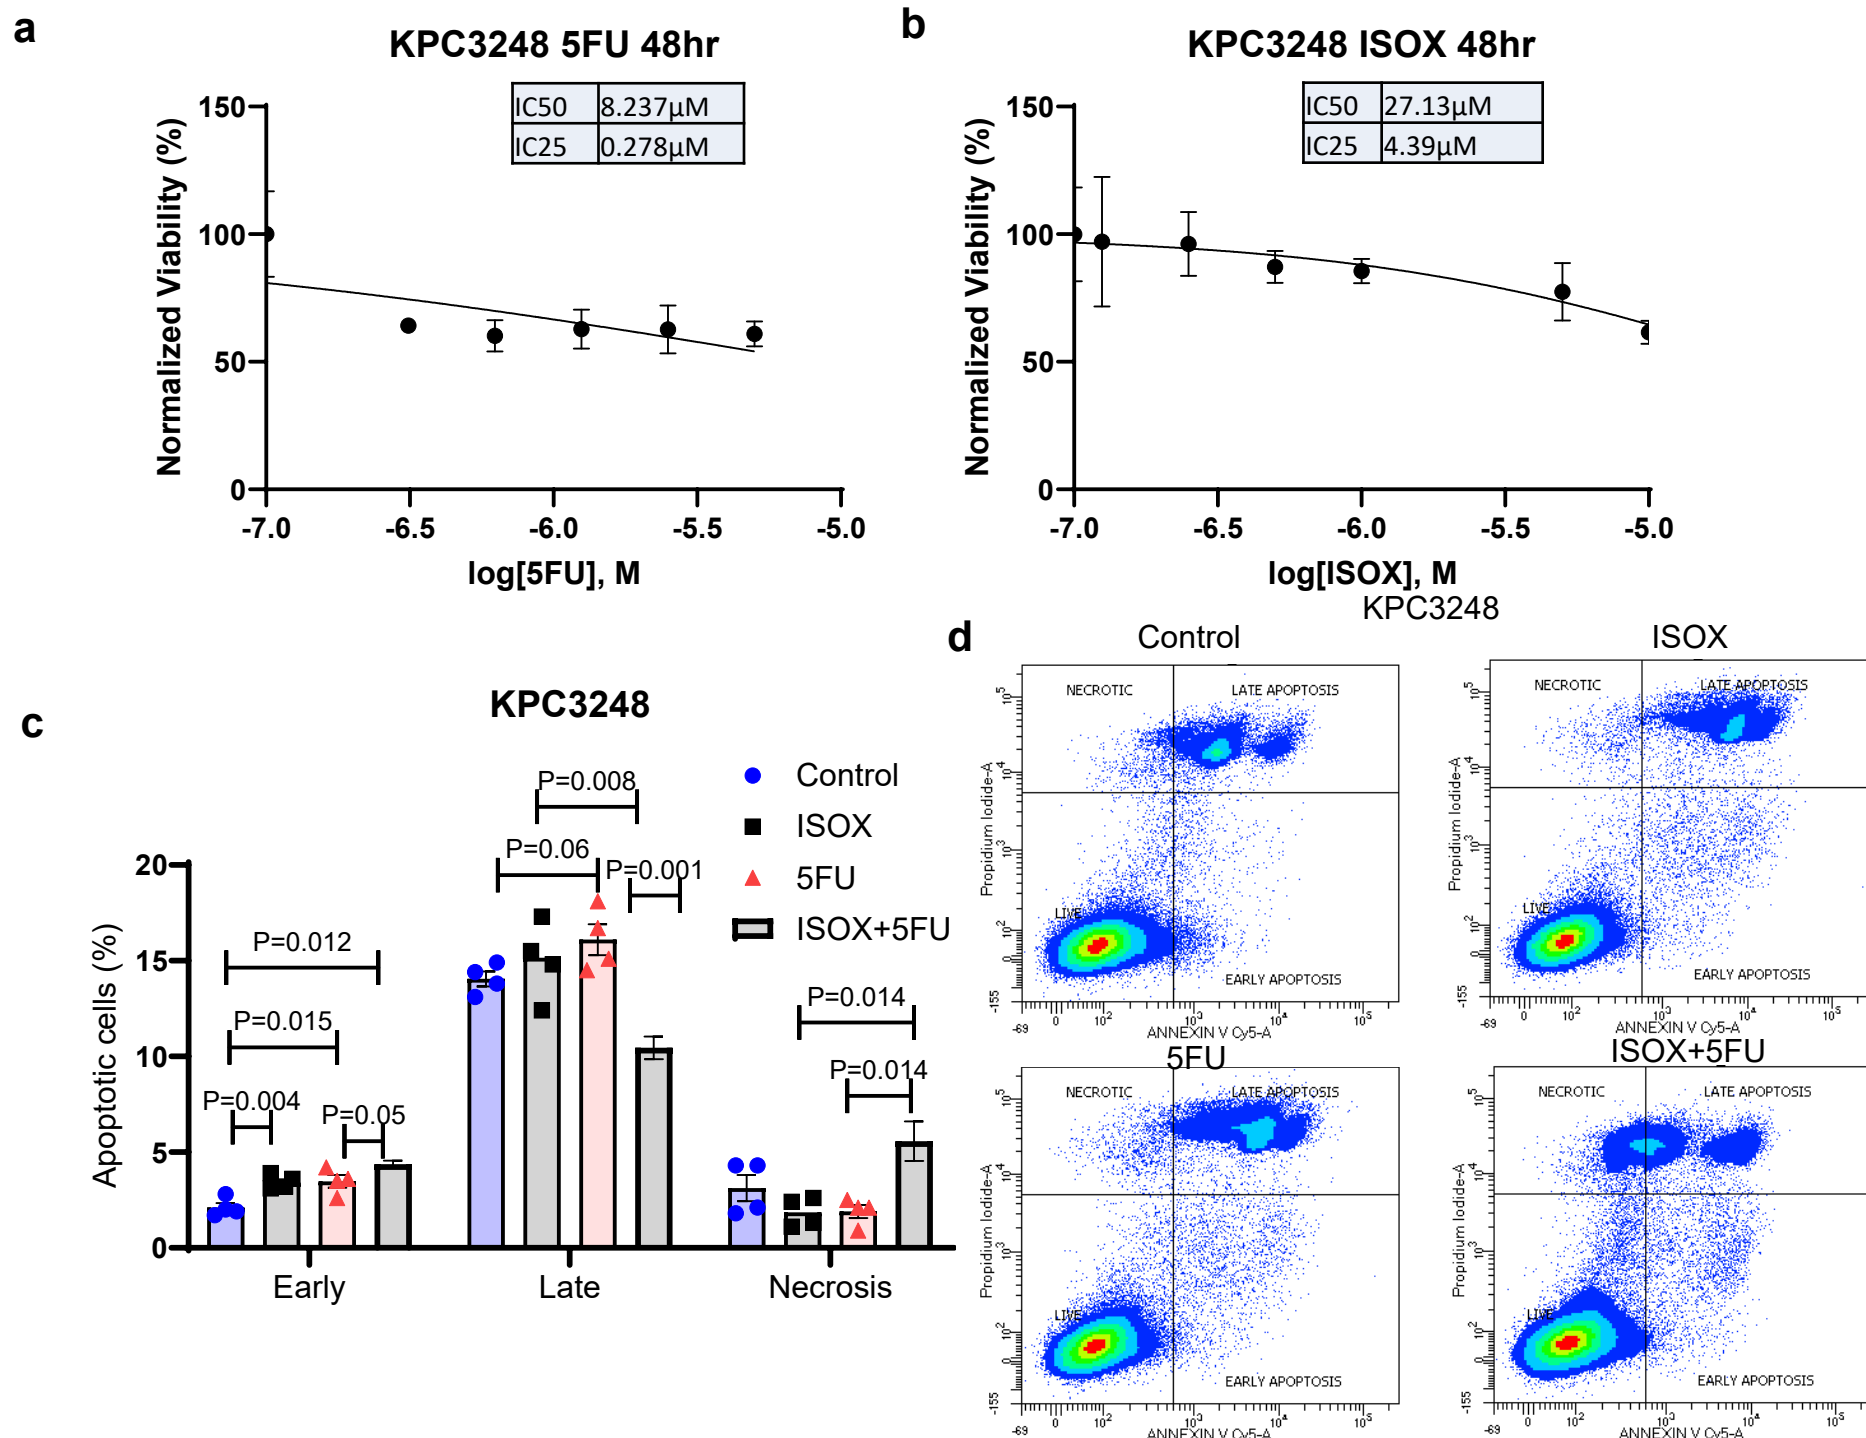

Supplementary Figure 6: ISOX and 5FU induce apoptosis in murine syngeneic cells. MTT assay was performed with various concentrations of 5FU and ISOX in KPC3248 mouse syngeneic PC cells. Line graphs show the normalized viability of KPC 3248 cells at different doses of 5FU and error bars represents s.d. **(A)** and ISOX (error bars represents s.d) **(B)**. KPC 3248 cells were serum starved for 12 hrs, followed by ISOX (IC₅₀) and 5FU (IC₂₅) treatment, and further incubated for 48 hrs. PC cells were harvested, washed in PBS, and stained using Annexin V and PI. Bar with scatter dot plot demonstrates early apoptosis and necrosis induction in combination treatment compared with ISOX and 5FU alone treatment, and error bars in scatter dot plot represent s.d. **(C)**. Scatter plot eliciting the percentage of cells undergoing early, late, and necrosis upon drug treatment **(D)**.

CD18/HPAF 72hrs

a

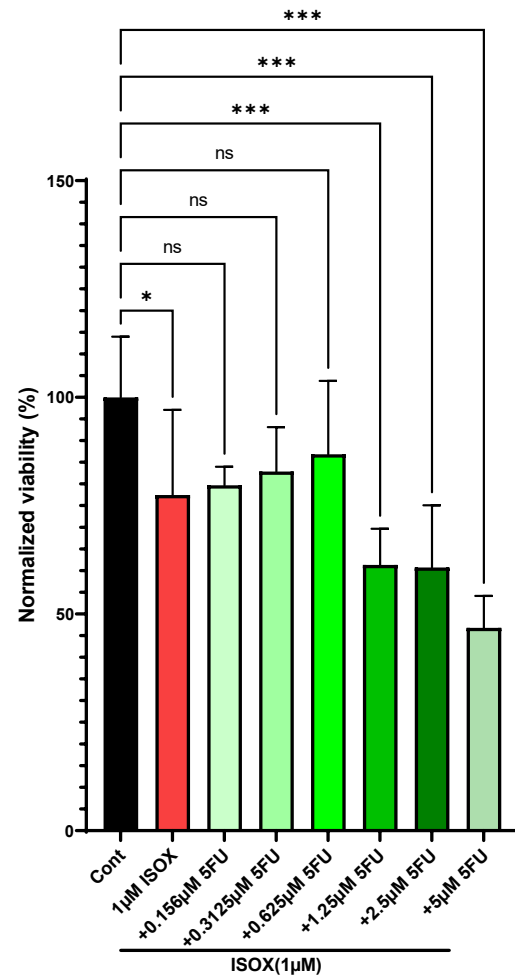

MiaPaCa-2 72hrs

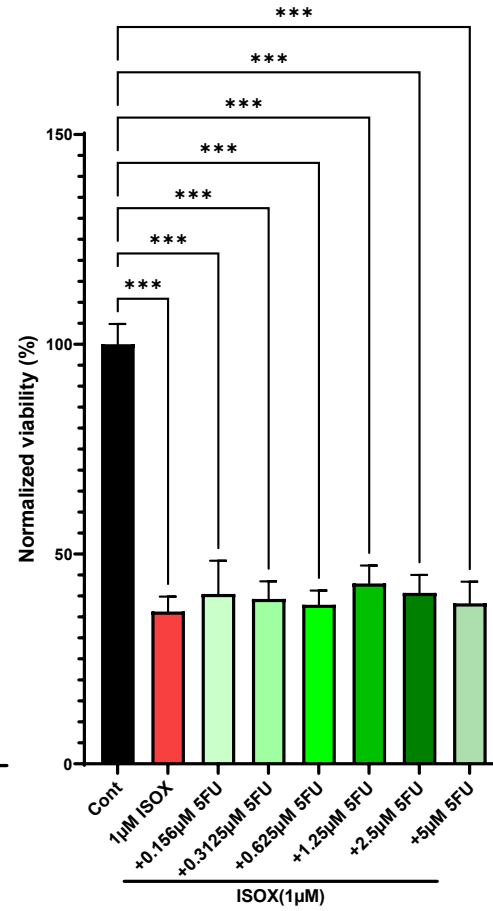

CD18/HPAF 48hrs

b

CD18/HPAF 24hrs

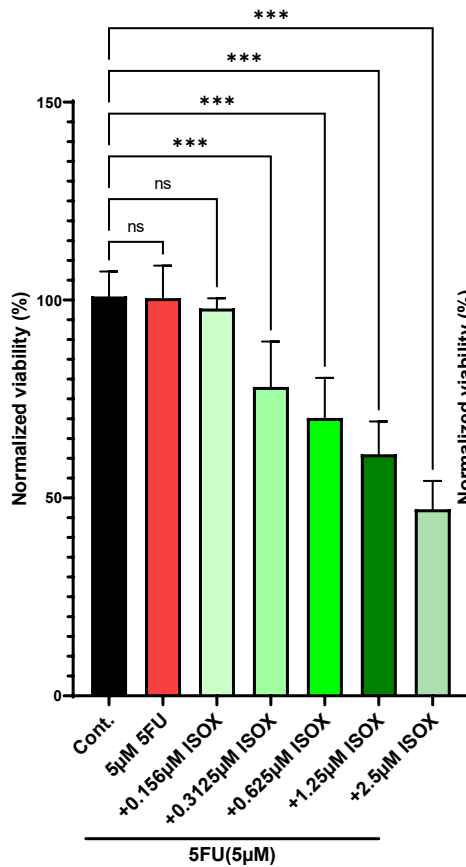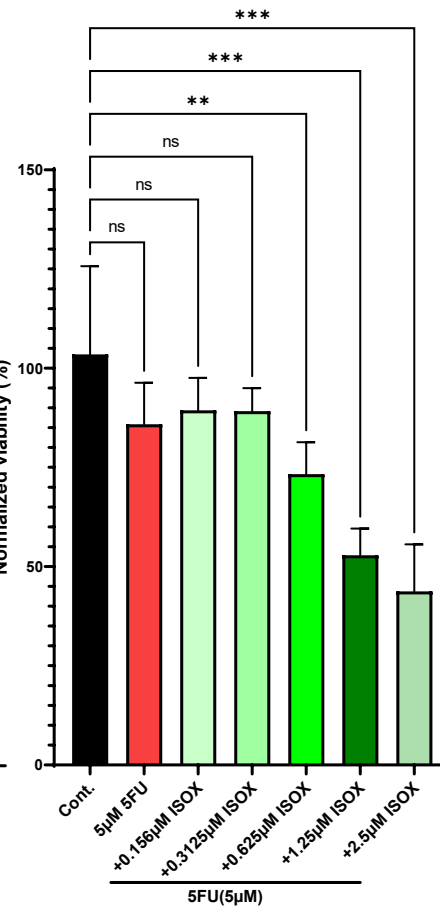

MiaPaCa-2 24hrs

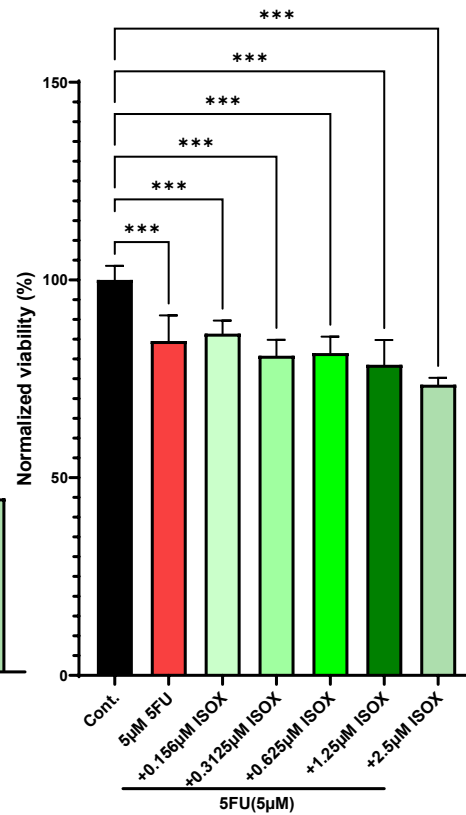

MiaPaCa-2 48hrs

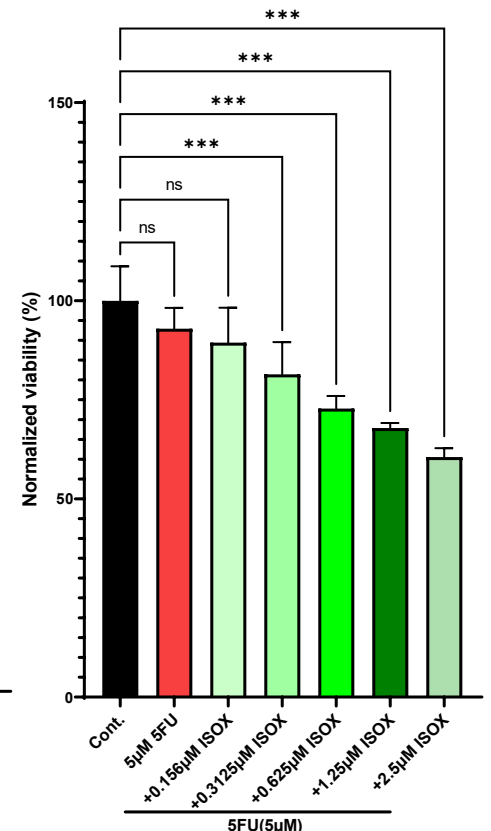

APA: P<0.12(ns), p<0.033(8), p<0.002(**), p<0.001(***)

Supplementary Figure 7: Dose-dependent treatment of ISOX and 5FU decreases the viability of PC cells. (A and

B) PC cells at a density of 3000 cells/ well were seeded in 96 well plates and treated with ISOX and 5FU alone and in combination for indicated time points. The graph bars show PC cells' viability (CD18/HPAF and MiaPaCa2) upon exposure of ISOX and 5FU (dose-dependent) alone and in combination. Error bars in the bar graphs represents s.d.

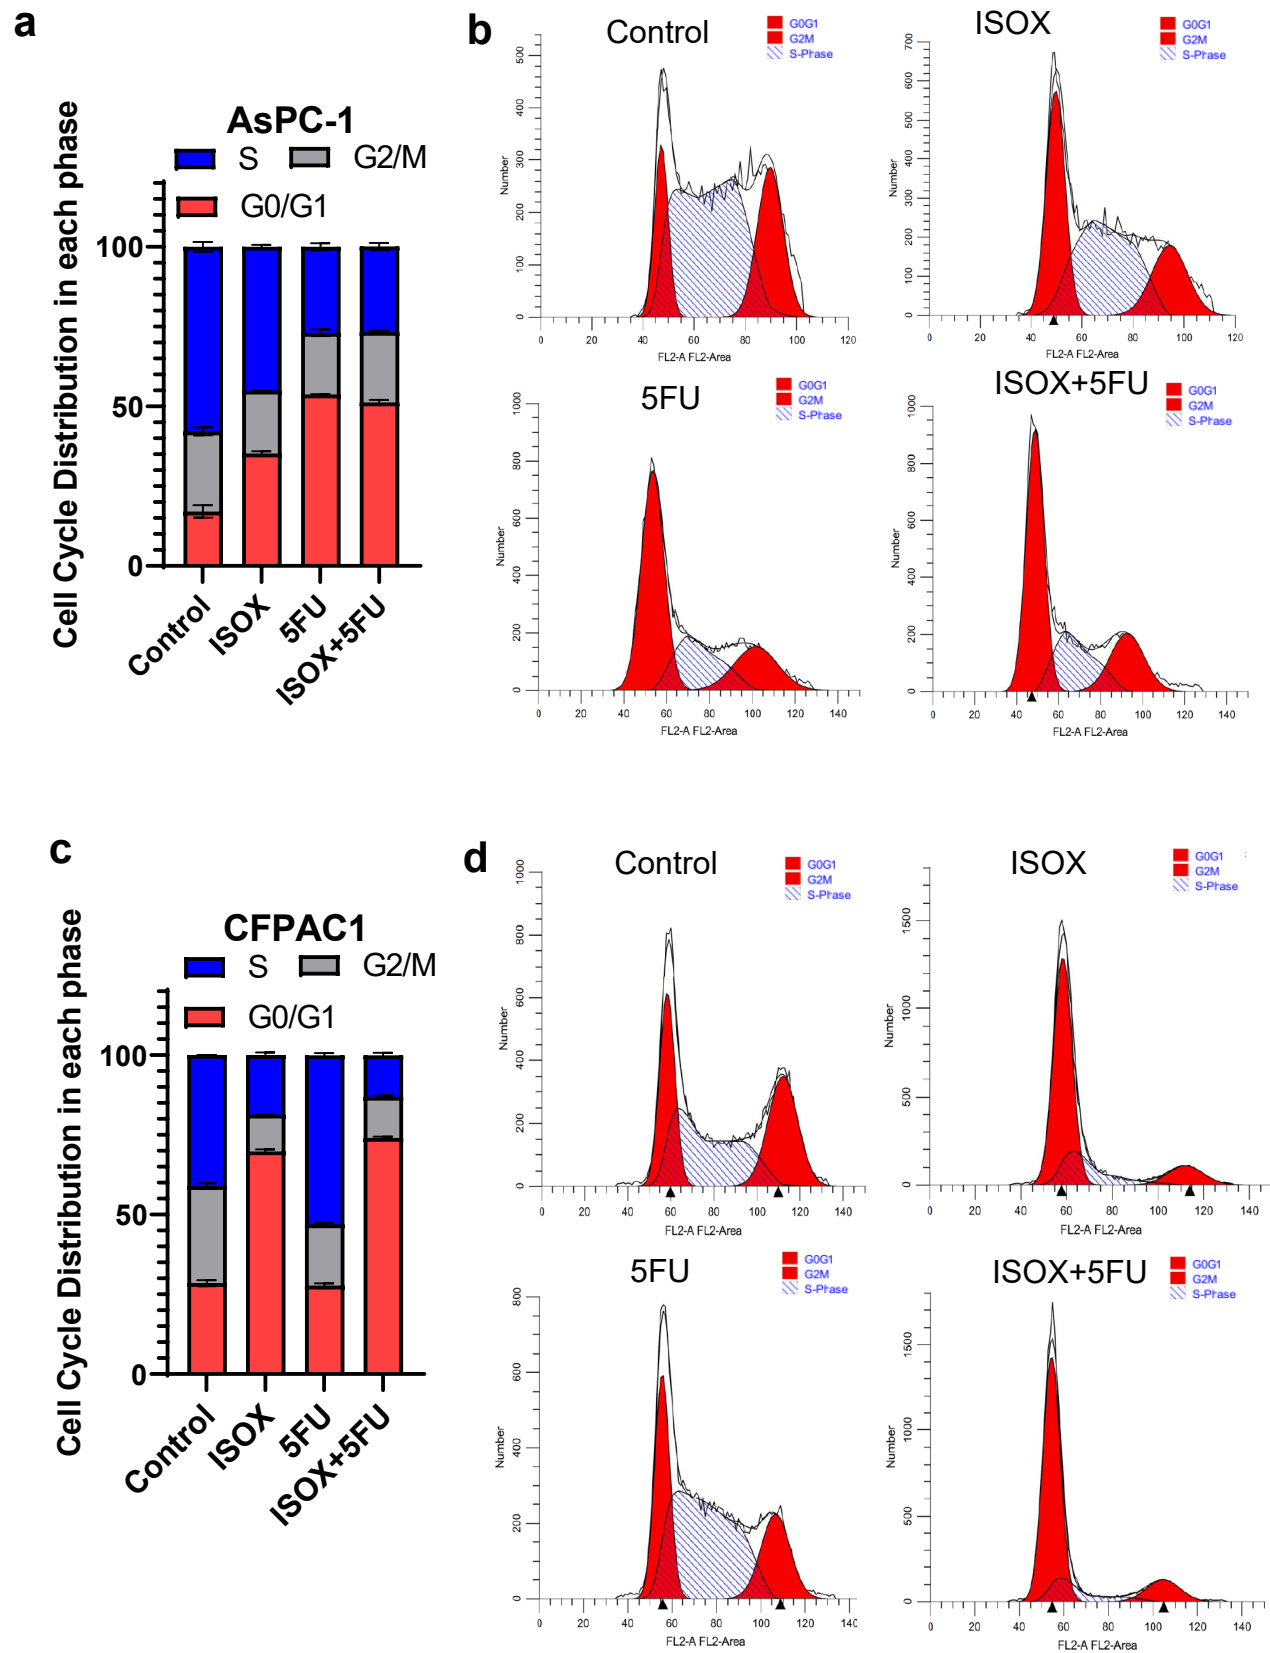

Supplementary Figure 8: Individual and combinatorial effects of ISOX and 5FU on cell cycle phases in multiple PC cells. (A and C). The stacked bar graph represents the accumulation of cells in each cell cycle phases upon ISOX and 5FU treatment in AsPC-1 and CFPAC1 PC cells, error bars represent s.d. **(B and D).** Flow cytometry-based population histogram for AsPC-1 and CFPAC1 PC cells treated with ISOX and /or 5FU.

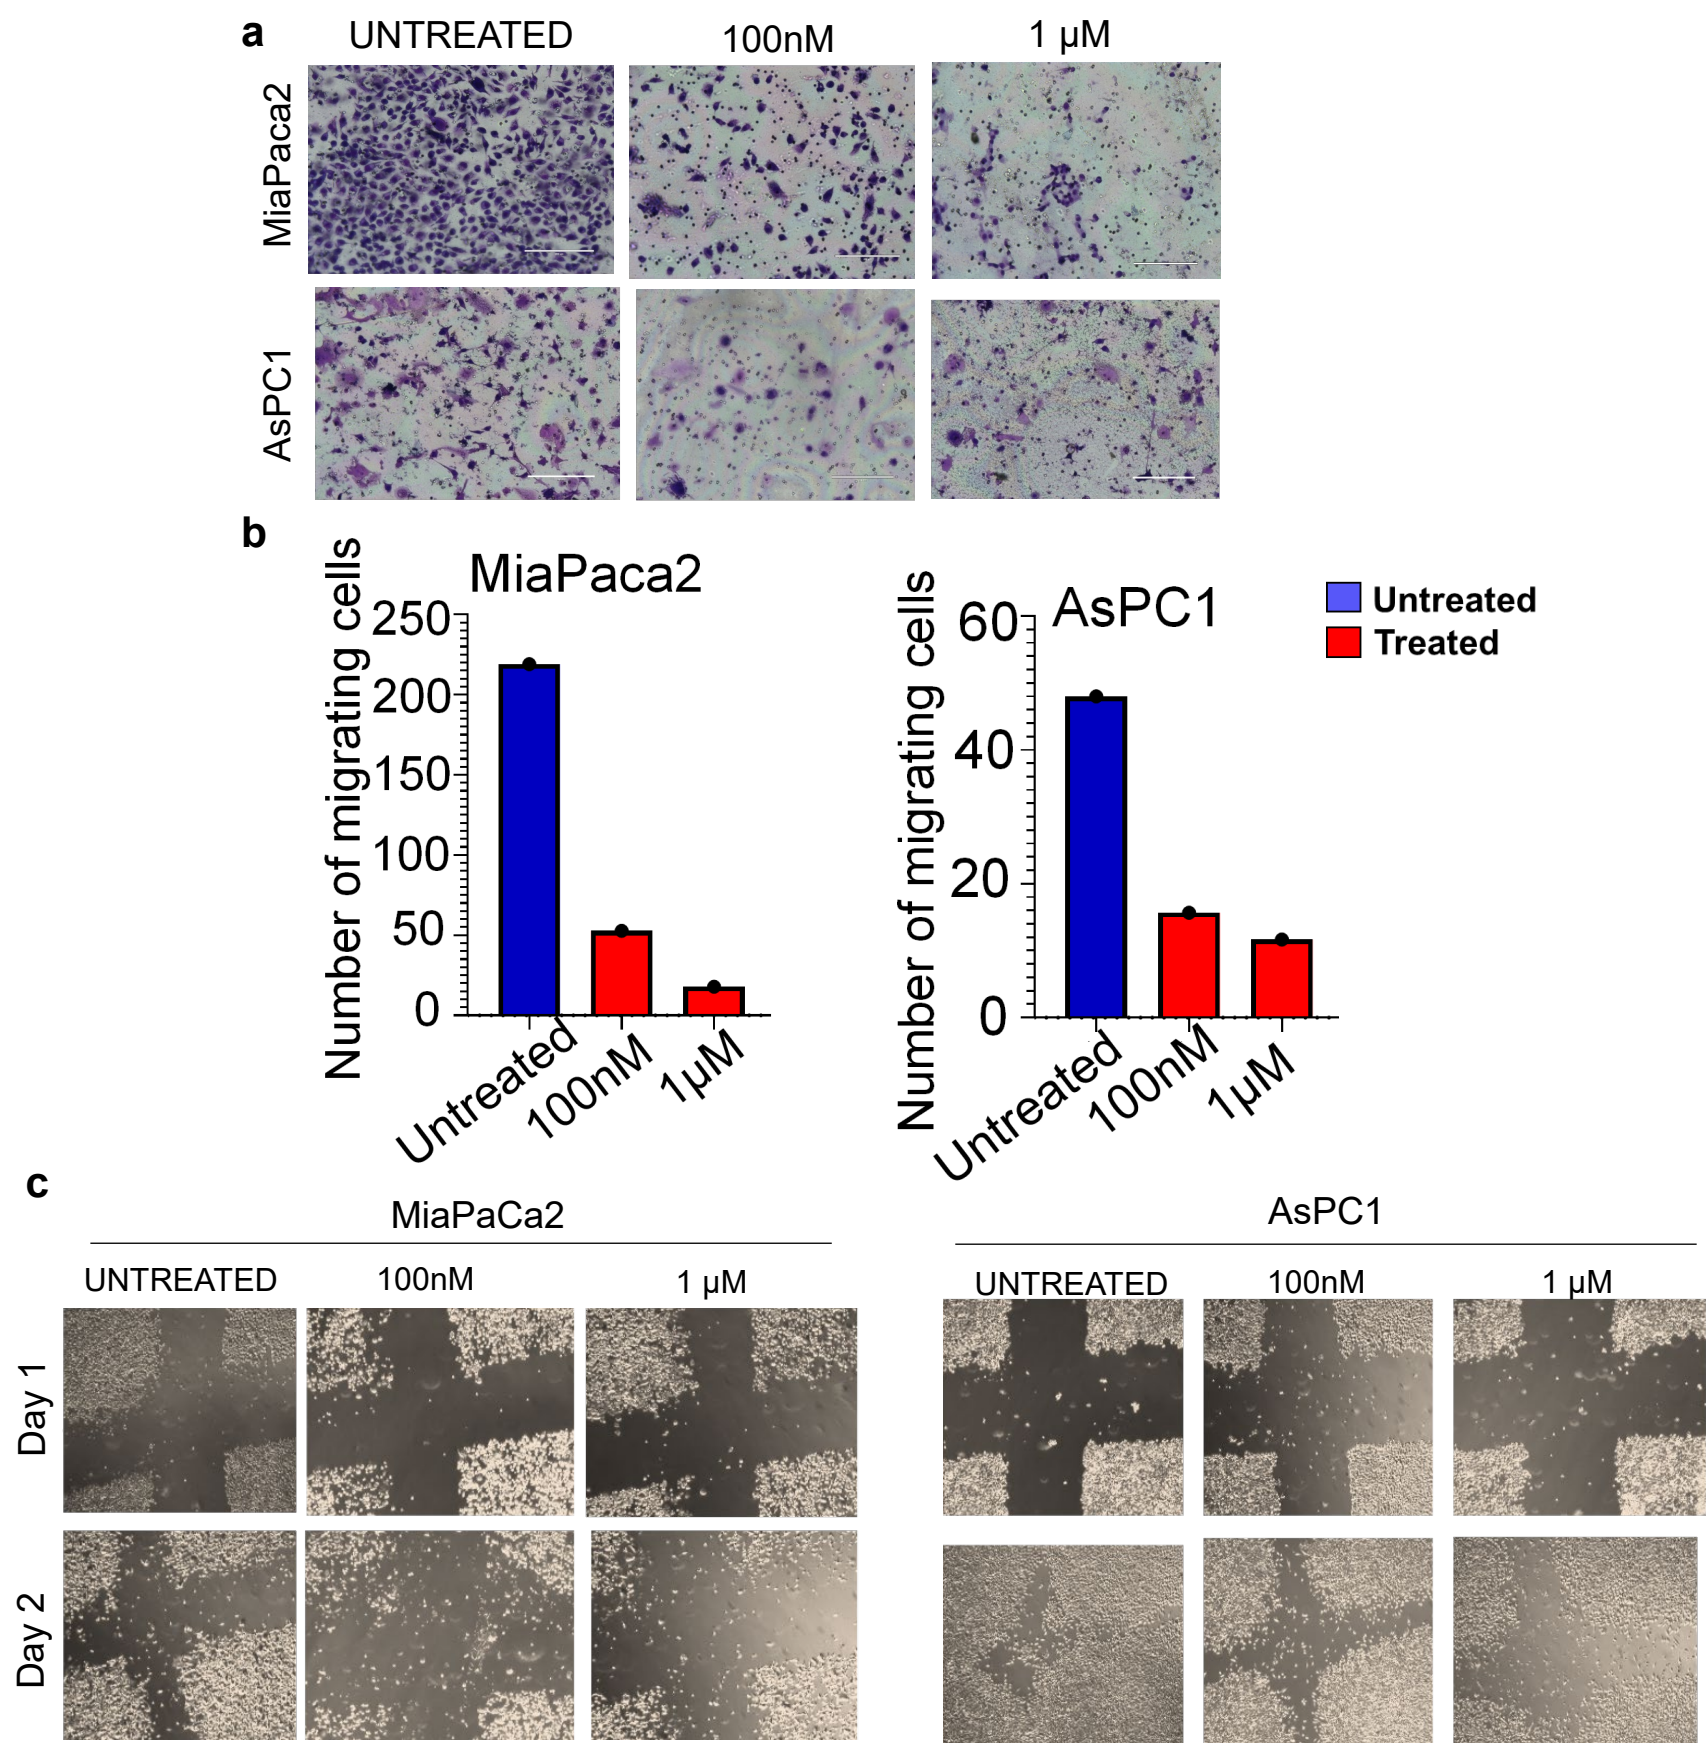

Supplementary Figure 9: ISOX treatment affects the migration and wound-healing ability of PC cells. A and B Representative transwell images showing the dose-dependent (100 nM and 1 uM concentrations) treatment effects of ISOX preventing migration of PC cells (MiaPaCa-2 and AsPC1) across matrigel barrier. The bar in the images represents 100 μ m (**A**). Bar graphs quantitating the number of cells migrated under dose-dependent (100 nM and 1 uM concentrations) treatment of ISOX in MiaPaCa-2 and AsPC1 PC cells (**B**). **C**. Representative light microscopic images showing wound closure effects of 100 nM and 1 uM concentrations of ISOX relative to untreated controls in MiaPaCa-2 and AsPC1 PC cells. Images were taken at 100X magnification (objective lens (10X) x eyepieces (10X)).

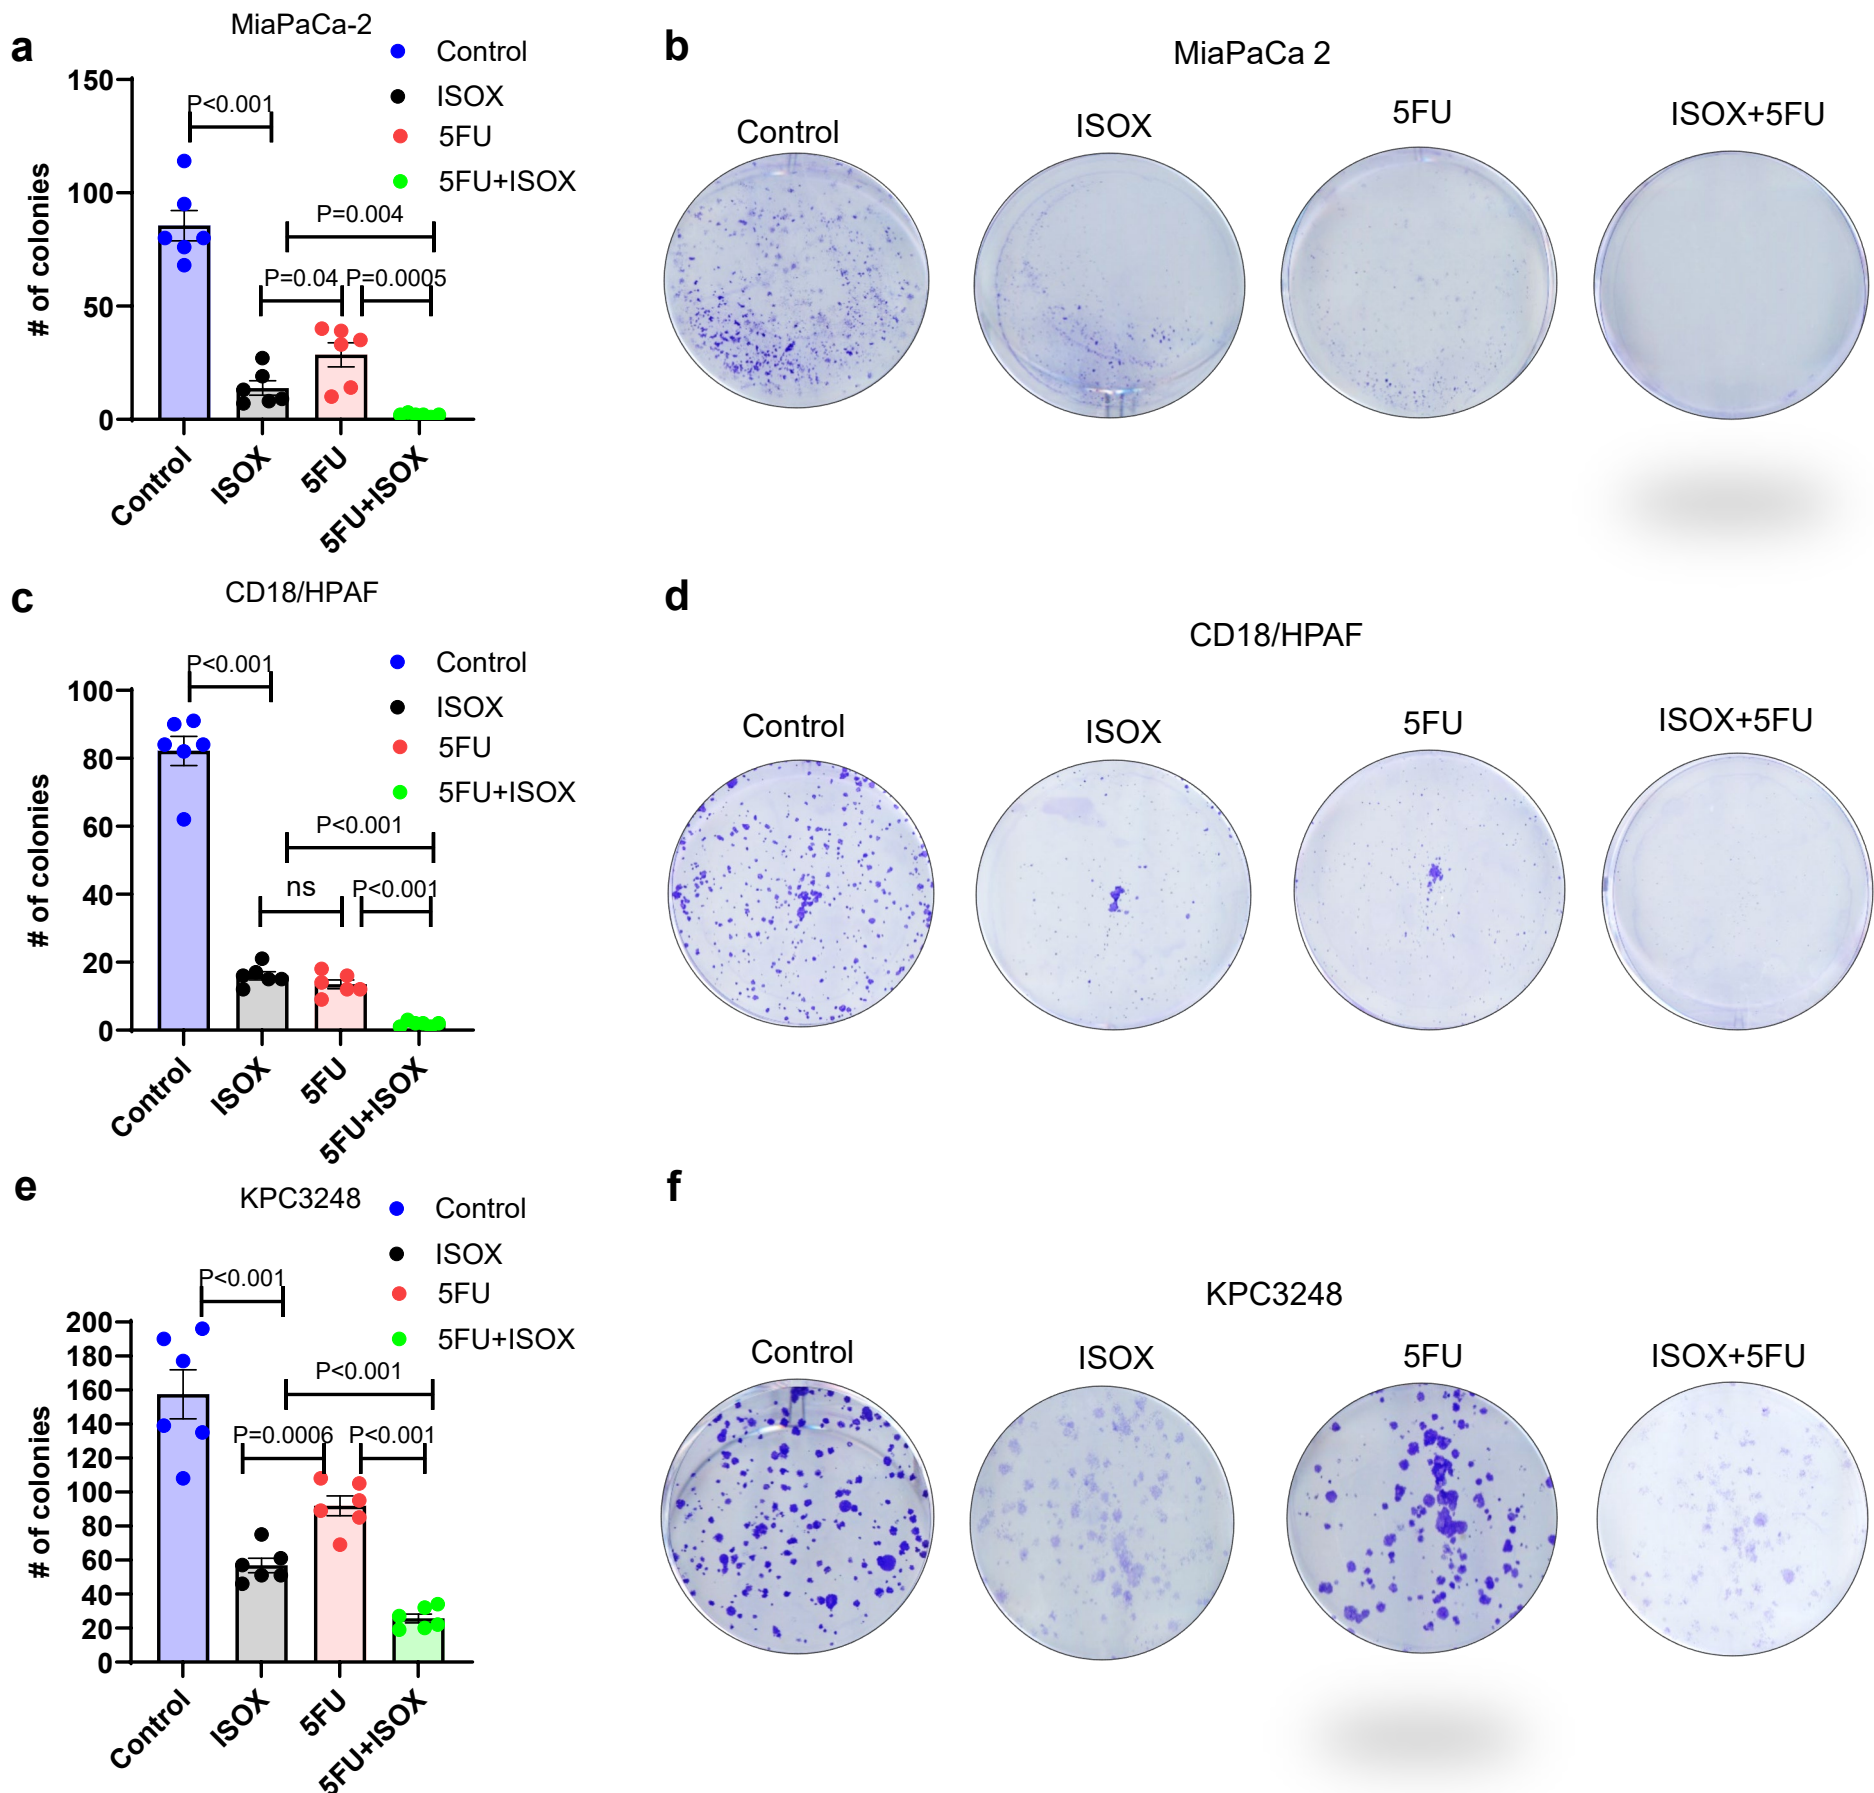

Supplementary Figure 10: ISOX and 5FU suppress colony growth of human and mouse PC cells. Both human and mouse PC cells (250 cells/well) were seeded in a 10% complete DMEM medium and treated with ISOX and 5FU after 24 hrs. After 48 hours of drug treatment, cells were allowed to grow and form colonies for 10-14 days. Cells were fixed, stained with crystal violet, and counted. Quantification of the substantial number of colonies formed against $\pm$ drug treatment in MiaPaCa2 (**A**), CD18/HPAF (**C**), and KPC3248 (**E**) were plotted as bar and dot plots. Error bars represent s.d. Representative light microscopic images of colonies formed against ISOX, 5FU, combination, and no treatment were presented: MiaPaCa2 (**B**), CD18/HPAF (**D**), and KPC3248 (**F**).

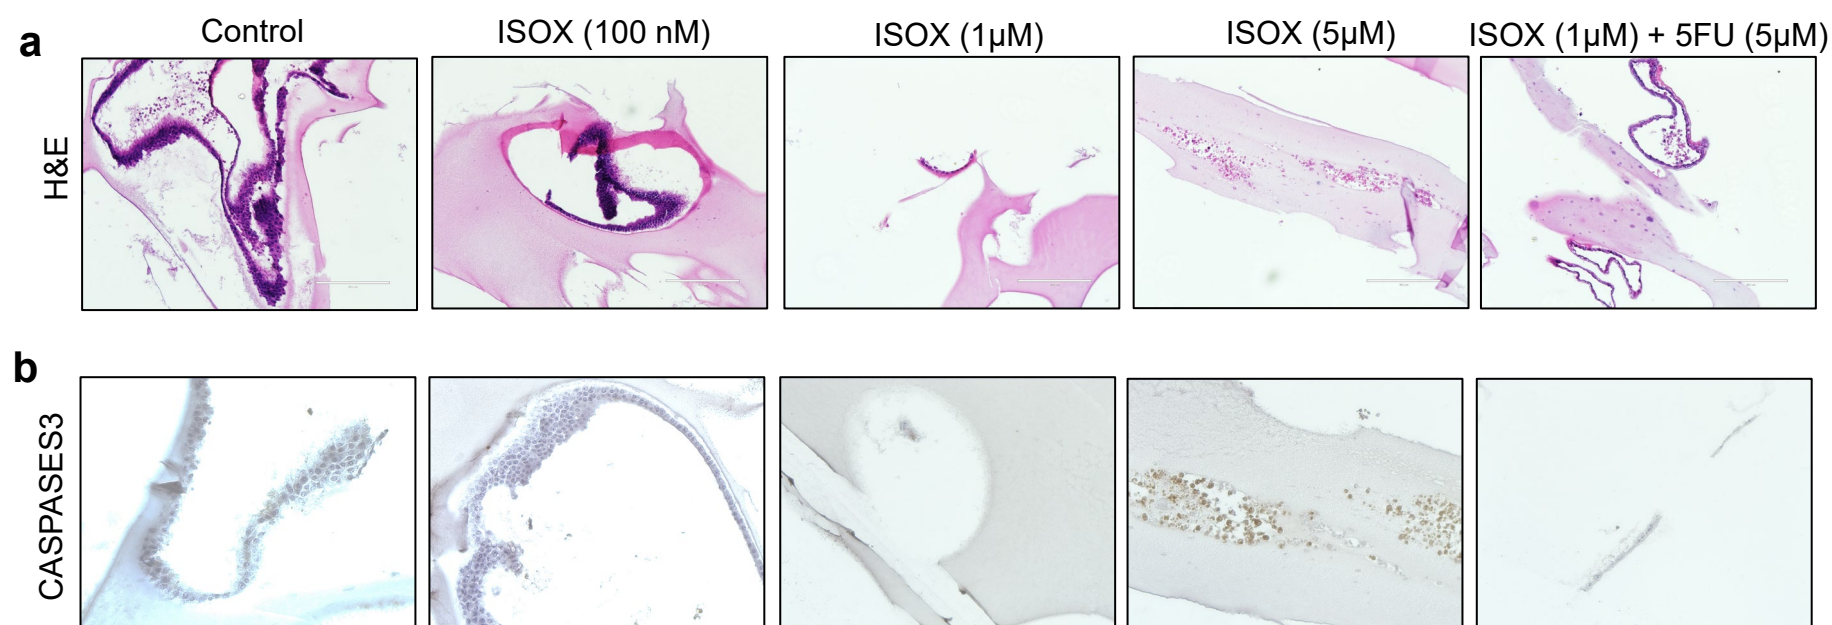

Supplementary Figure 11: Histological and biochemical changes on human pancreatic cancer patient-derived tumoroids treated with ISOX and 5FU as single and combination therapy. Panel of microscopic images of hematoxylin and eosin staining of PDAC-tumoroid treated with various dose of ISOX (100nM, 1 μM, and 5 μM) as a single and combined with 5FU, the magnification bar denotes 200 μm. **(A)** and caspase 3 (Magnification at 400X (objective lens (40X) x eyepieces (10X)) **(B)** immunohistochemical staining images illustrating the single and combinatorial effects of ISOX and 5FU in human PC tumoroids.

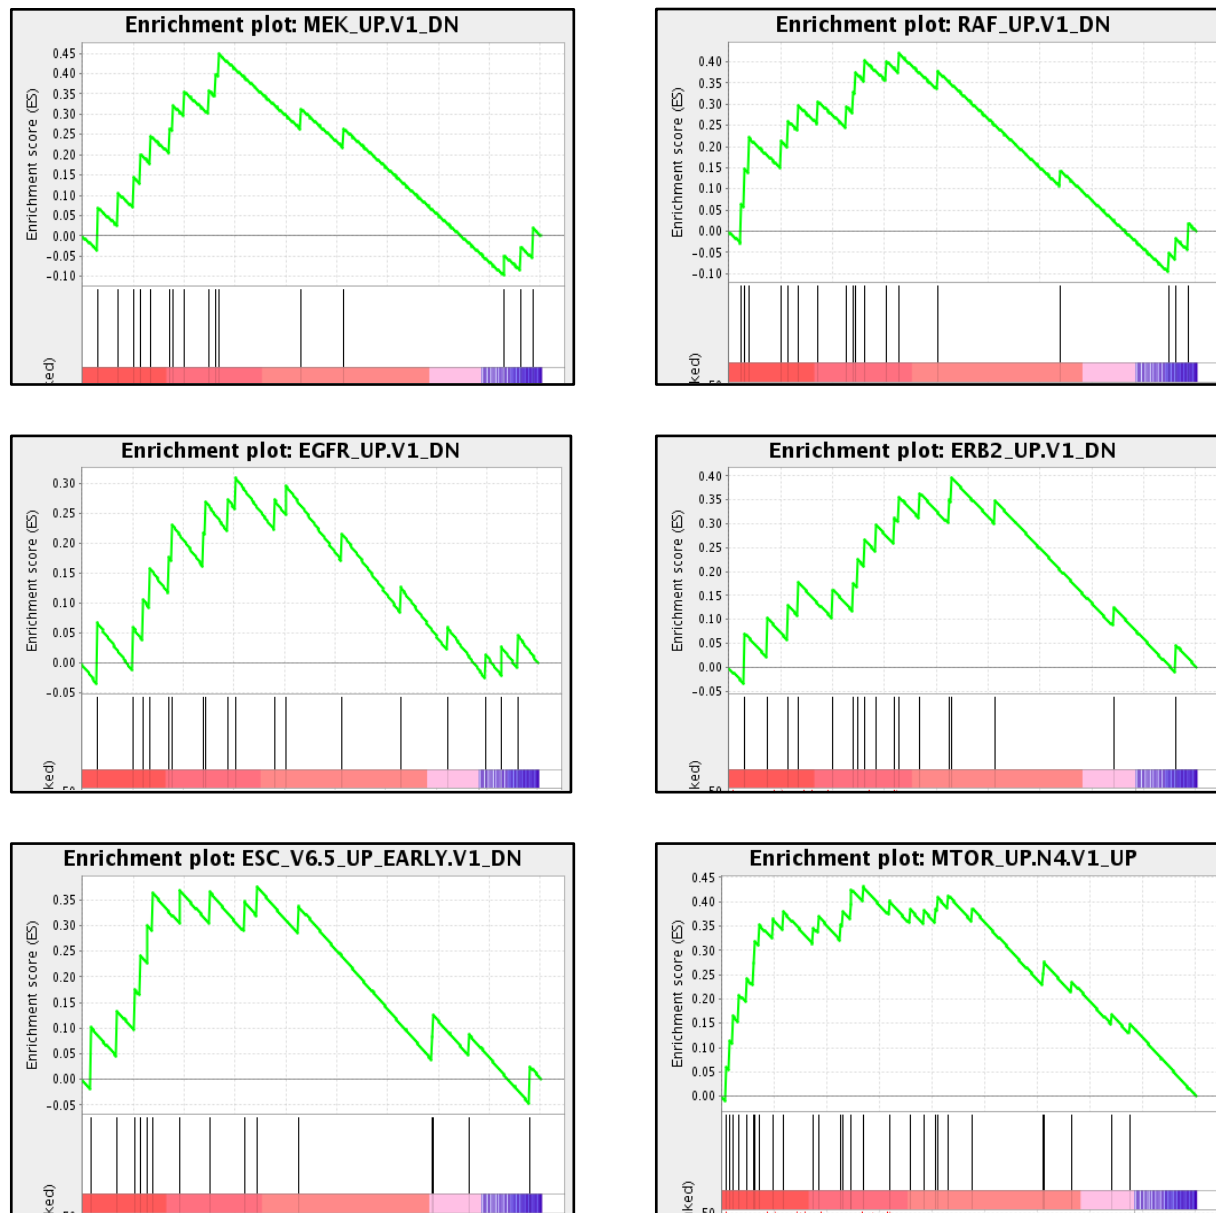

Supplementary Figure 12: Gene set enrichment analysis of ISOX-related pathways/proteins Gene set enrichment comparing the MEK, RAF, EGFR, ERB2, embryonic stem cell, and mTOR pathway-related genes between control (red) and ISOX (blue) treatment in PC cells.

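Part of the transcripts that respond to ERK signaling rose in ISOX-treated CD18/HPAF cells. Of 17 tested ERK-responsive transcripts, 6 were higher, none was lower and 11 did not pass the test at a q under 0.05 in the authors' deposited table (8 higher when adjusted over the list alone). DUSP5, a phosphatase gene that ERK induces and that inactivates ERK, rose from 5.69 to 20.2 FPKM. The transcription factor genes ETV5, FOSL1 and FOS rose from 6.58 to 13.8 FPKM, from 33.1 to 66.7 FPKM and from 13.9 to 24.6 FPKM. The list's median log2 fold change of 0.49 lay at percentile 99.9 of random lists matched on expression. EGR1, another early response gene, was at 8.85 and 11.1 FPKM and did not pass the test.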

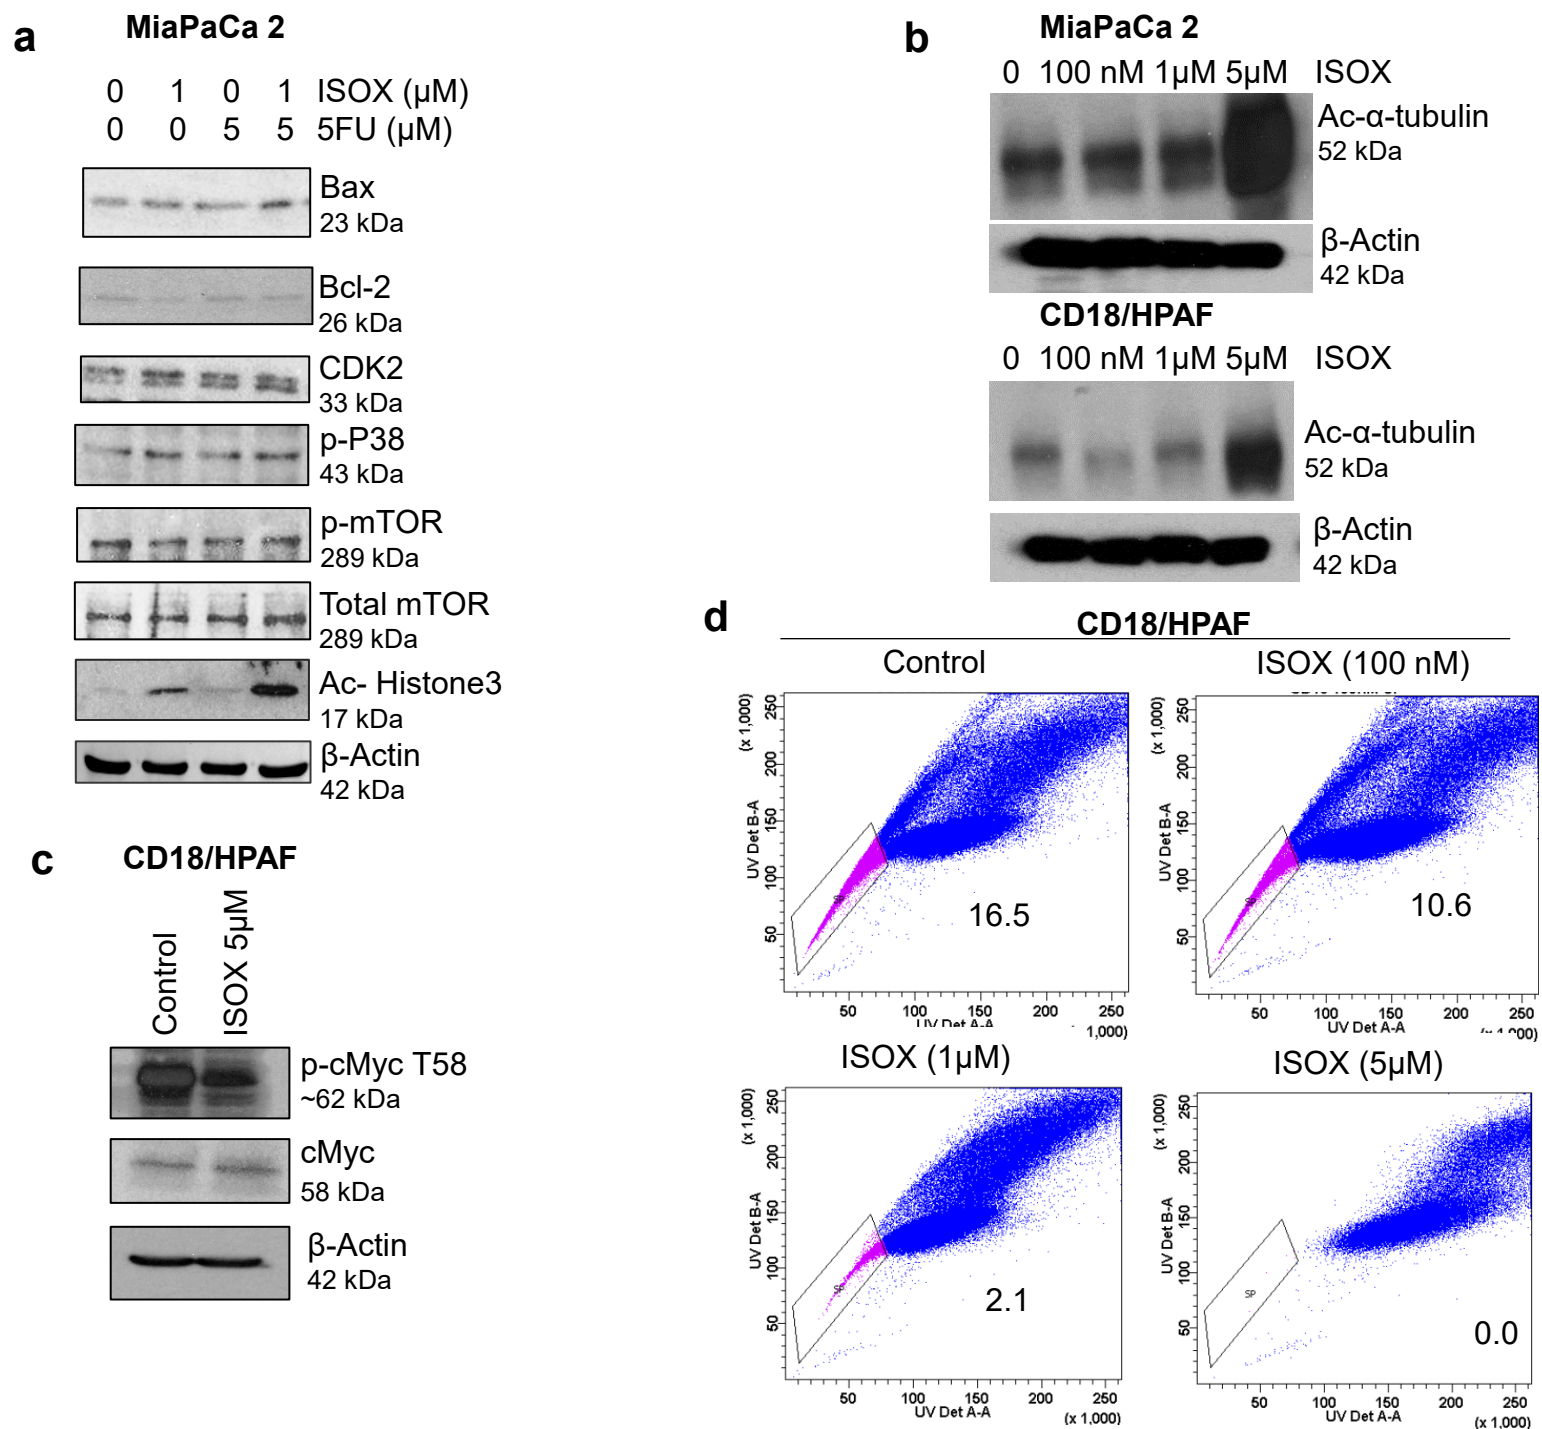

Supplementary Figure 13: ISOX treatment in PC cells affects pro-apoptotic, epigenetic, and oncogenic signaling, reducing cancer stemness. (A -C). Western blot analysis showing the effect of combinatorial treatment of ISOX and 5-FU on apoptosis-related proteins (Bax, Bcl-2), cell cycle-related protein (CDK2), oncogenic signaling protein (phospho 38, phospho mTOR, phospho cMyc), epigenetic marker (acetylated histone 3) and post-translation modification of acetylated- α -tubulin in CD18/HPAF and MiaPaCa-2 cells. **(D)** Dose-dependent treatment of ISOX affecting side populations detected using flow cytometry-based Hoechst dye analysis.

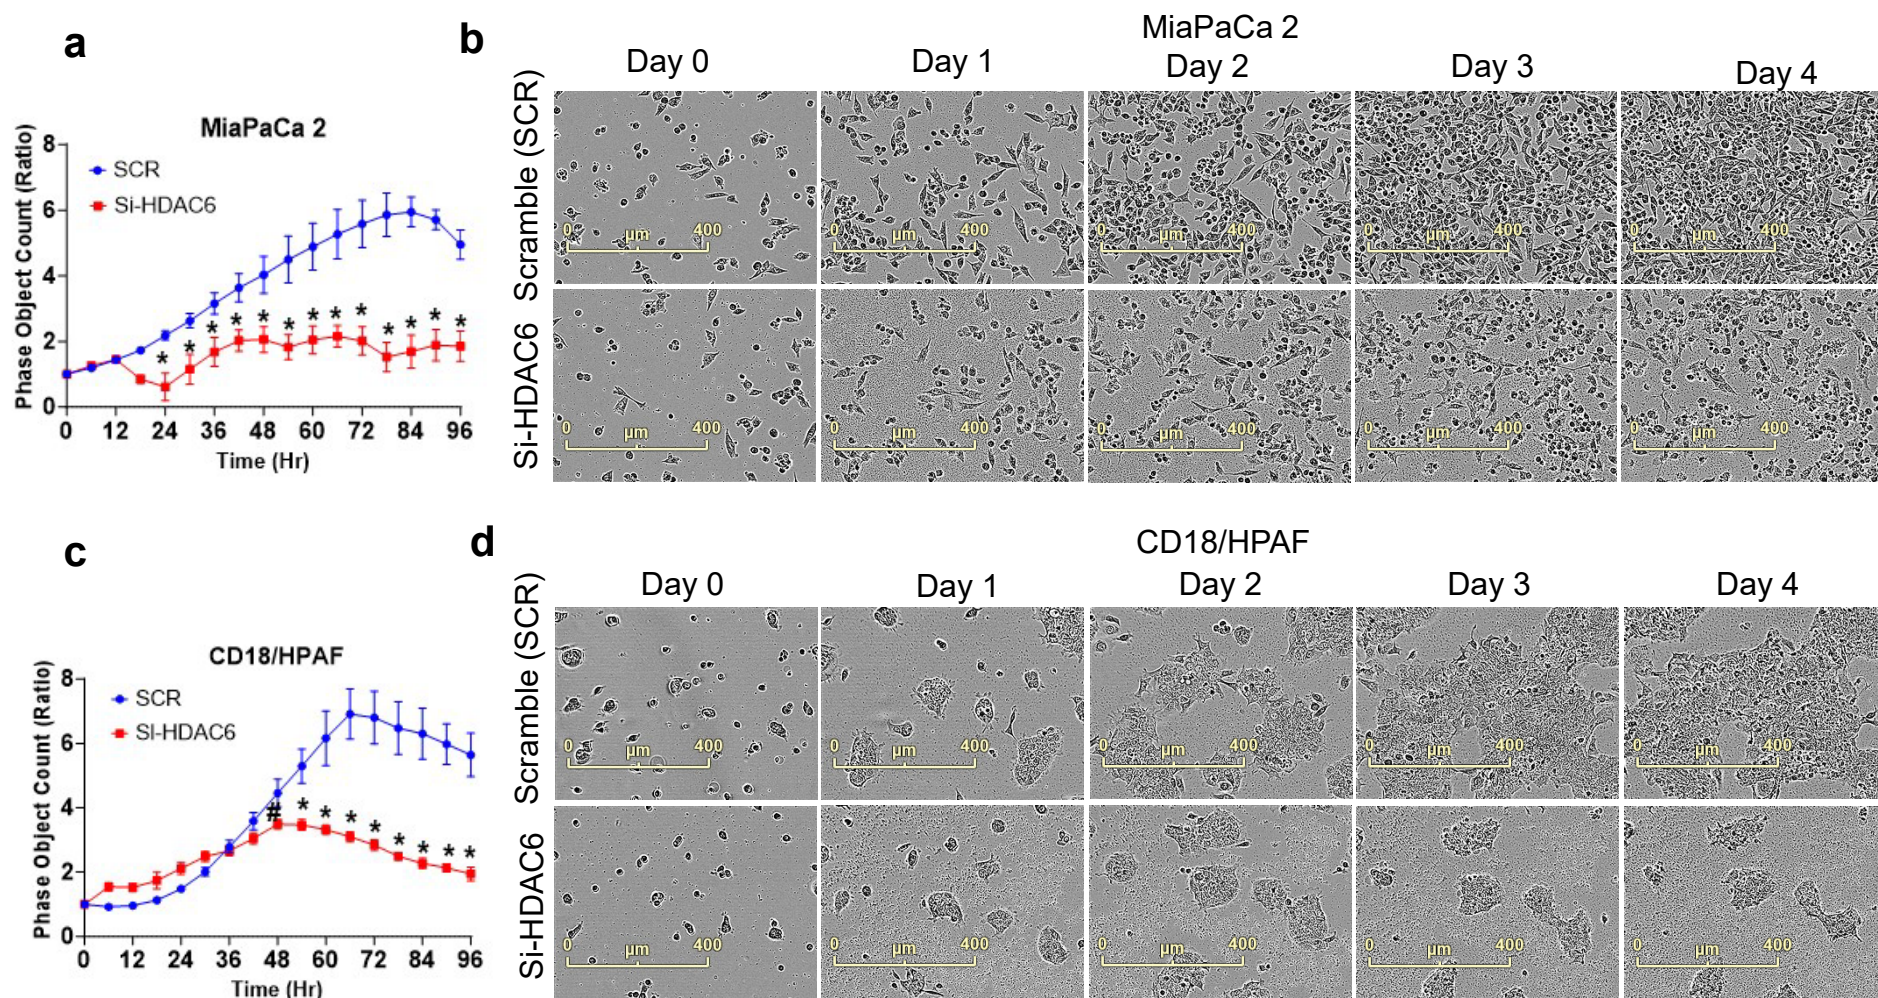

Supplementary Figure 14: Genetic inhibition of HDAC6 affects the viability/growth of PC cells. PC cells were treated with siRNA specific for HDAC6 and scramble vector and followed up to 72 hrs after transfection. The cells were followed for growth response in real-time using an Incucyte live imaging system for up to 96 hours from cell seeding. The line graph shows a significant decrease in proliferation ability and growth of MiaPaCa2 (**A**) and CD18/HPAF (**C**) PC cells. Representative micrographs of cell's response against HDAC6-siRNA and scramble vector control upon MiaPaCa2 (**B**) and CD18/HPAF (**D**) PC cells. The magnification bars in the representative images represents 400 μm . Error bars in the line graph represent s.d.

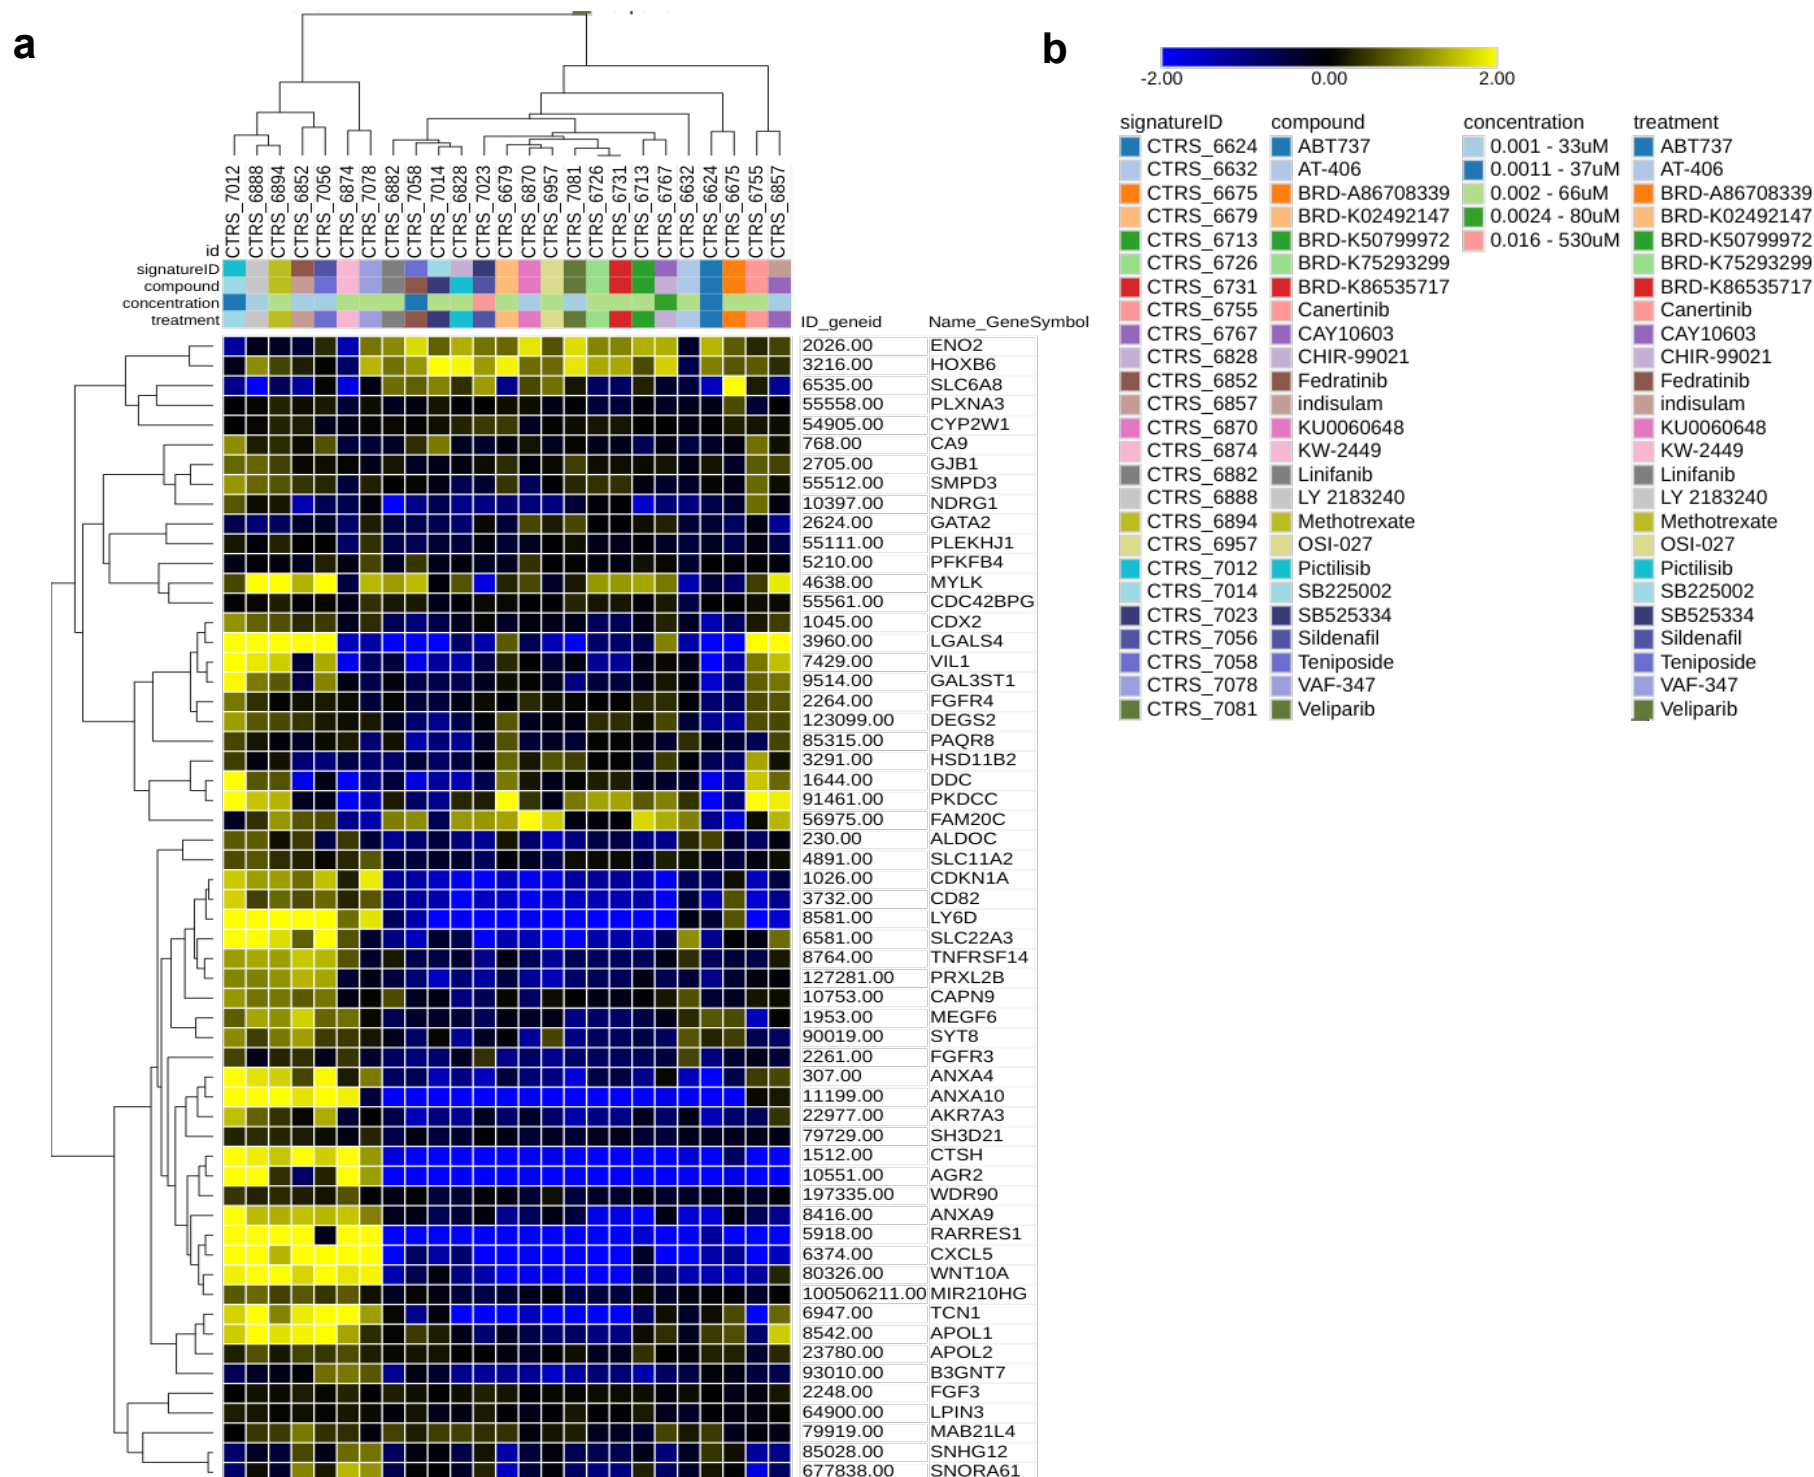

Supplementary Figure 15: Heat map representation of ISOX gene signature in conjunction with the other related therapeutics. Genes that responded to different compounds was provided as a heat map. Genes that are directly or indirectly associated to MYC pathway in cancer were identified (**A**). Signature IDs of S15A and respective compound name/drug name is briefly elaborated (**B**).

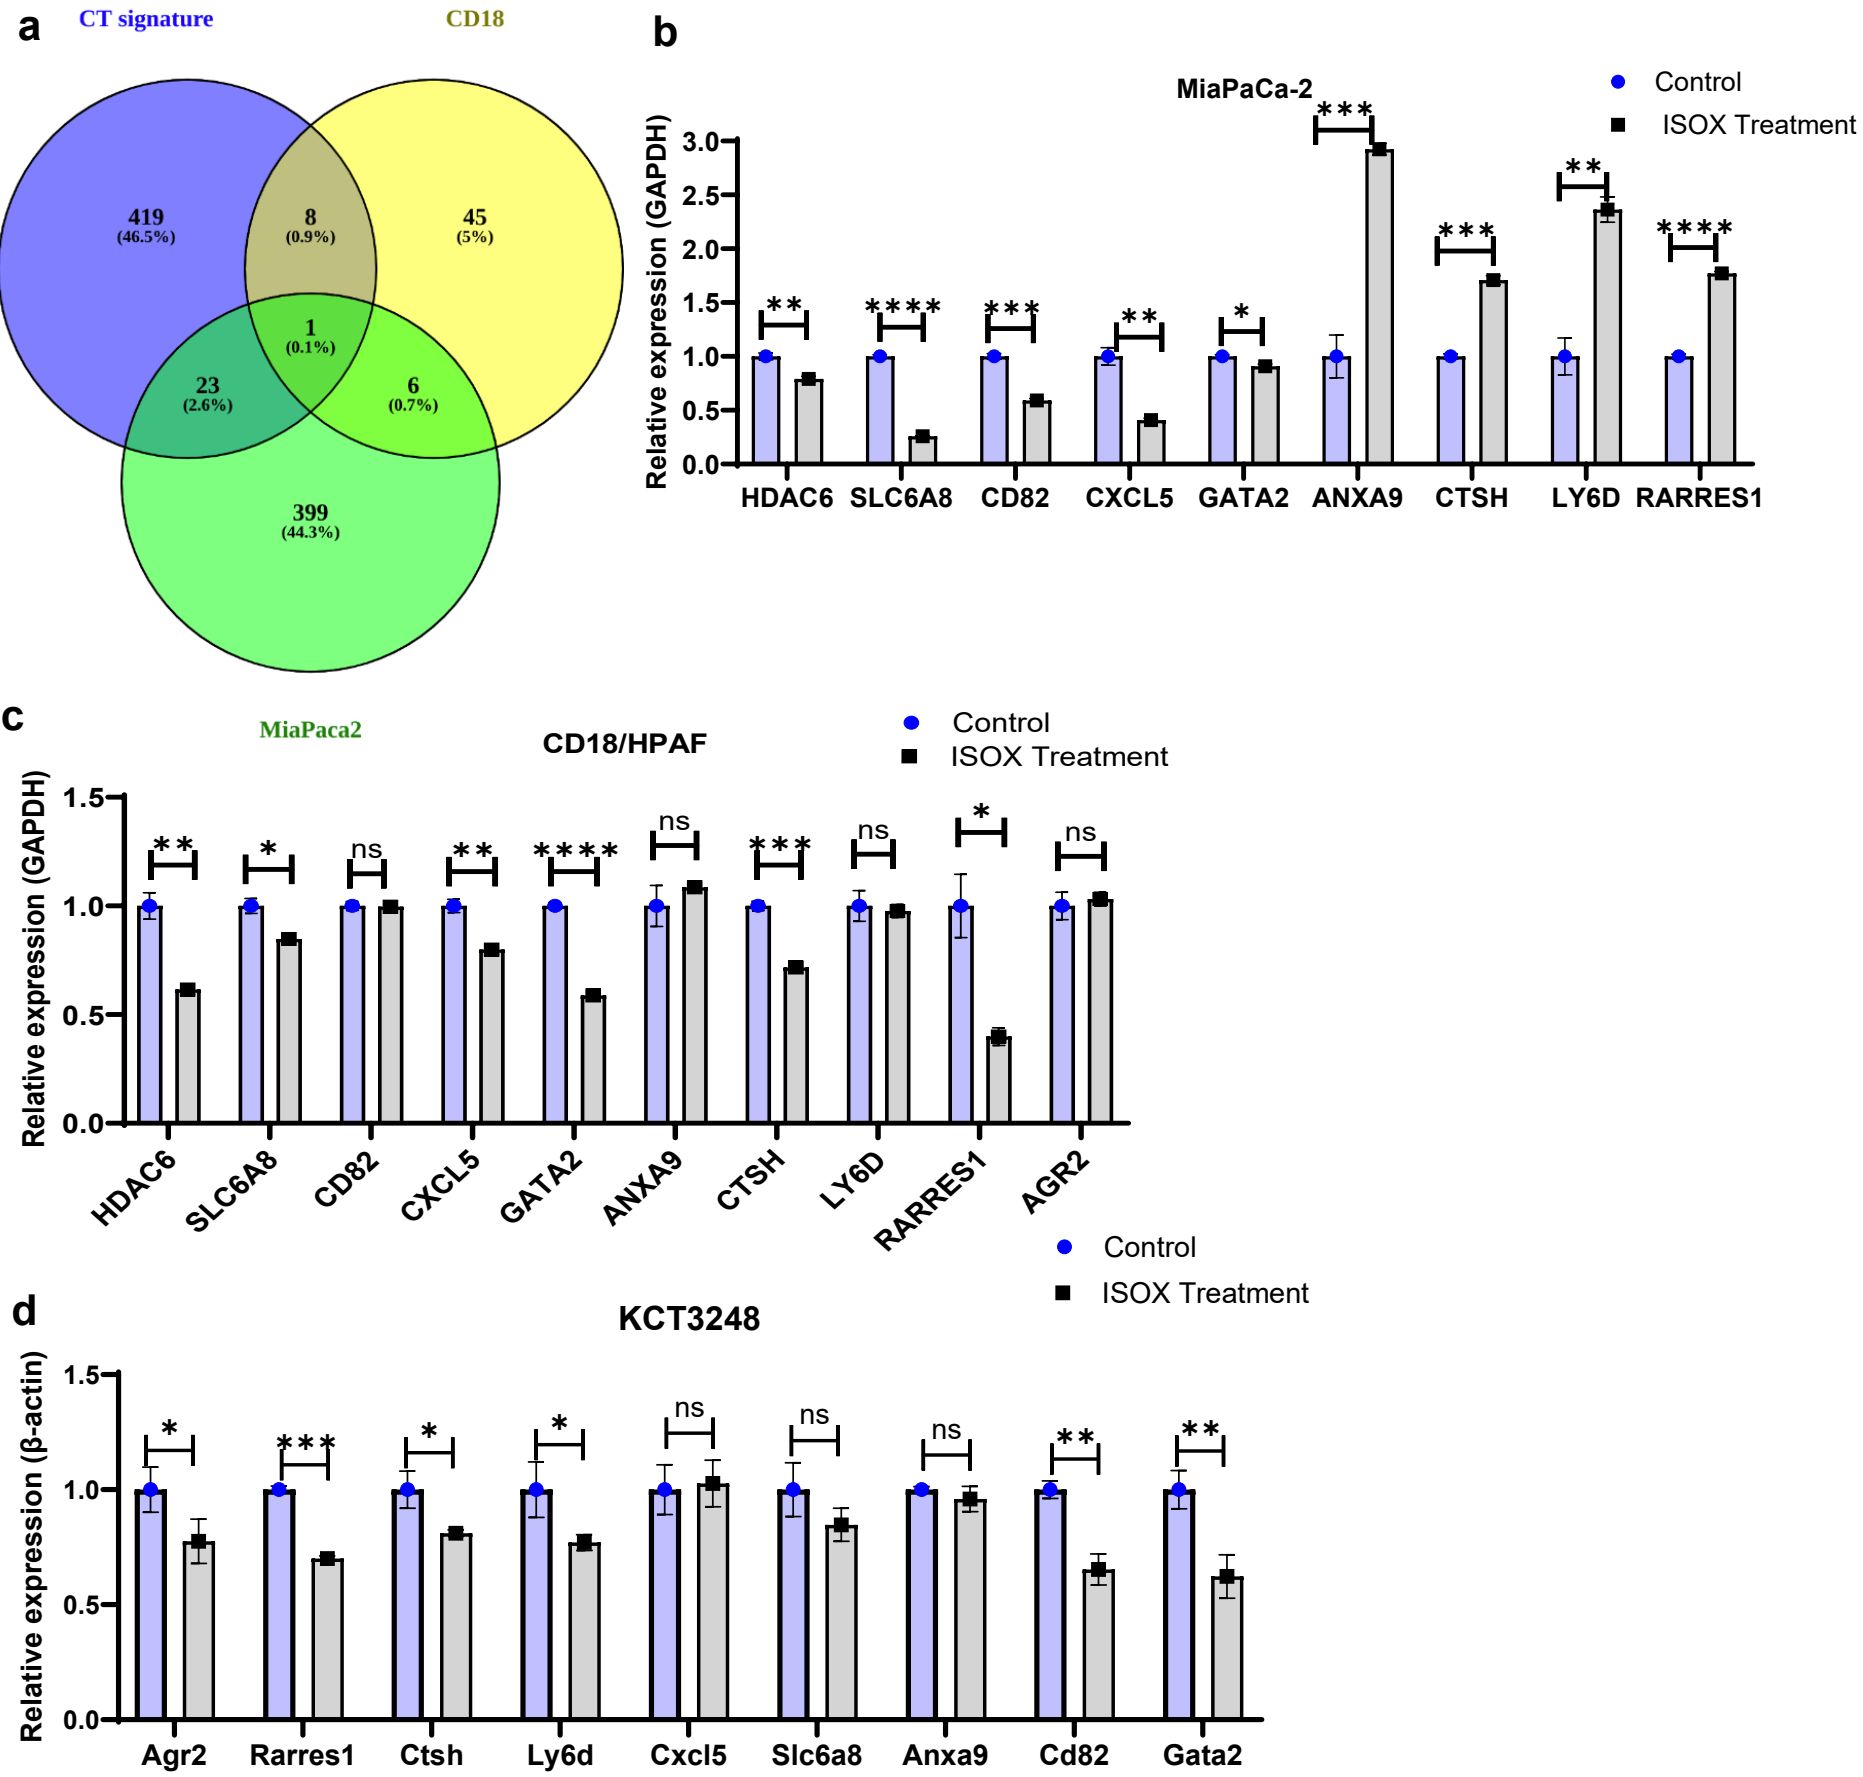

Supplementary Figure 16: Consensus between gene signatures of different transcriptomic data sets identifies commonly downregulated genes by ISOX. The Venn diagram compares the consensus between CT signature and genes downregulated in CD18/HPAF and MiaPaCa2 cells by ISOX treatment (**A**). The analysis identified 9 commonly affected genes in all three settings, and GATA2 is the most common gene predicted to be downregulated in all datasets. B-D Validation of differentially downregulated genes in response to ISOX and other HDAC6. The bar graph represents qPCR analysis of commonly affected 9 genes in human (MiaPaCa2 (**B**) and CD18/HPAF (**C**)) and mouse (KPC3248 (**D**)) PC cells. GATA2 is downregulated in both human and mouse PC cells. Error bars in the bar graphs represent s.d.

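At a q under 0.05 in the authors' deposited table, 61 features were lower with ISOX in CD18/HPAF cells, and 60 of them carry a gene name. This count of 60 matches the number of CD18/HPAF genes drawn in Supplementary Fig. 16a. Counted over all features, named or not, 26 fell by more than 2-fold and 60 by more than 1.5-fold. The latter 60 includes an unnamed feature with a log2 fold change of −0.72, so it is not the same set as the 60 named genes.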

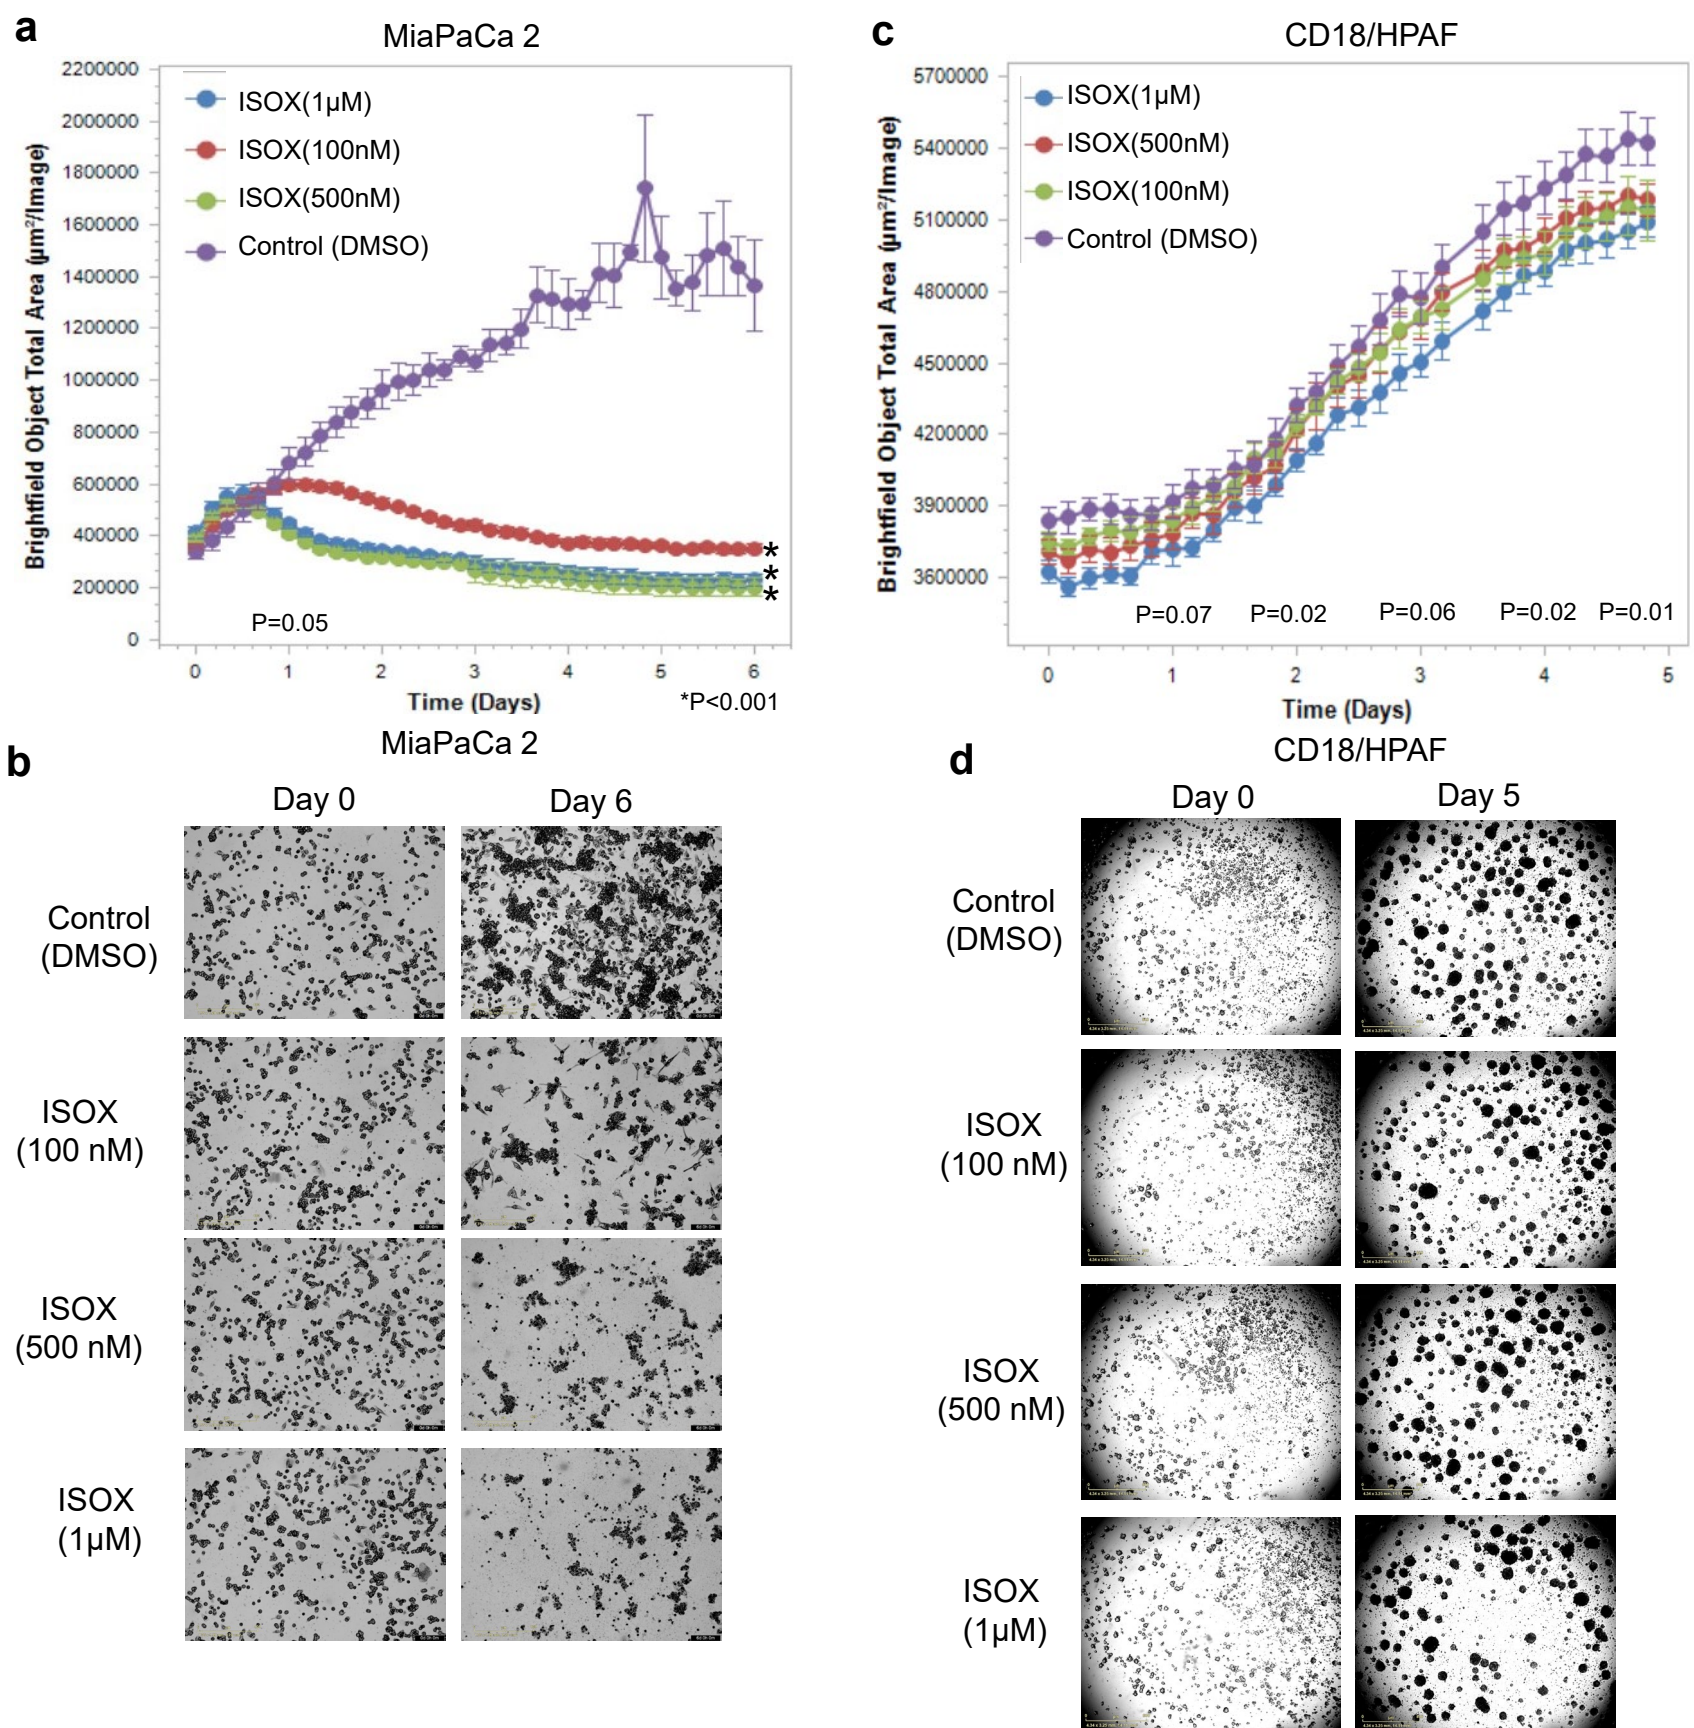

Supplementary Figure 17: Effect of ISOX on MiaPaca-2 and CD18/HPAF spheroids growth. The line graph of MiaPaCa2 (**A**) and CD18/HPAF (**C**) shows the changes in the spheroid growth as monitored using an incucyte live imaging system, and data analyzed using incucyte essence software and plotted as total area ($\mu\text{m}^2/\text{image}$) to each treatment condition. The experiment was performed in sextuples for 5-6 days, and DMSO was used as vehicle control. Brightfield images of MiaPaCa2 (The magnification bar in the images represents $400\text{ }\mu\text{m}$) (**B**) and CD18/HPAF (The magnification bar in the images represents $800\text{ }\mu\text{m}$) (**D**) spheroids at 0 and 6 days of treatment with ISOX at 100nM , 500nM , and $1\mu\text{M}$, captured on Incucyte live imaging system SX3. Error bars in the line graph represent s.d.

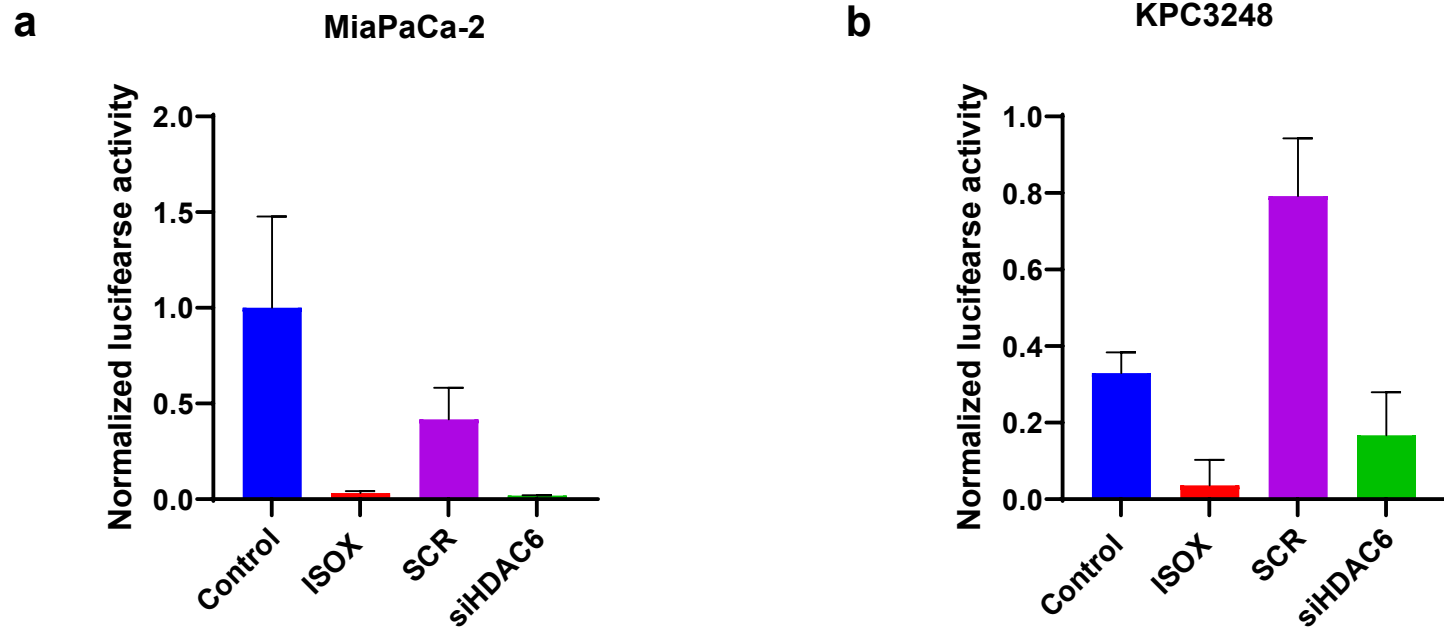

Supplementary Figure 18: ISOX affecting WNT- β -catenin signaling. Wnt/ β -catenin pathway activity in MiaPaCa-2 and KCT3248 cells was measured 24 hours post-treatment with ISOX (500nM). The experiment used a TCF/LEF reporter kit and followed standard manufacturer instructions. The assay was performed in quadruplicates. The luciferase activity was normalized for untreated cells and negative vector control. The bar graph demonstrates a decrease in luciferase activity upon ISOX treatment in human MiaPaCa2 (**A**) and murine (KPC3248) (**B**) PC cells. HDAC6-specific siRNA also exhibited similar results in controlling WNT- β -catenin signaling in PC cells (**A** and **B**). Error bars in the bar graph represent standard error of the mean (s.e.m).

Supplementary Figure 19: Uncropped scans of the most important blots in Figure 1 and 2

Figure 1g

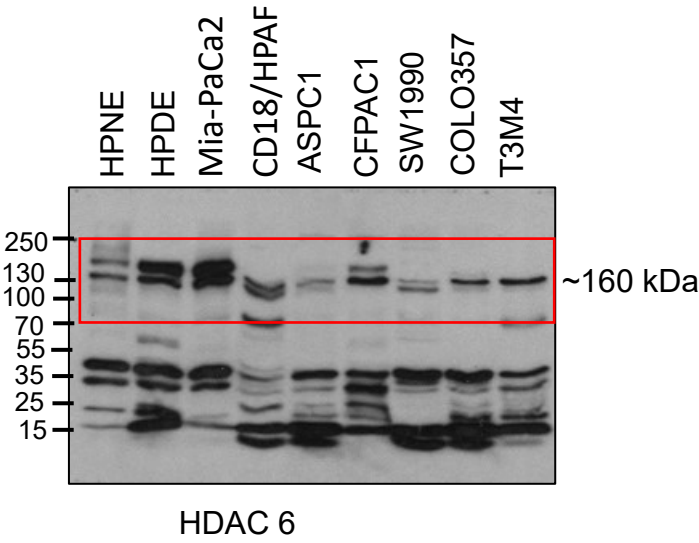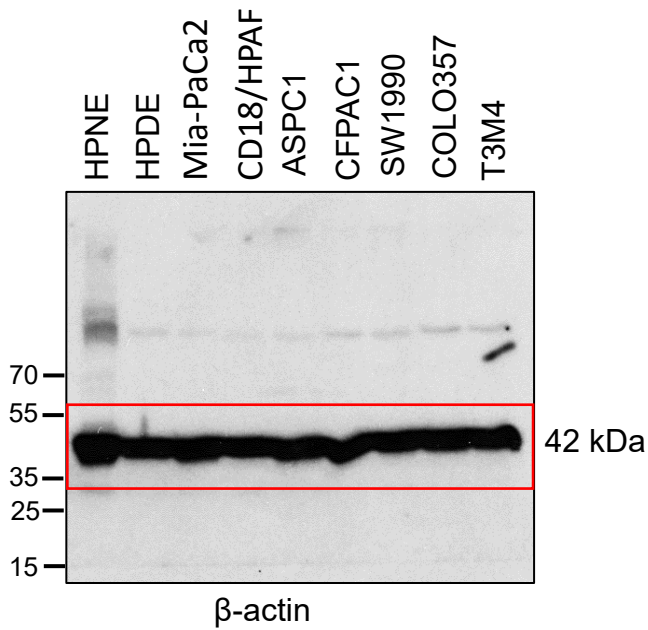

Figure 2c

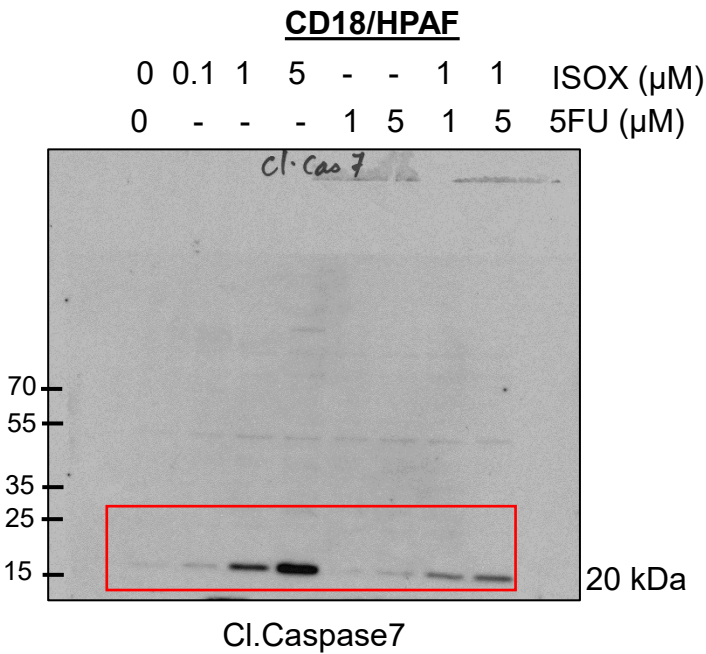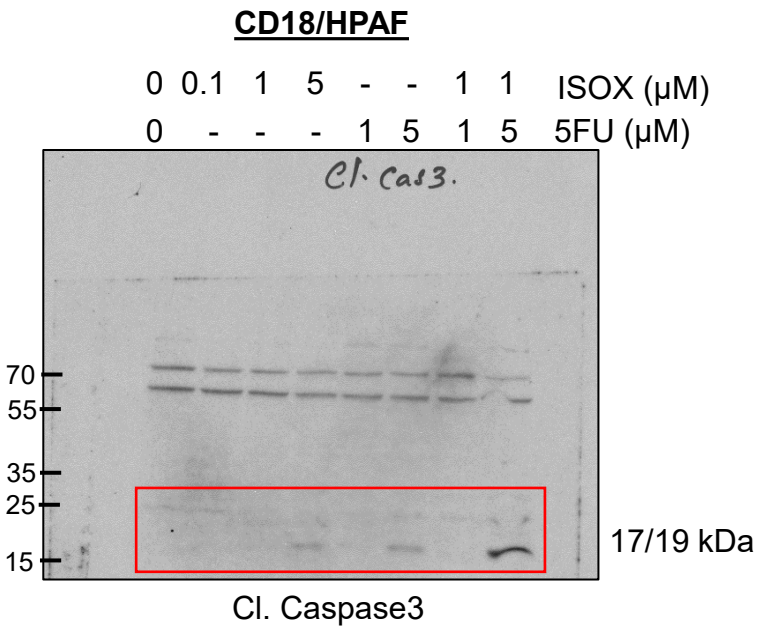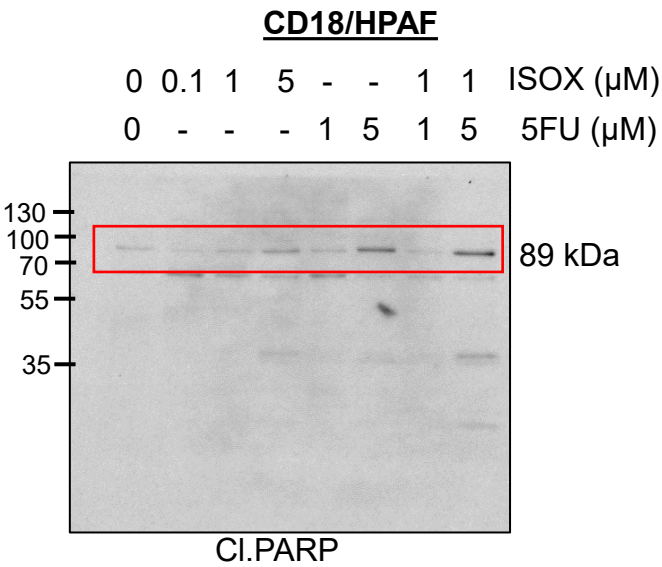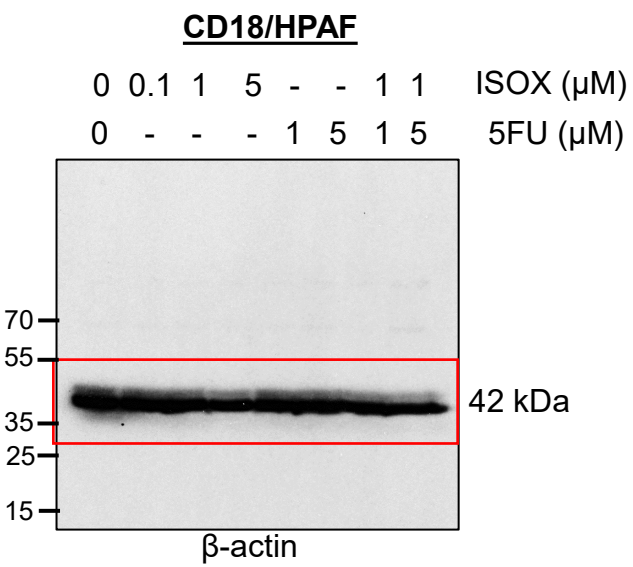

Supplementary Figure 20: Uncropped scans of the most important blots in Figure 2

Figure 2c

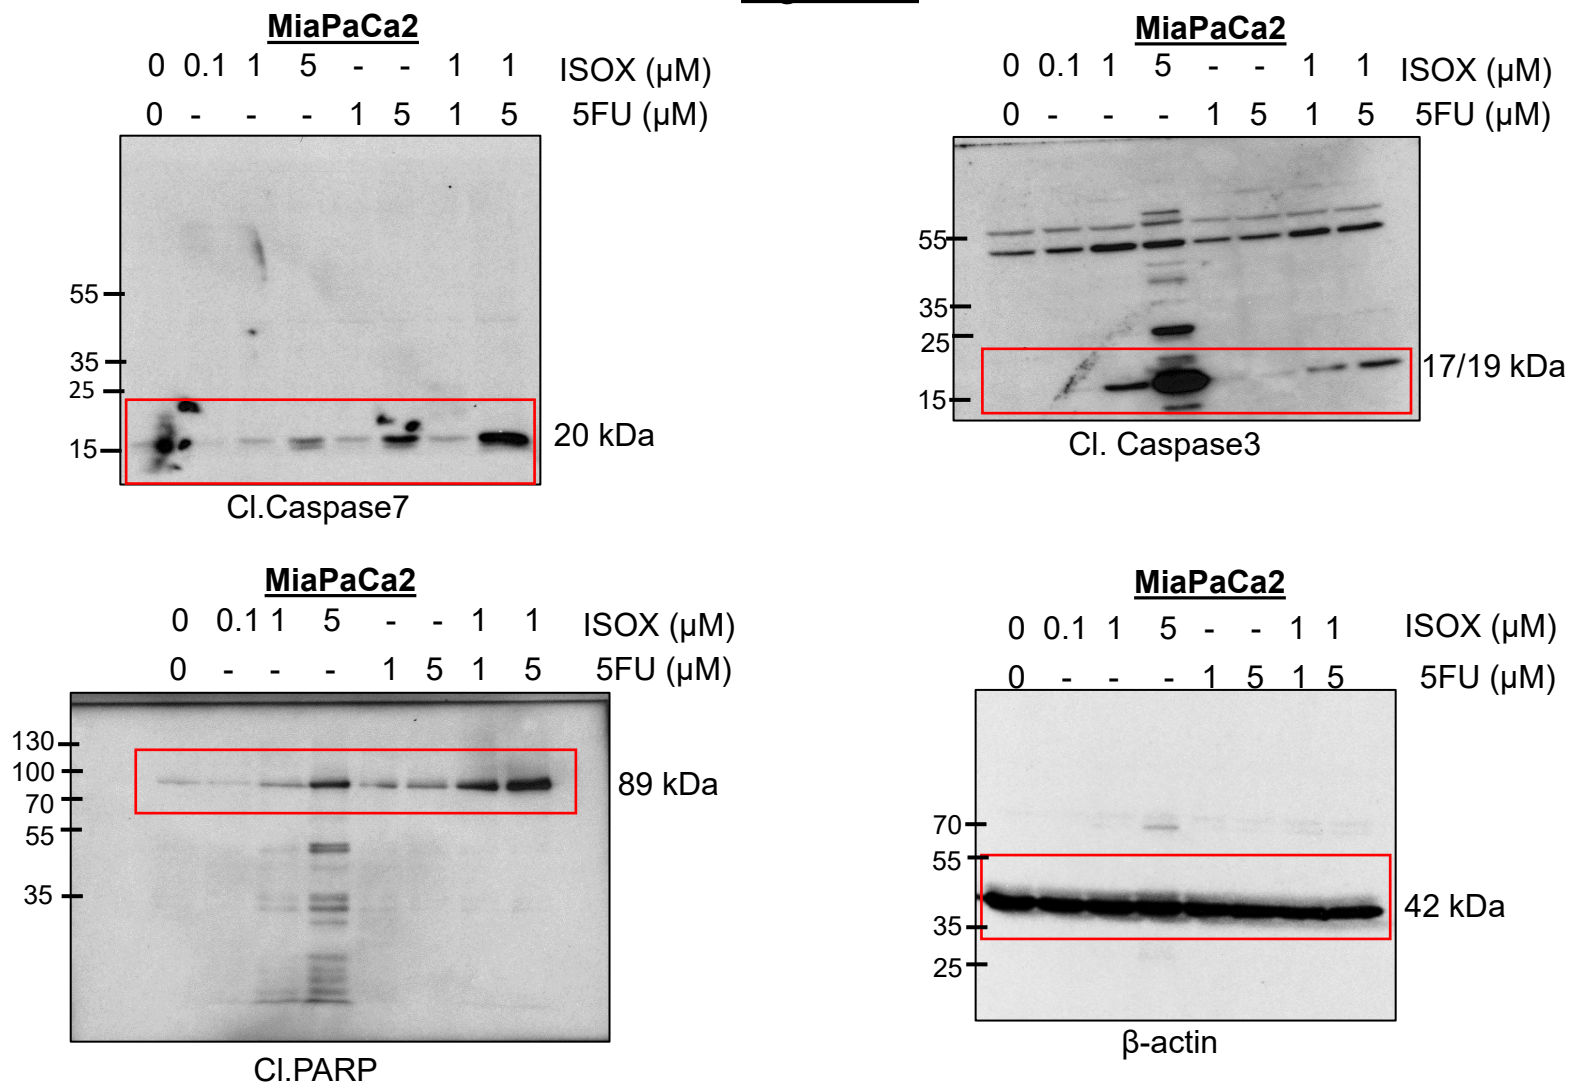

Figure 2d

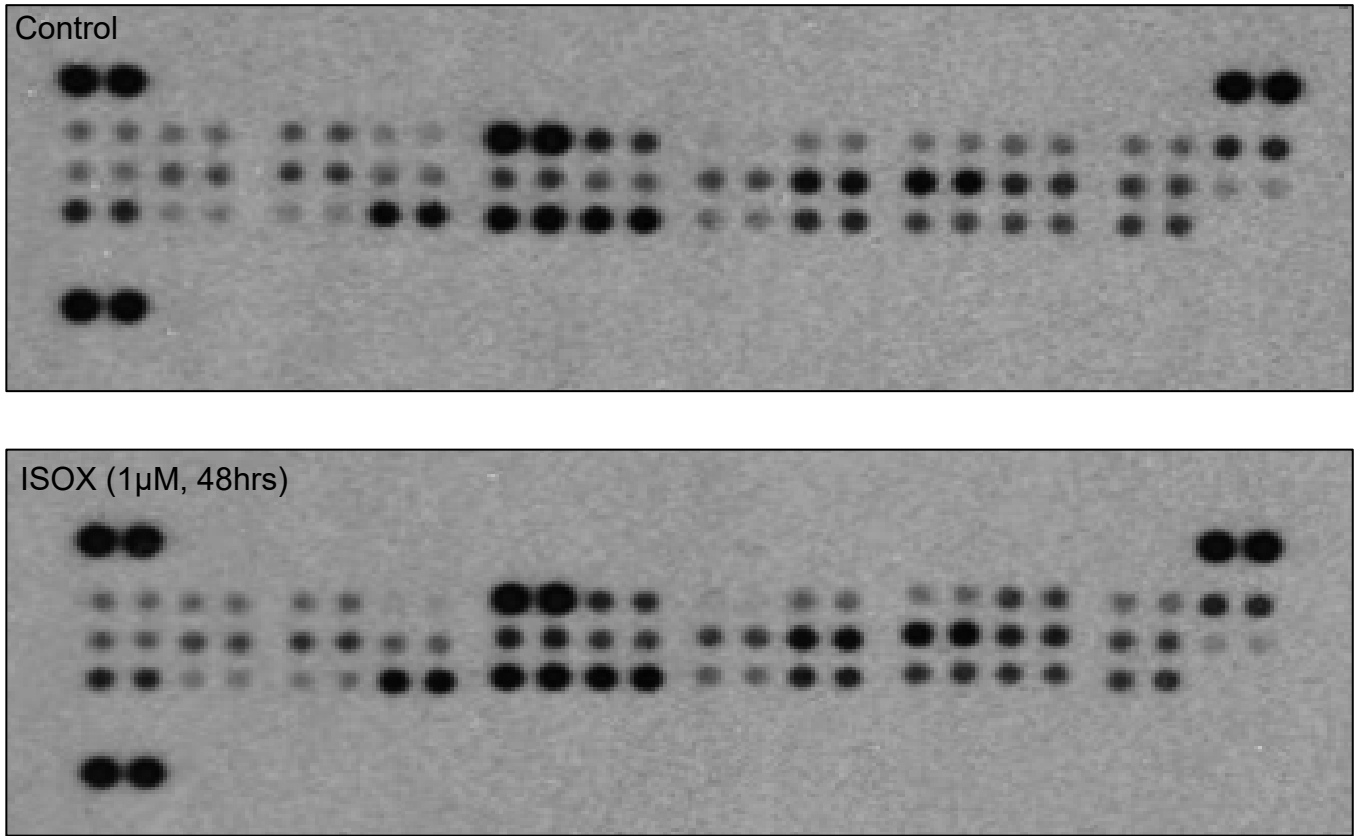

Supplementary Figure 21: Uncropped scans of the most important blots in Figure 5

Figure 5d

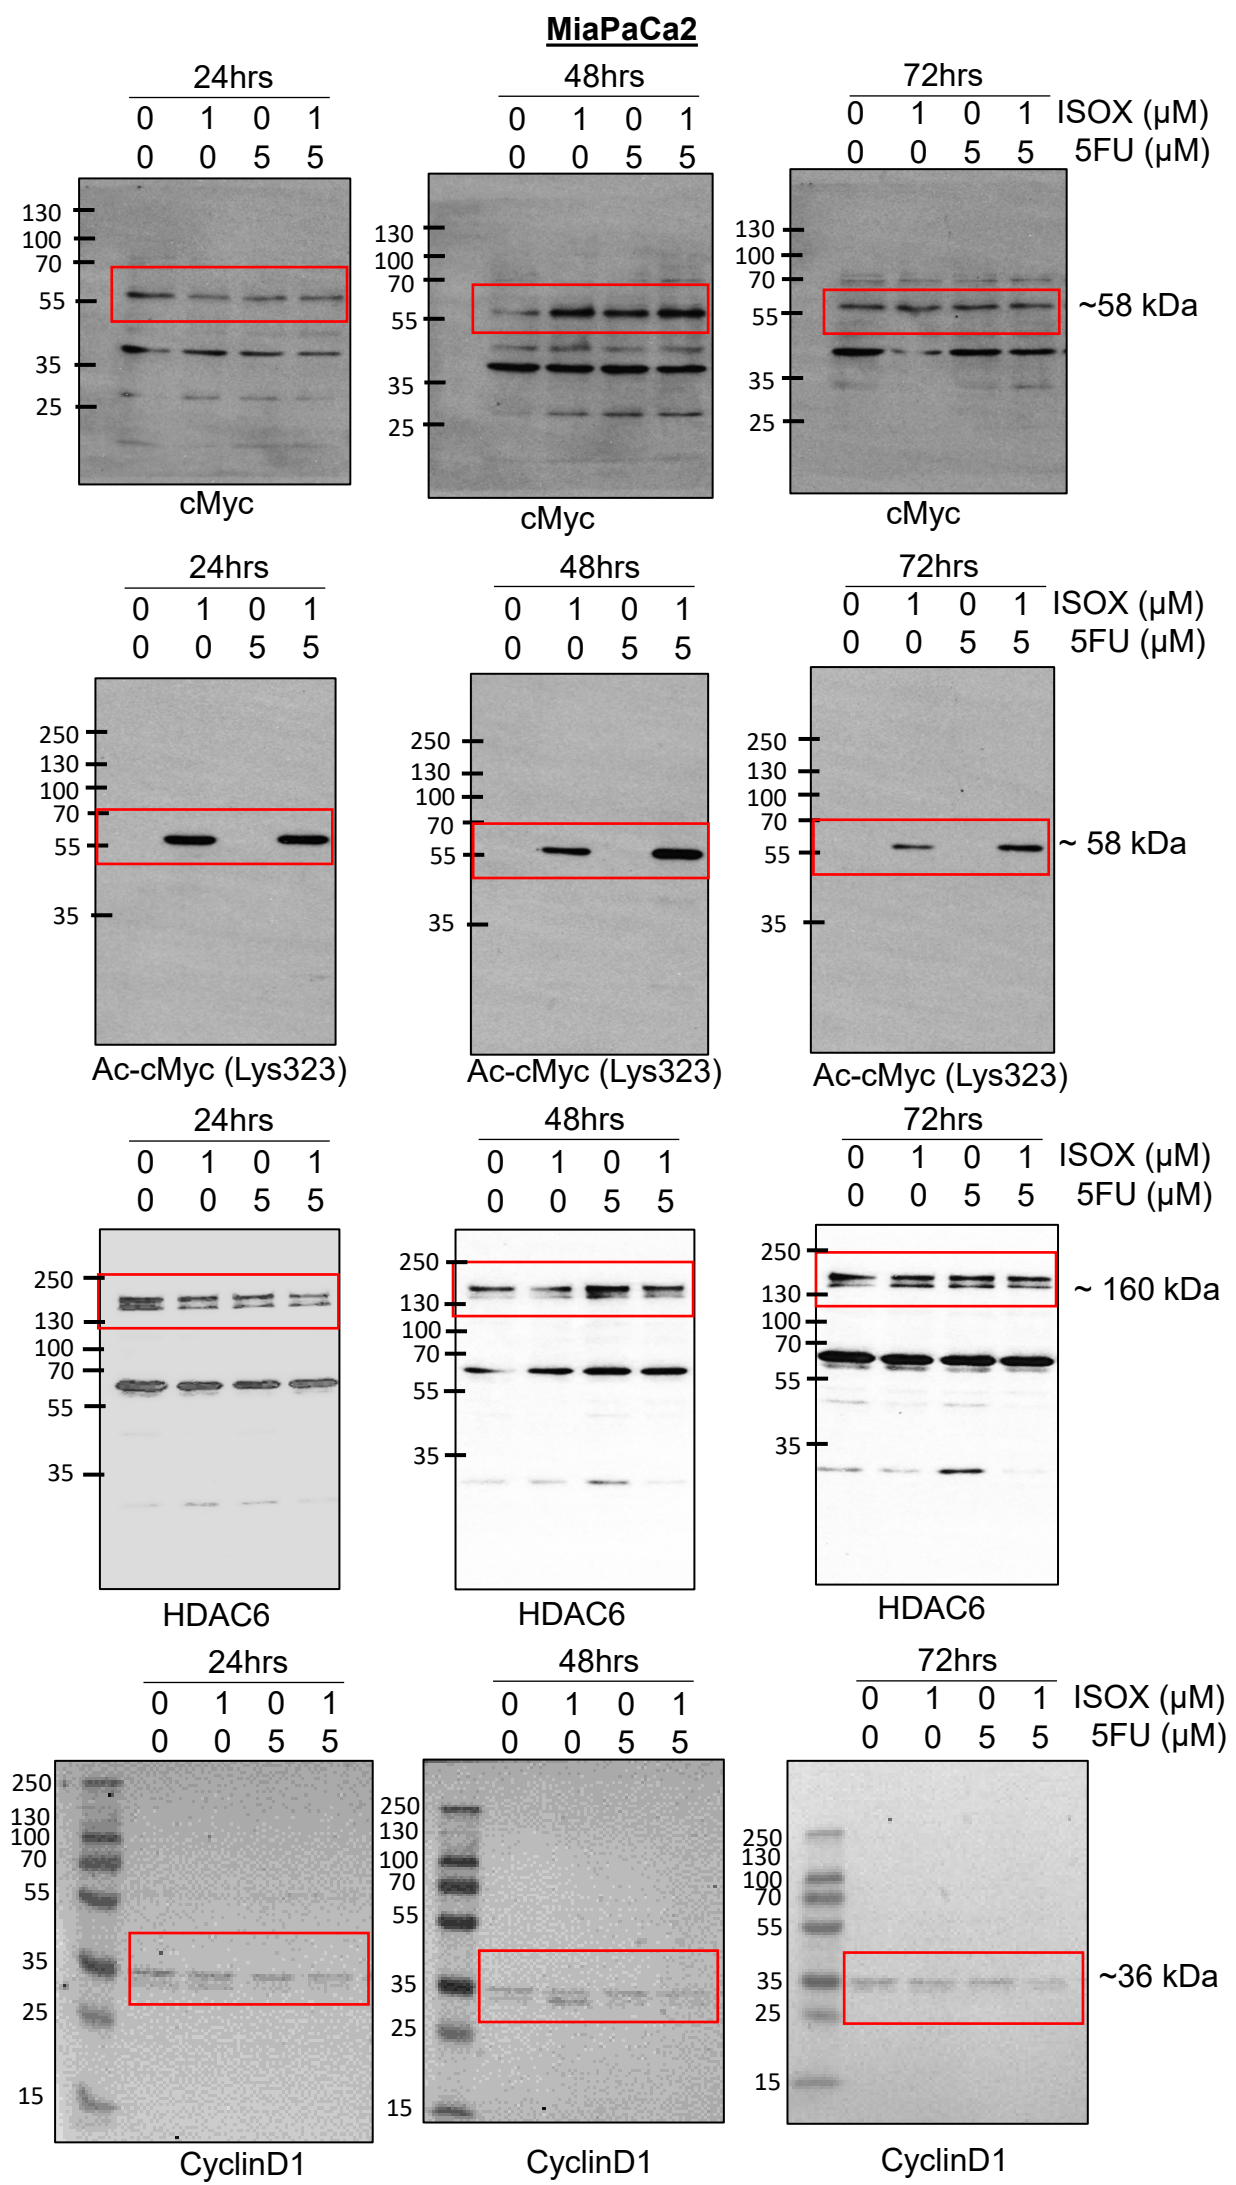

Supplementary Figure 22: Uncropped scans of the most important blots in Figure 5

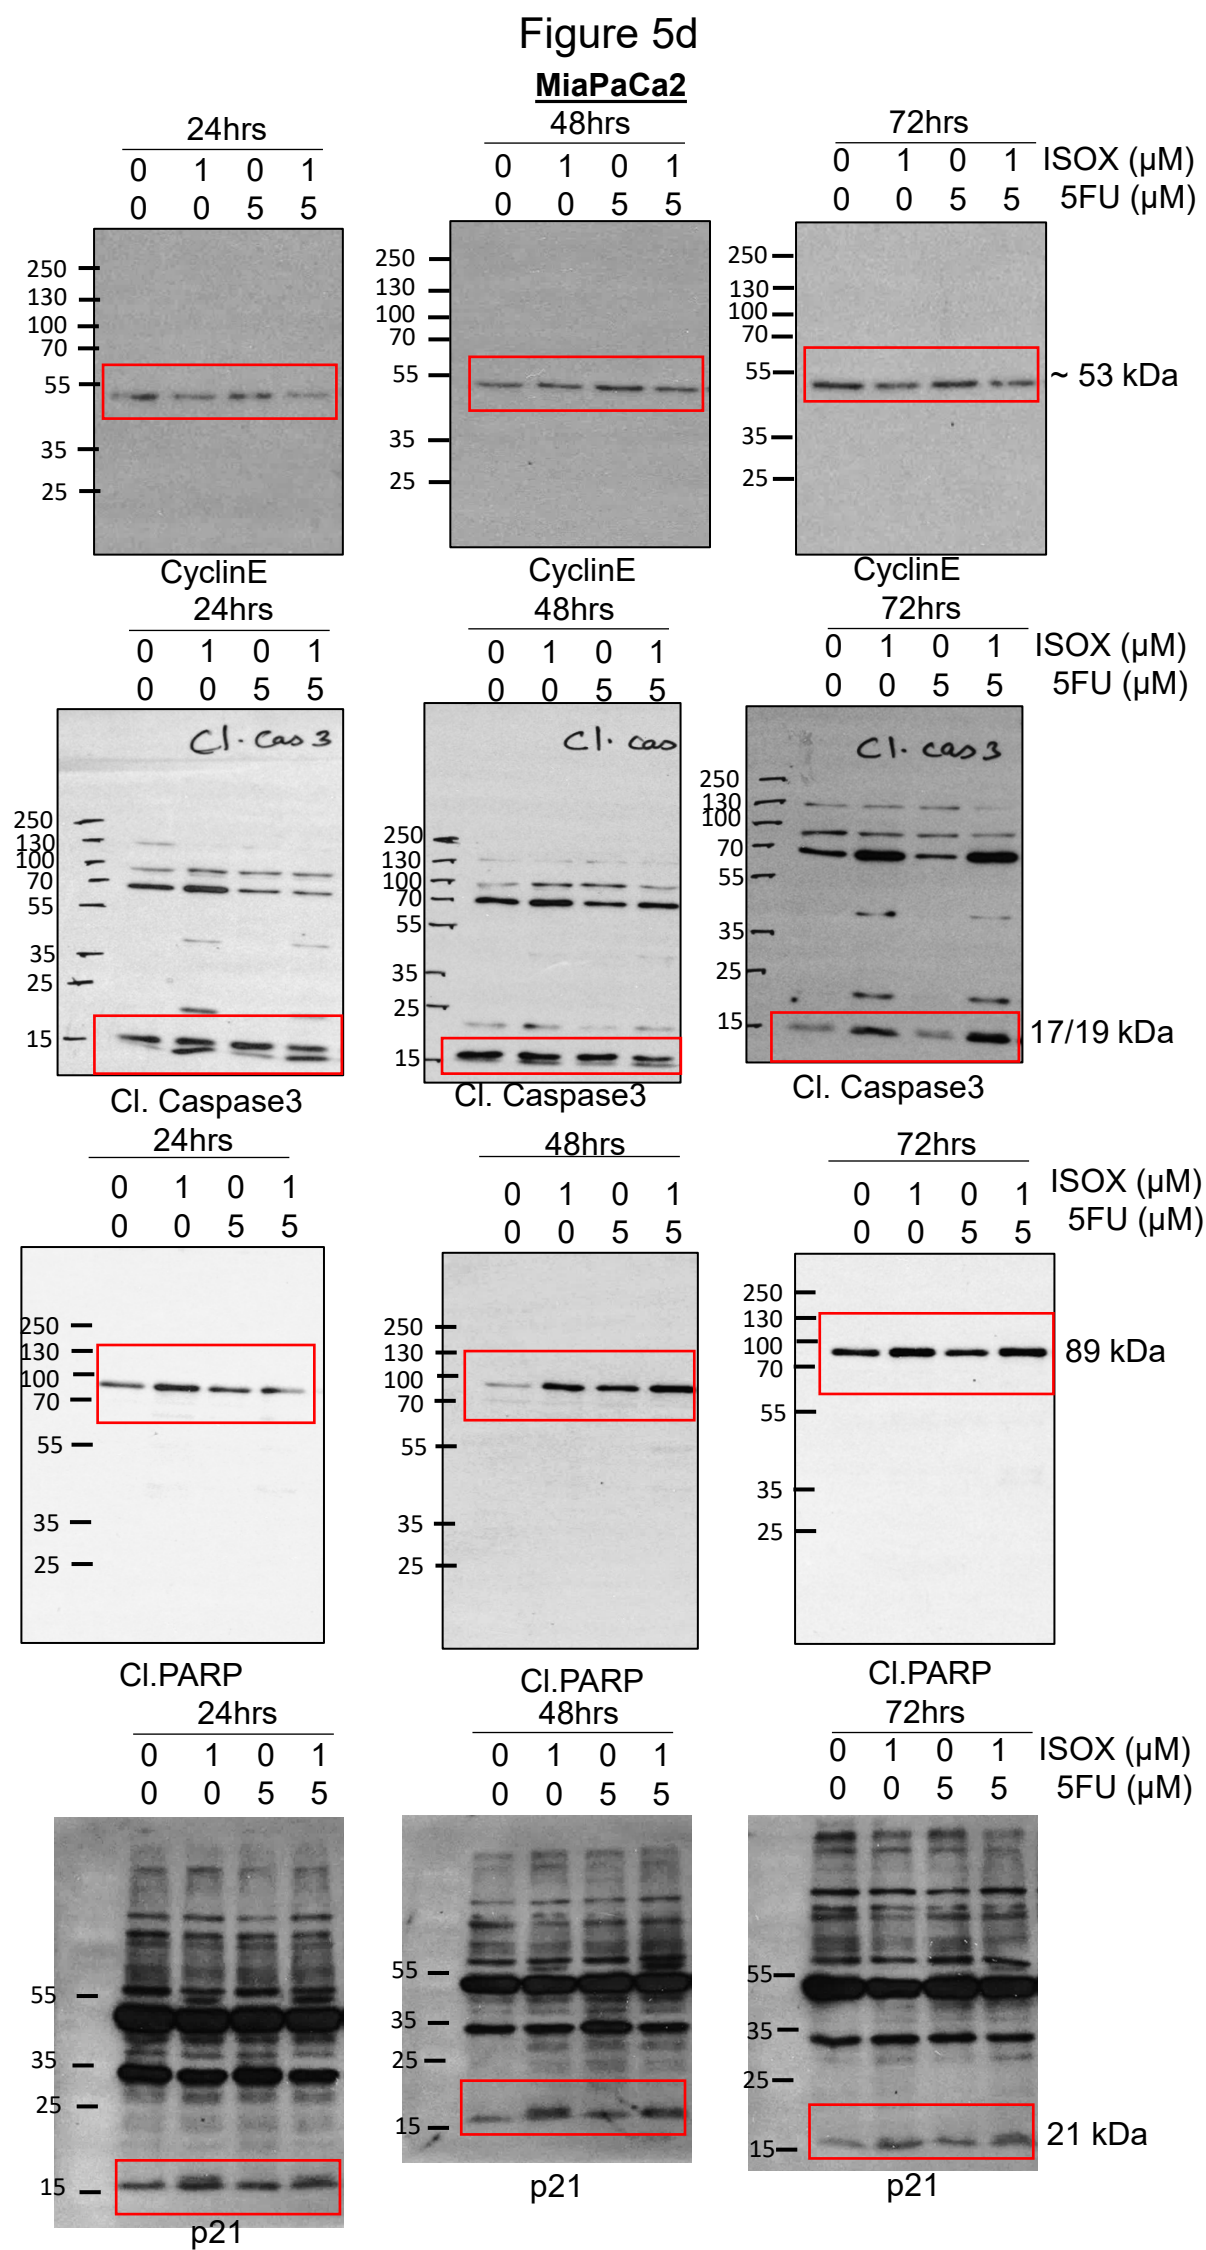

Supplementary Figure 23: Uncropped scans of the most important blots in Figure 5

Figure 5d

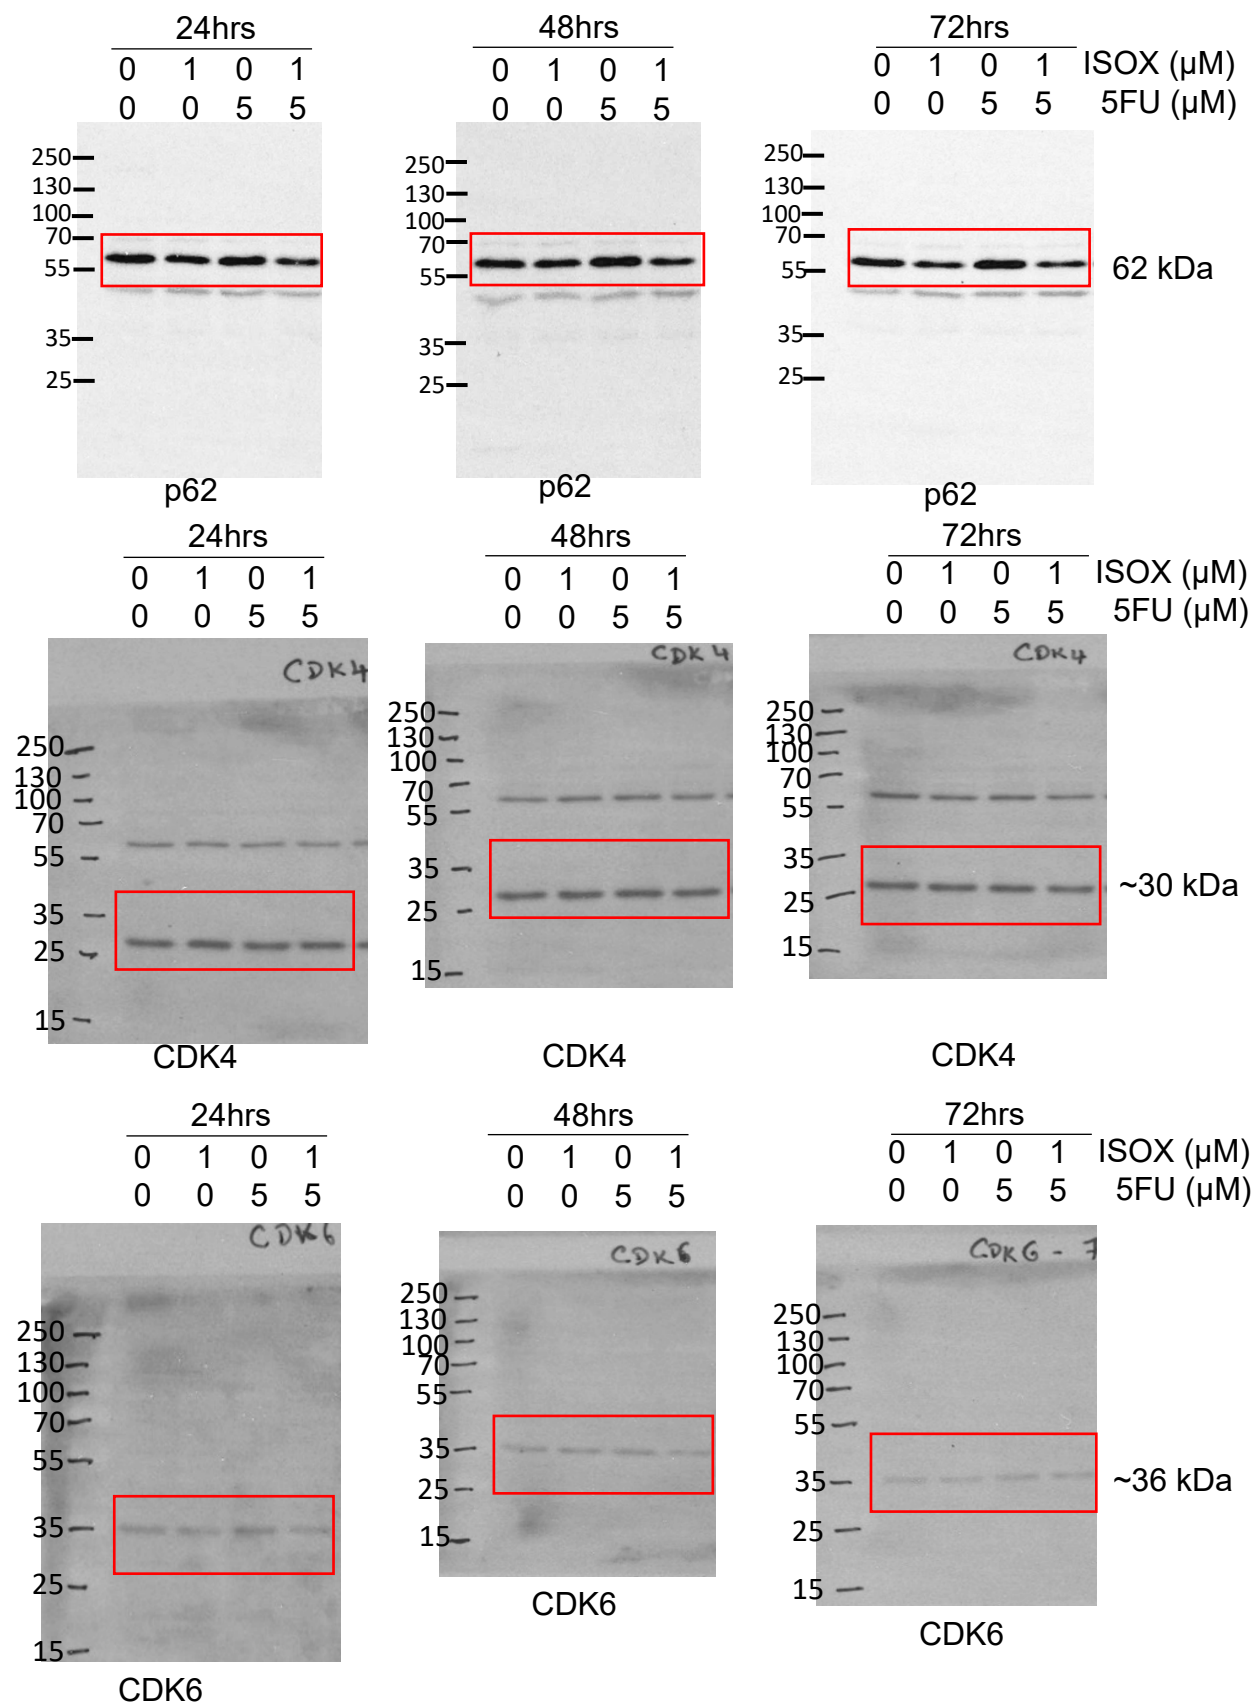

Supplementary Figure 24: Uncropped scans of the most important blots in Figure 5

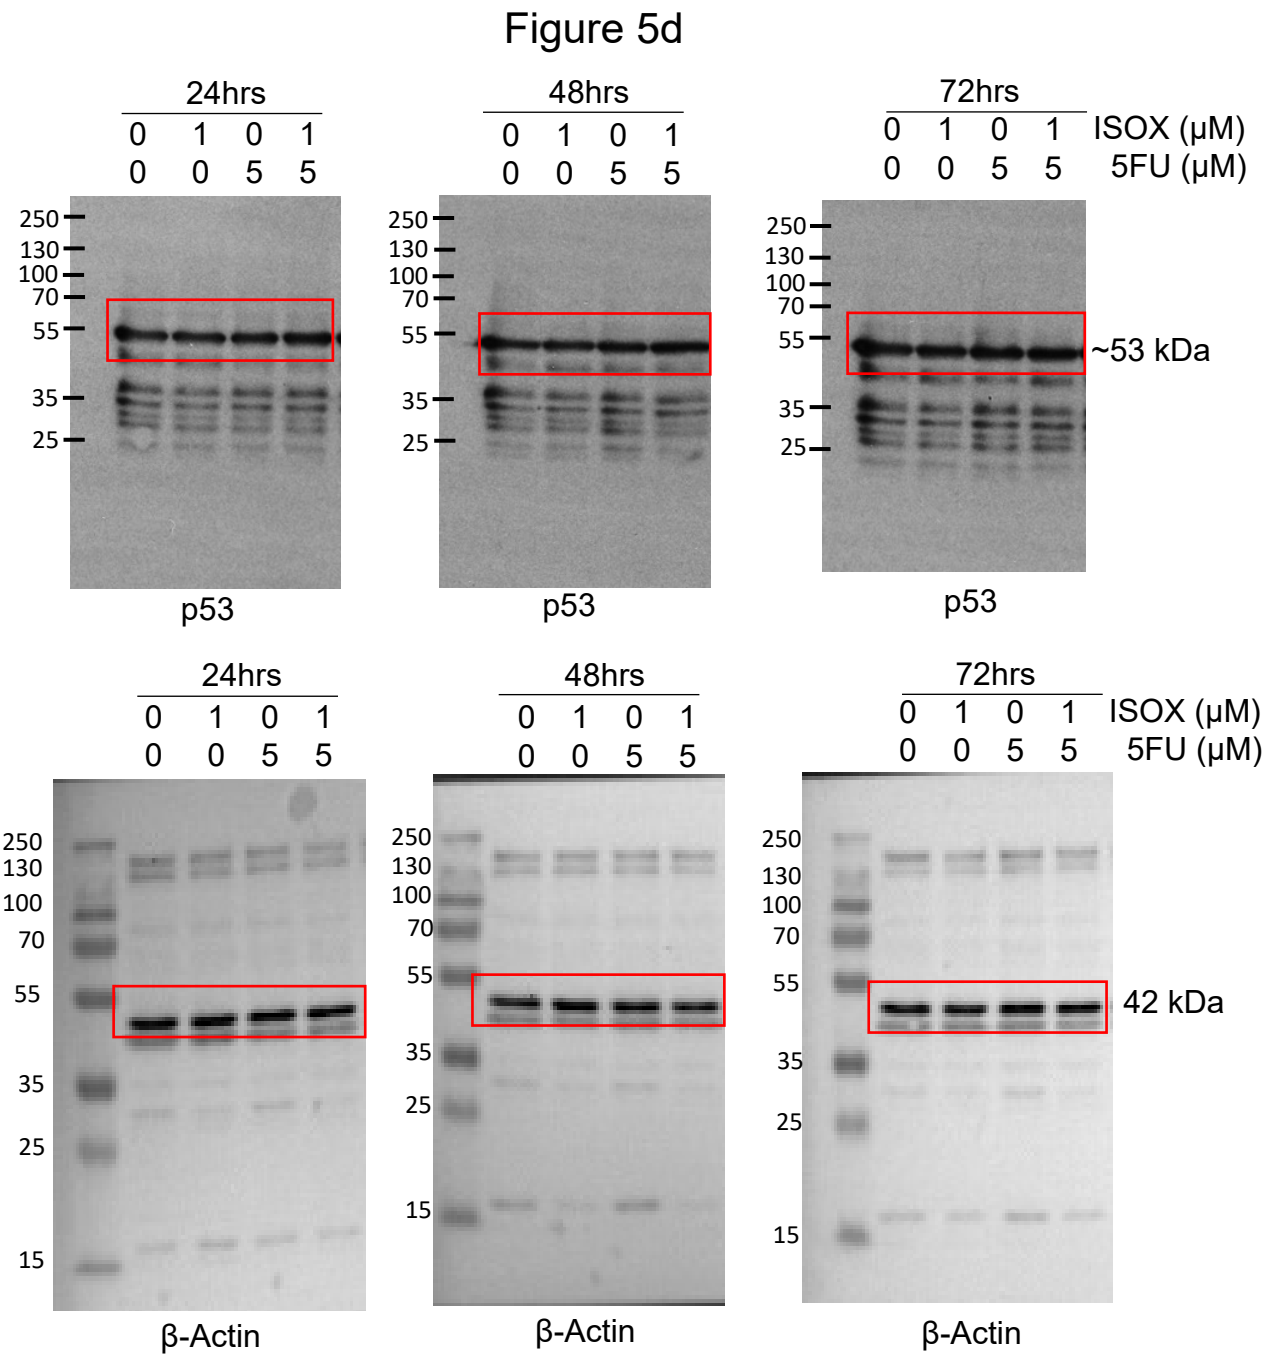

Supplementary Figure 25: Uncropped scans of the most important blots in Figure 5

Figure 5e

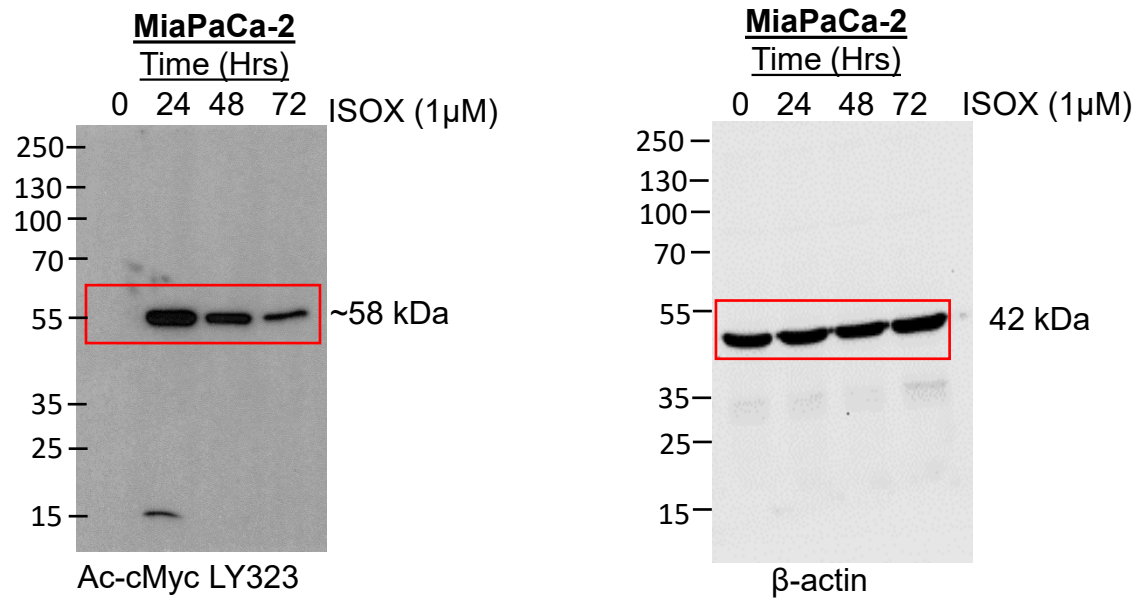

Figure 5f

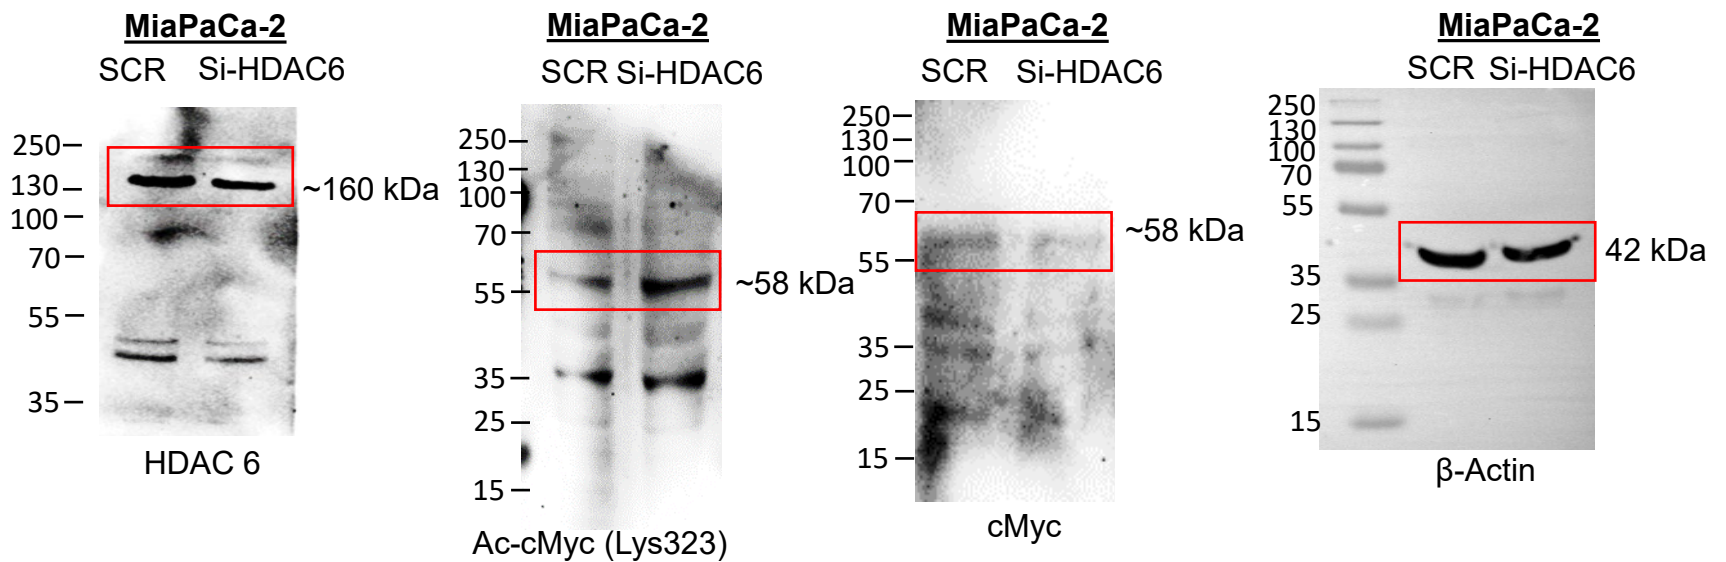

Figure 5i

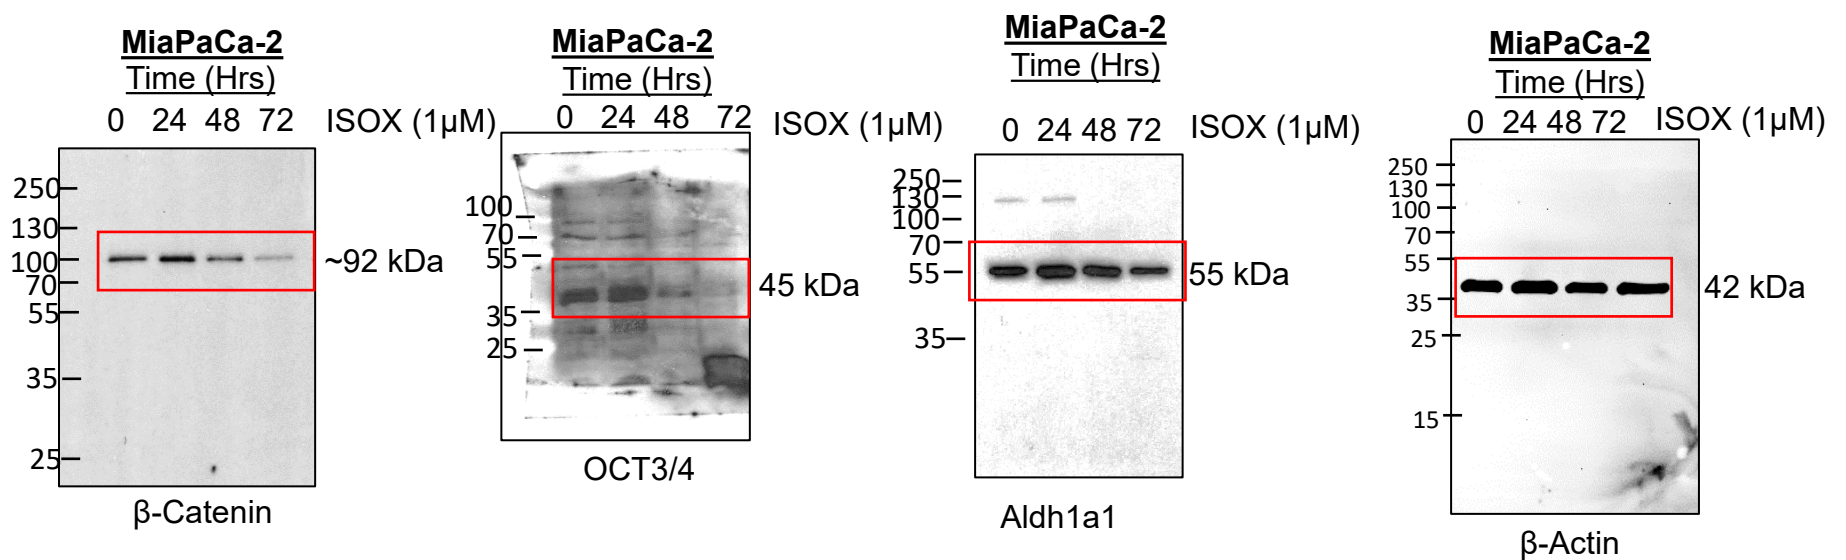

Supplementary Figure 26: Uncropped scans of the most important blots in Figure 5

Figure 5j

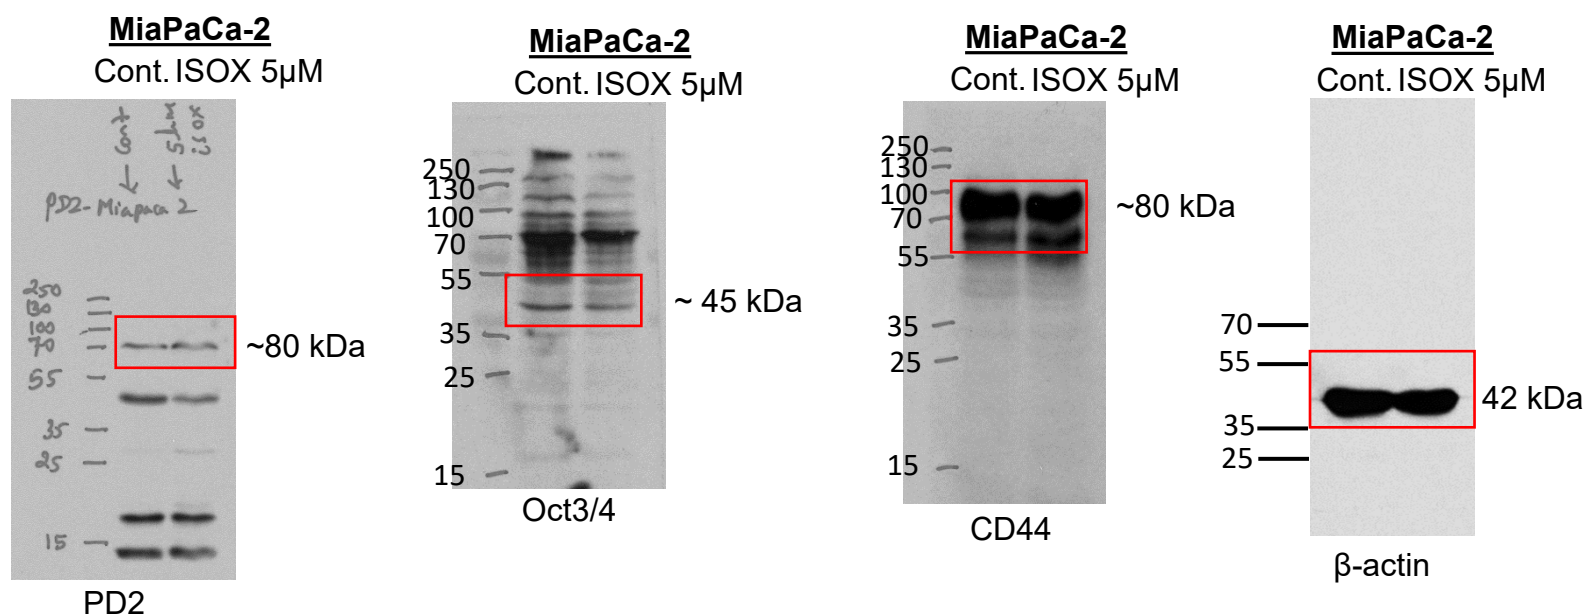

Figure 5k

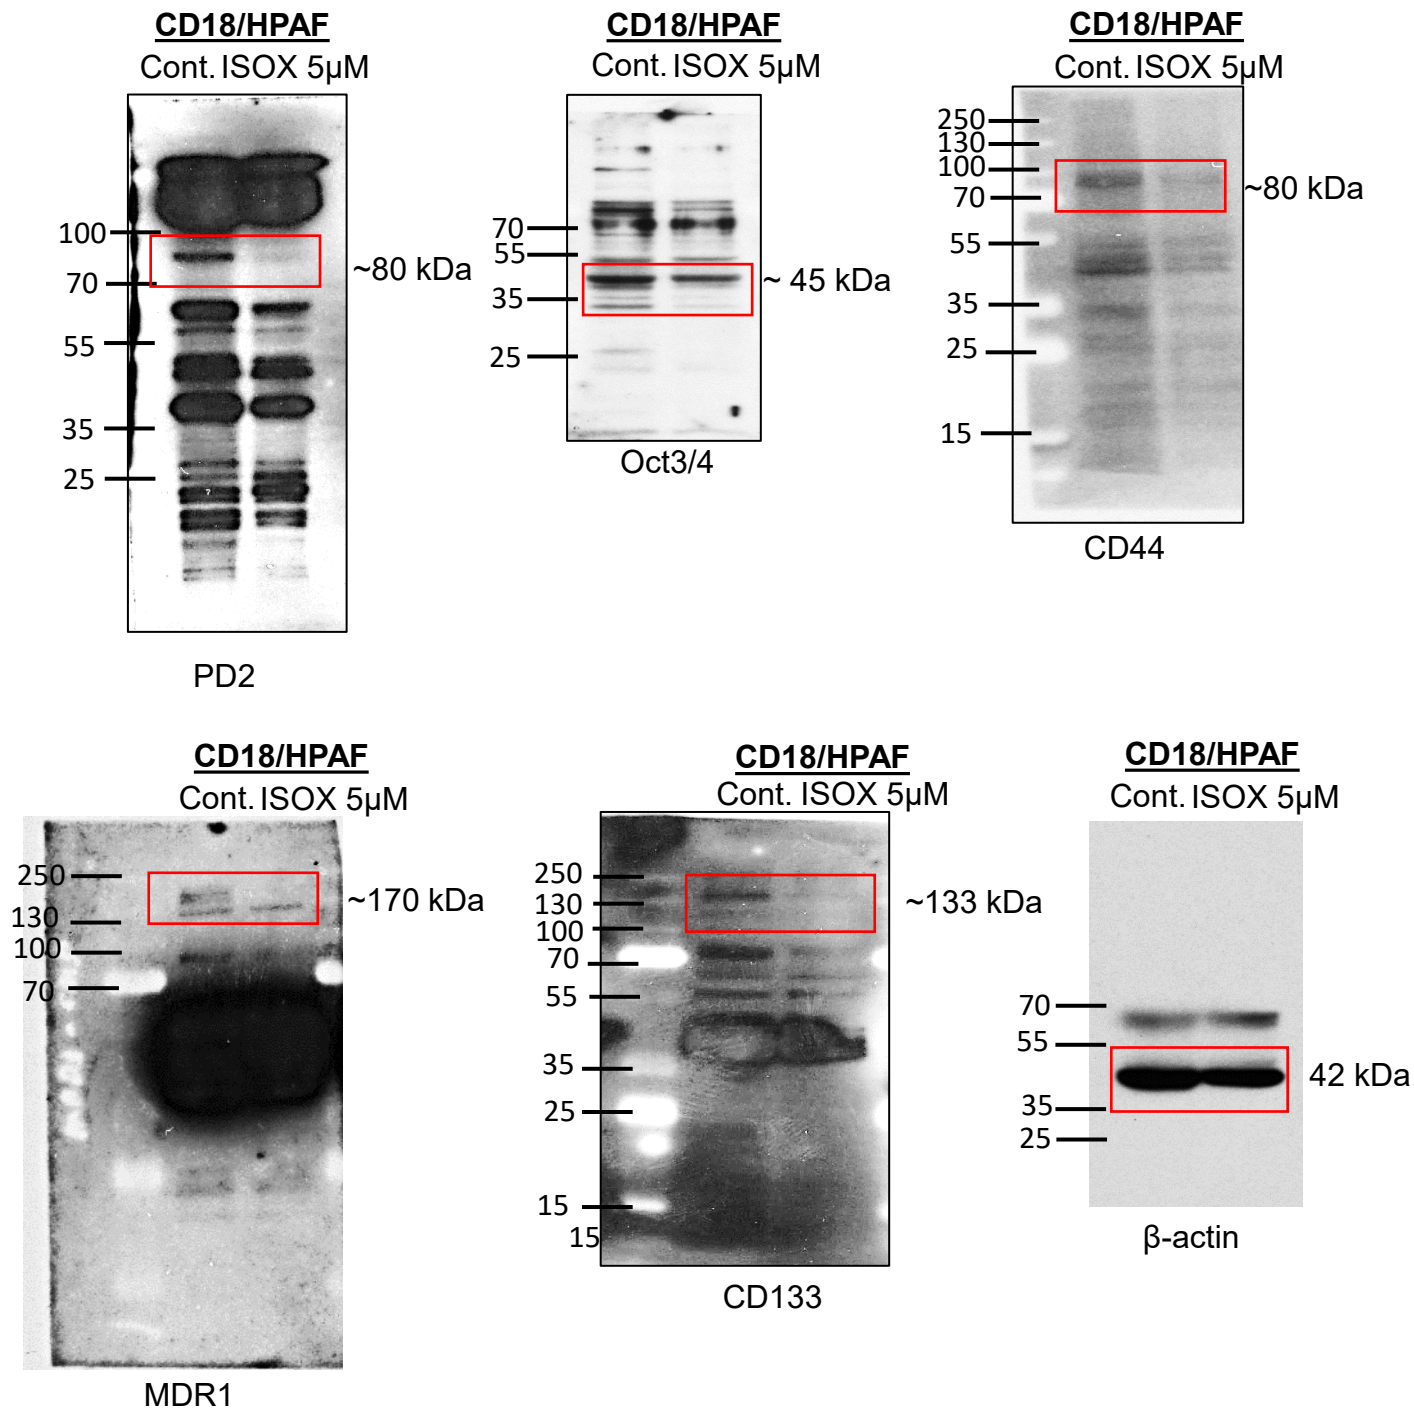

Supplementary Figure 27: Uncropped scans of the most important blots in Supplementary Figure 5e and f

Supplementary Figure 5e

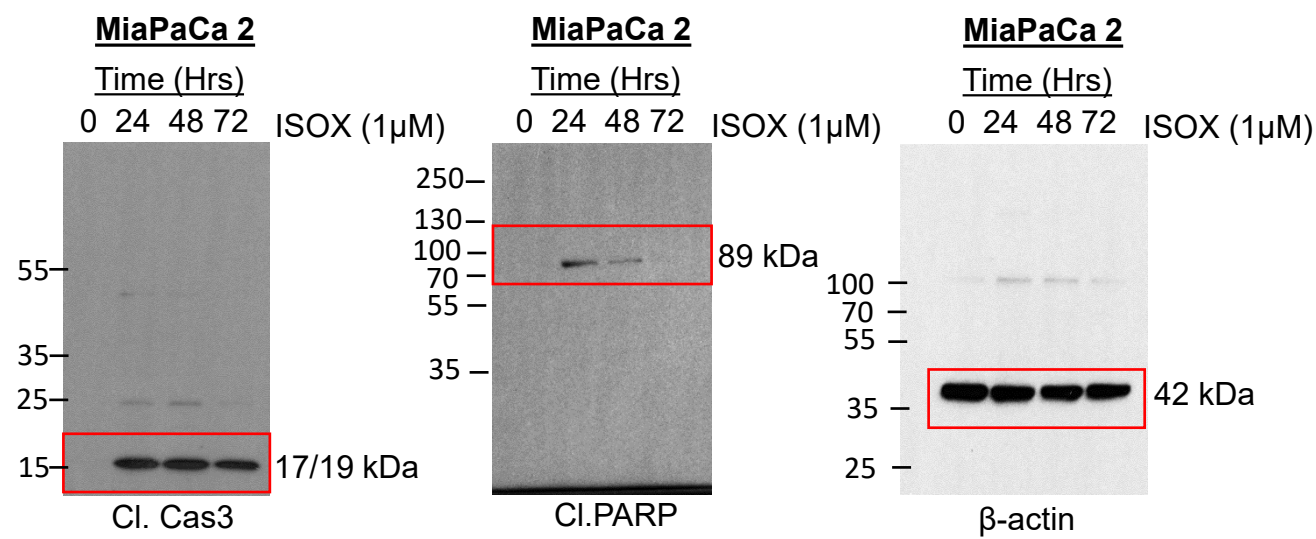

Supplementary Figure 5f

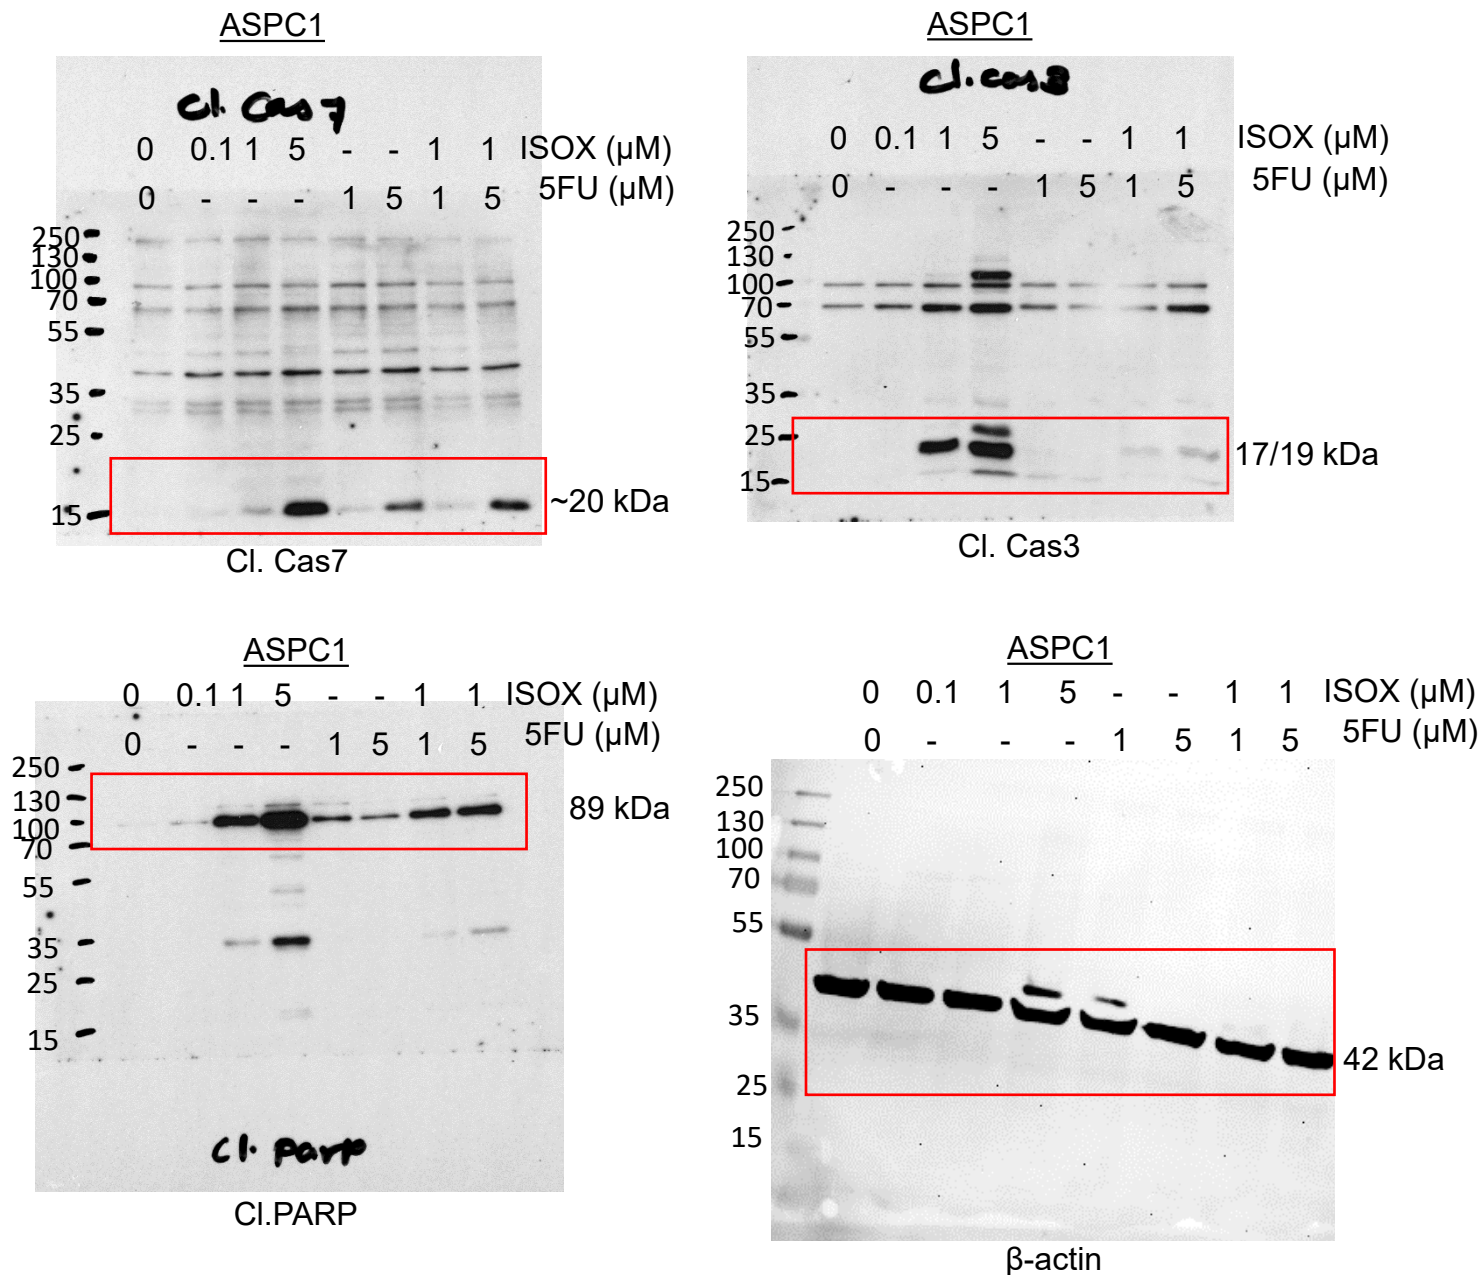

Supplementary Figure 28: Uncropped scans of the most important blots in
Supplementary Figure 5f

Supplementary Figure 5f

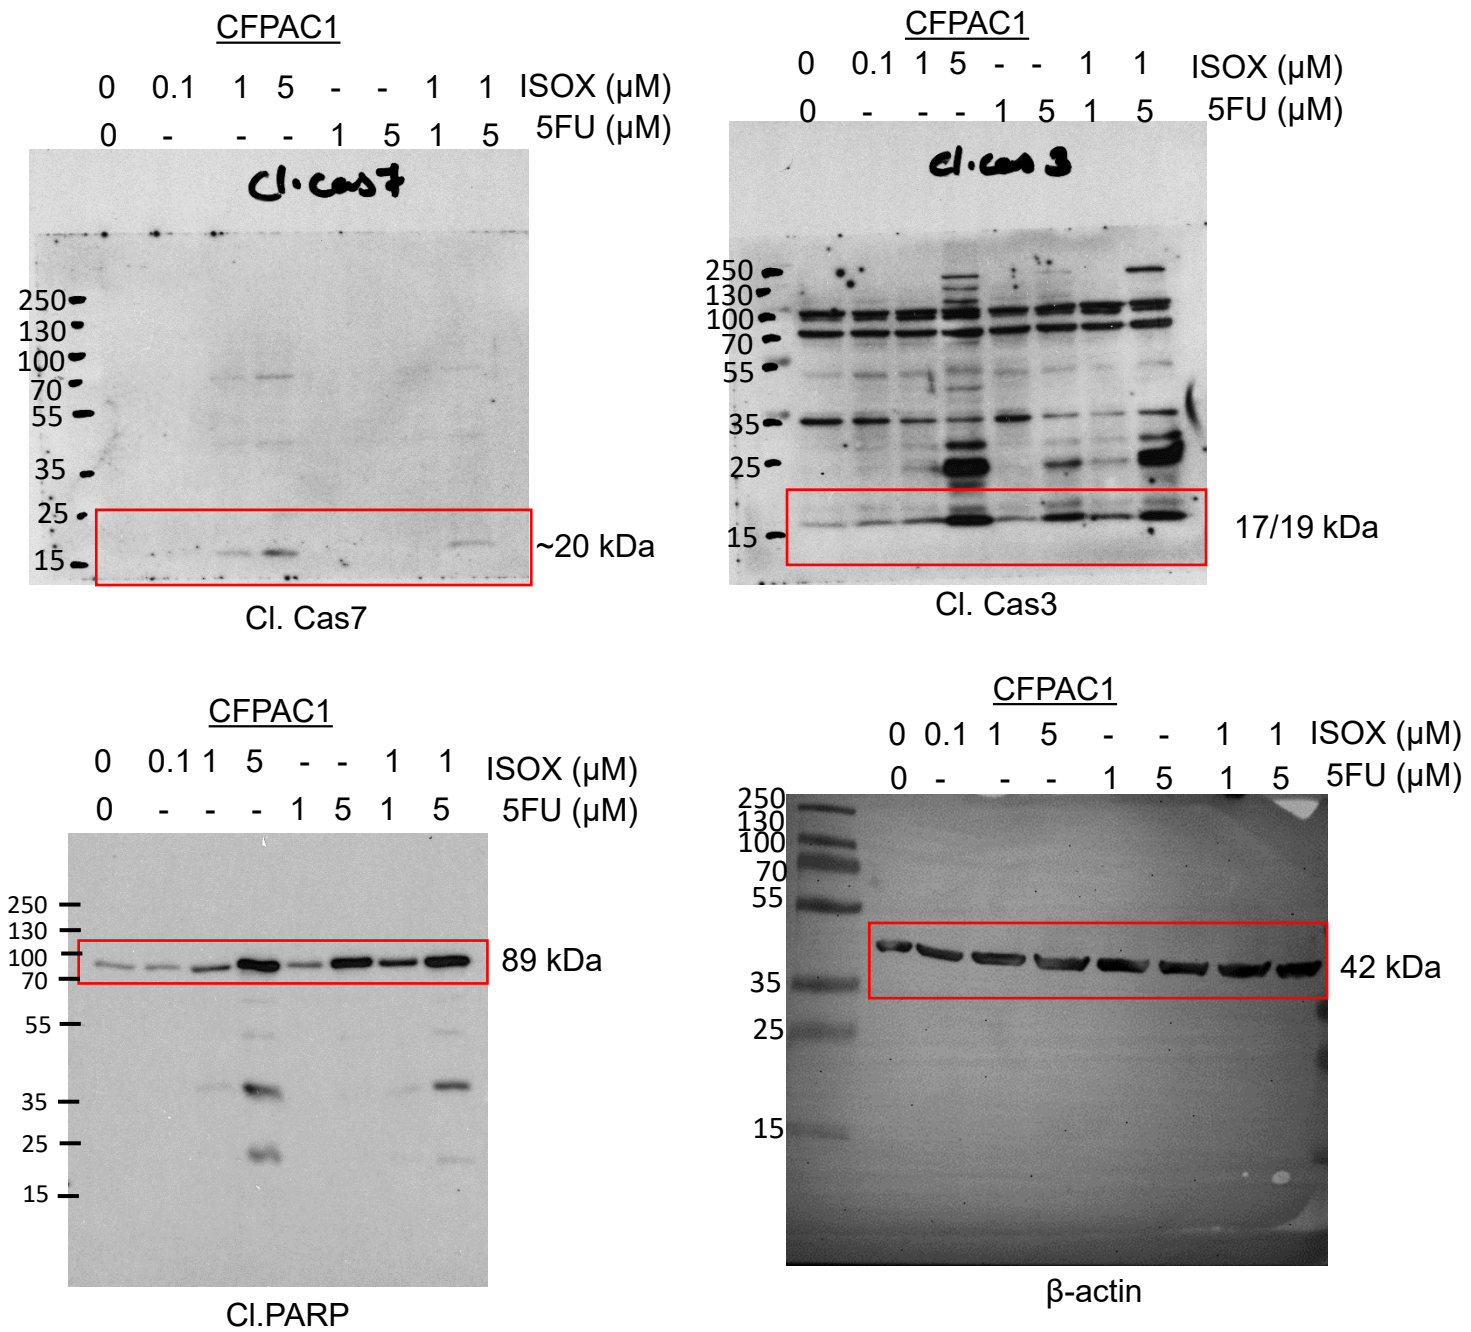

Supplementary Figure 29: Uncropped scans of the most important blots in
Supplementary Figure 13

Supplementary Figure 13a

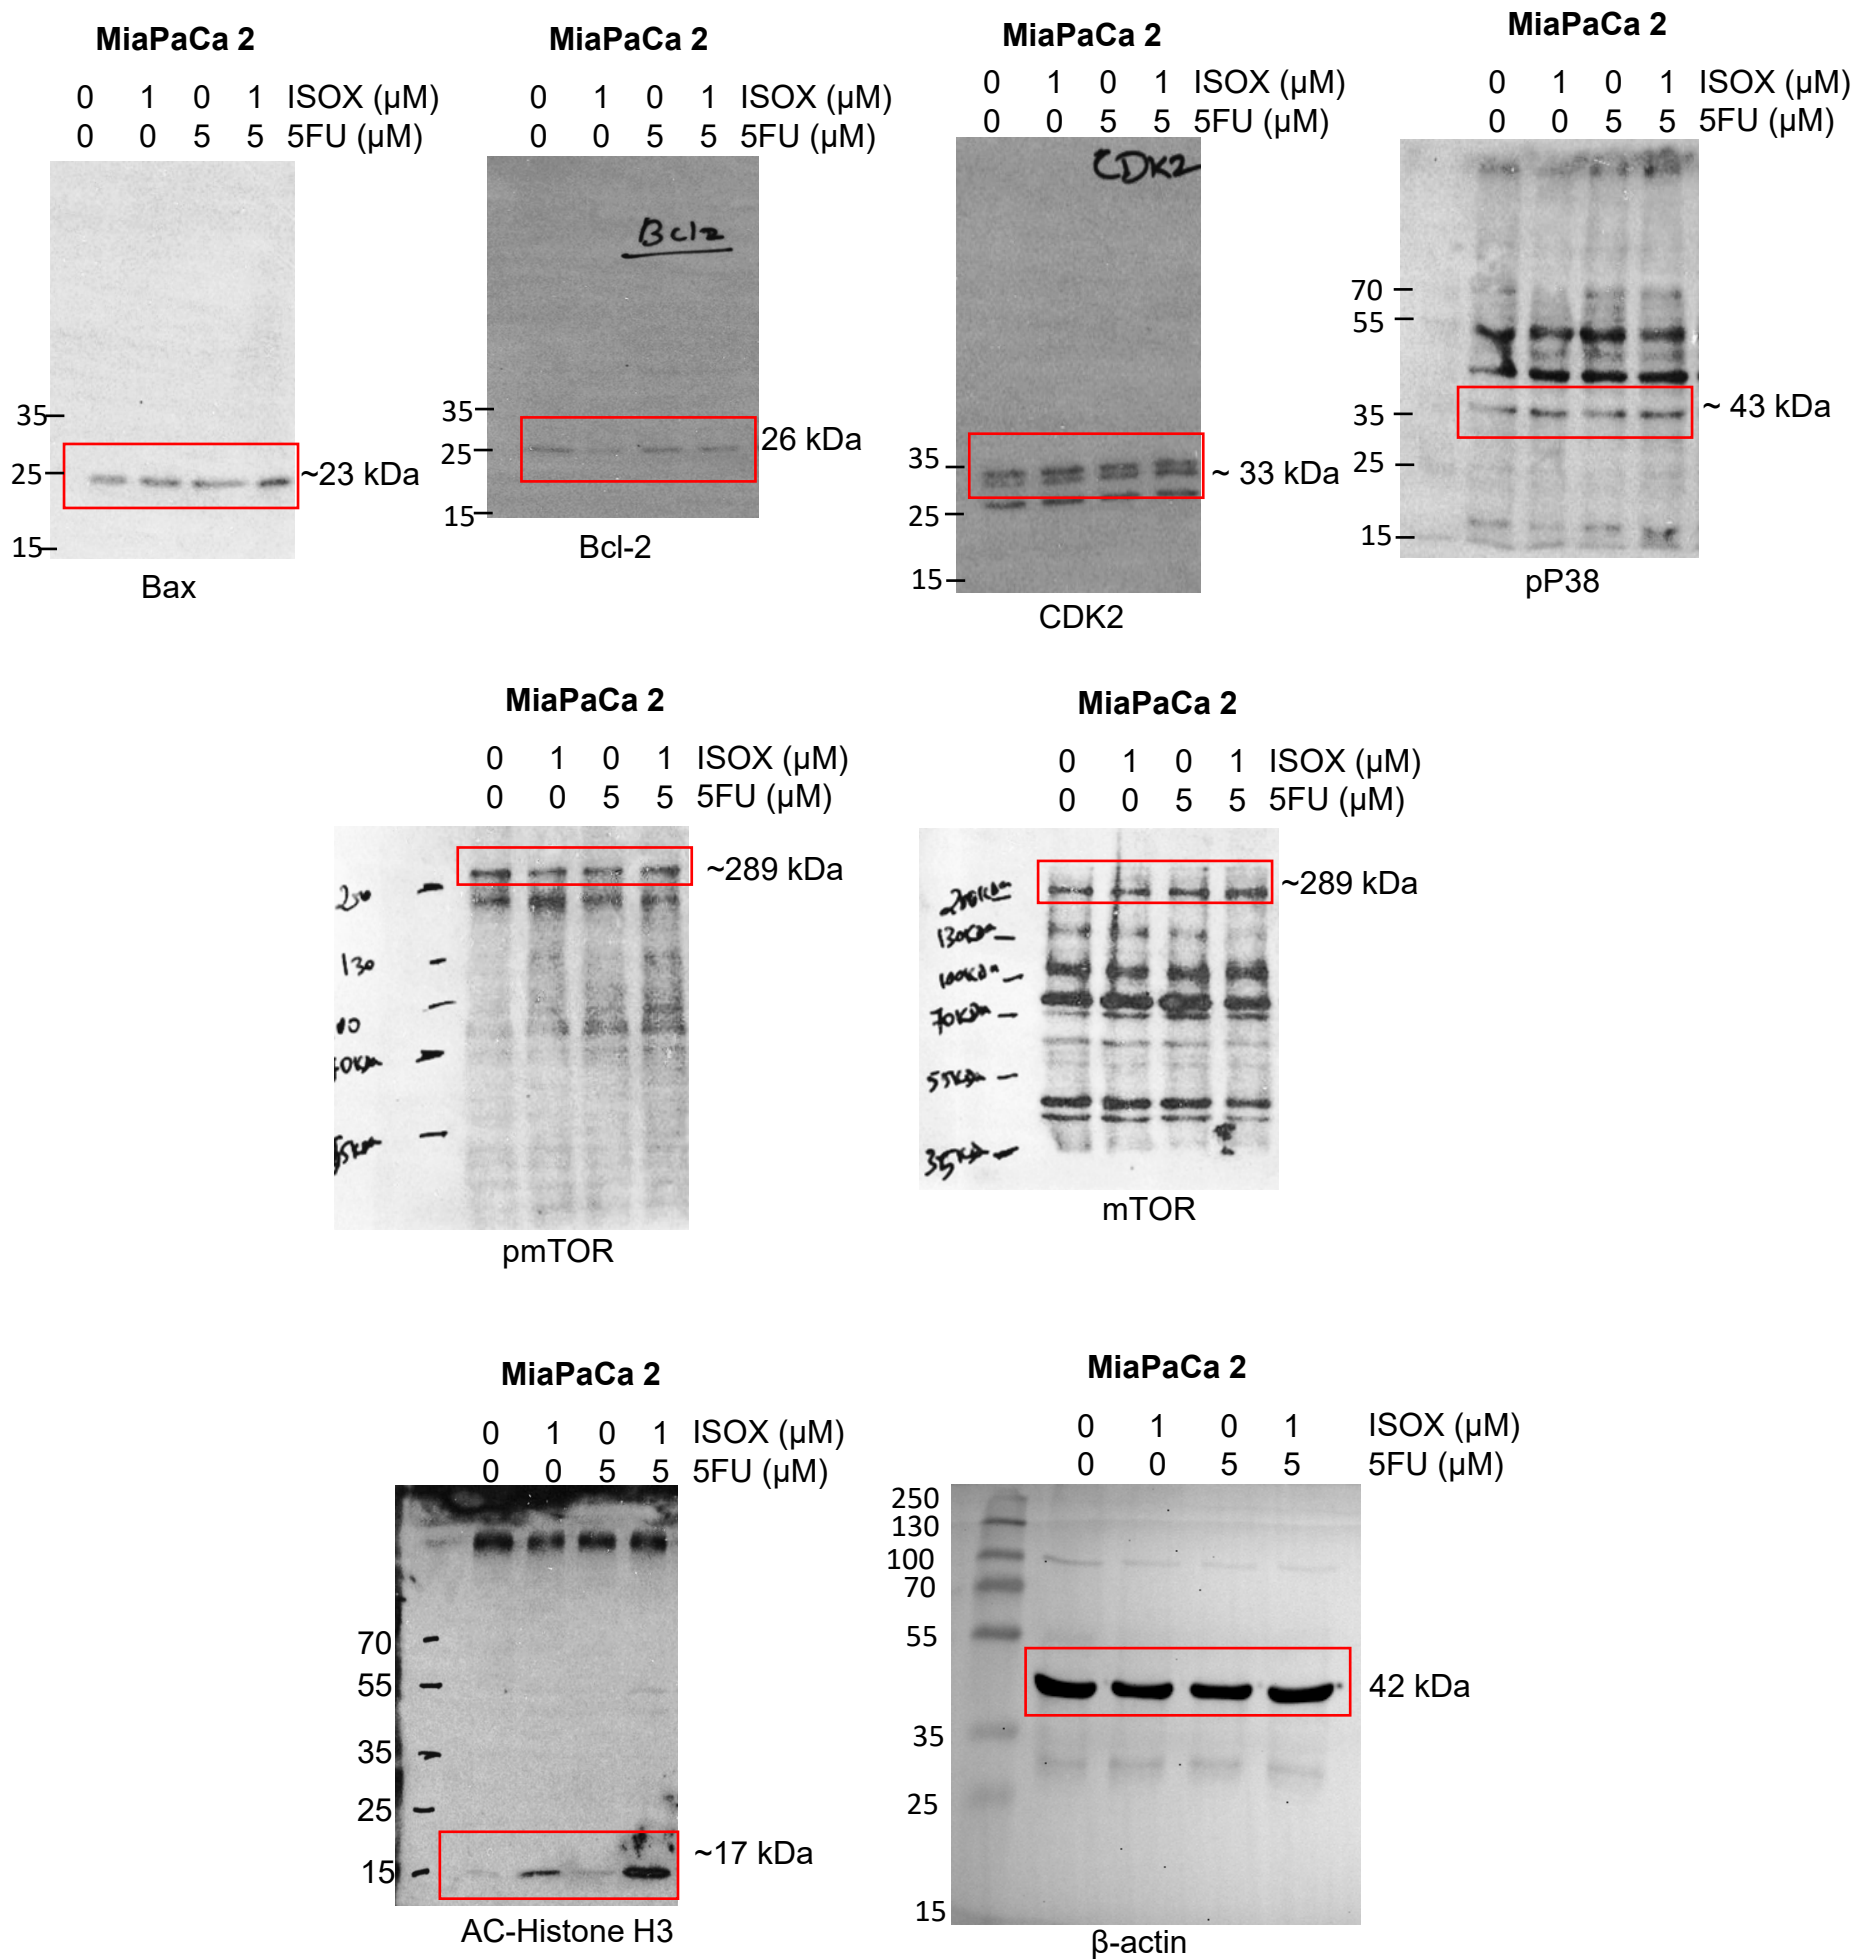

Supplementary Figure 30: Uncropped scans of the most important blots in Supplementary Figure 13

Supplementary Figure 13b

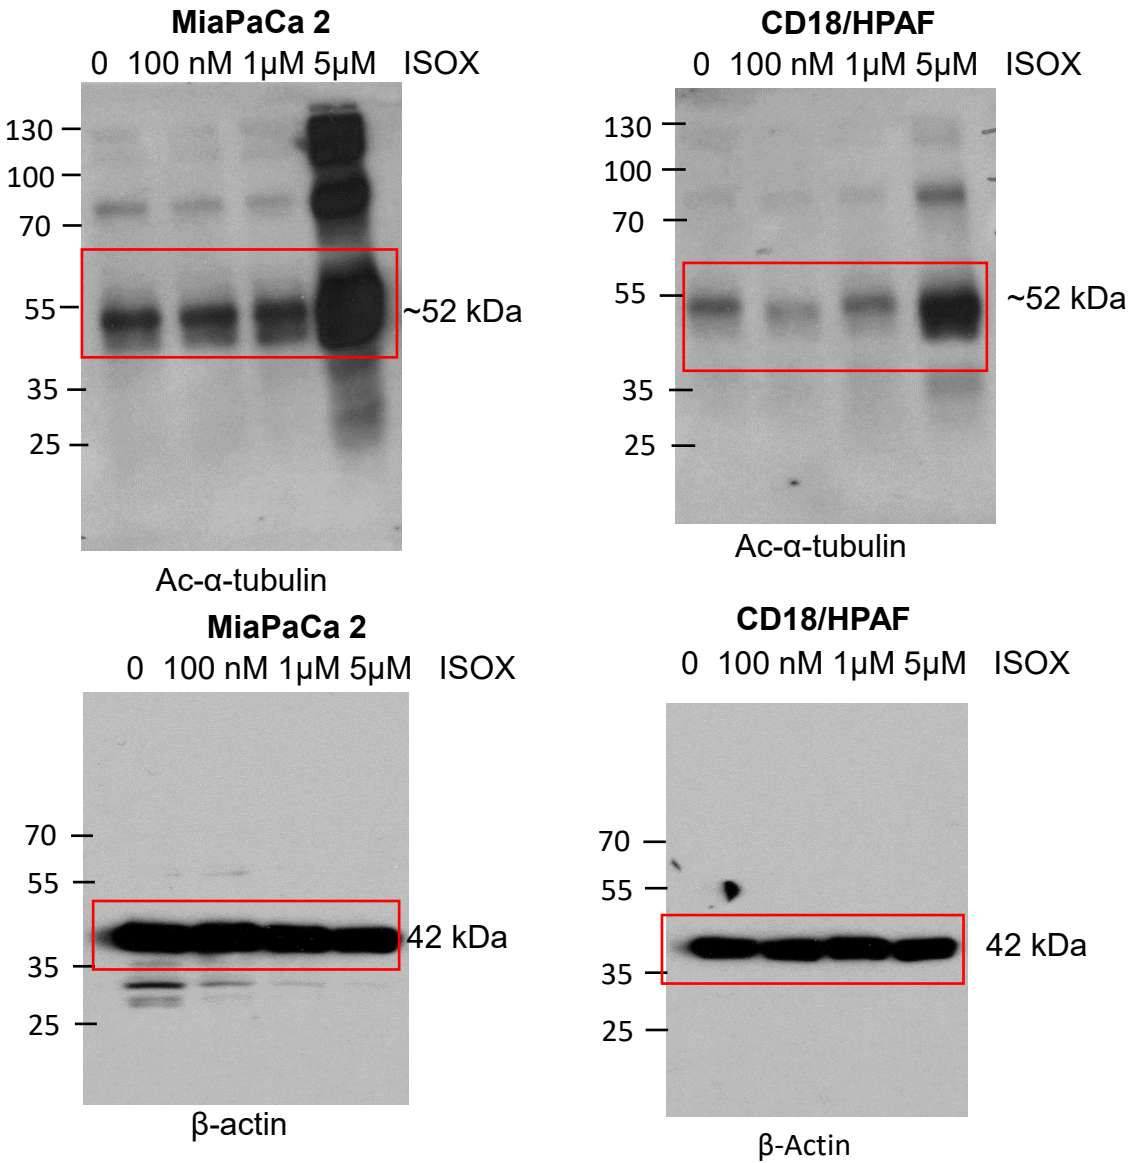

Supplementary Figure 13c

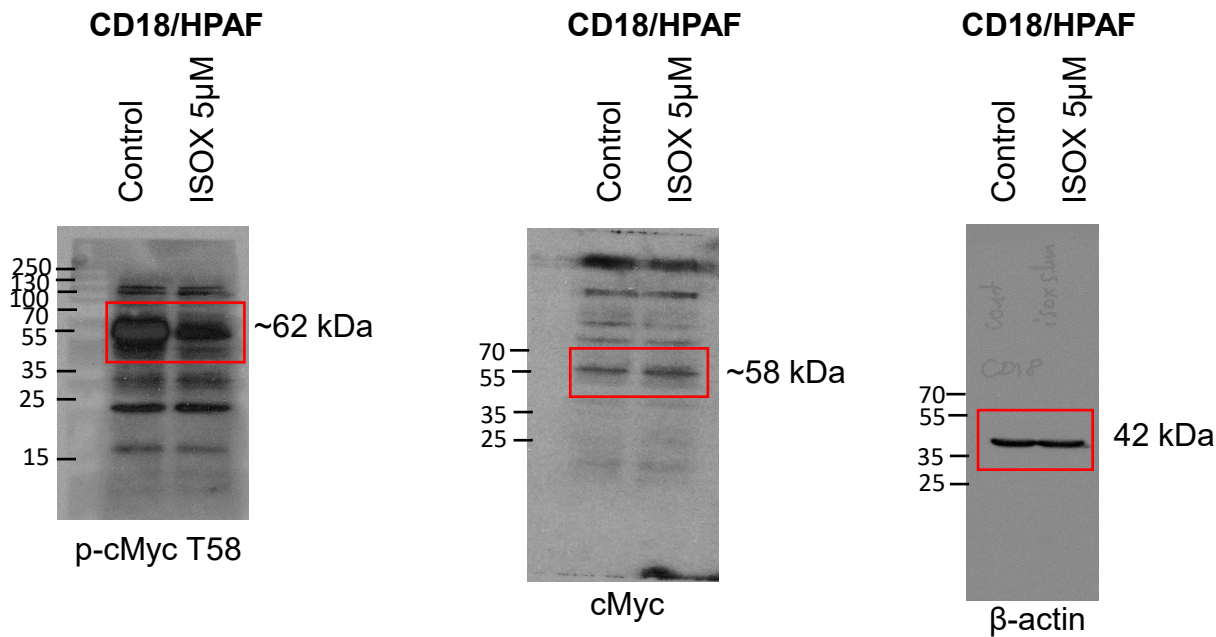

**Supplement:** Supplementary file 2 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

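RNA of CD18/HPAF pancreatic cancer cells treated with 1 µM ISOX for 48 h (12 samples) or left untreated (12 samples) was sequenced by the authors. Groups were taken from the sample titles, and dose and time from the paper. The paper names Cuffdiff for the differential expression, and the submitters' processing notes name TopHat, Bowtie, Cufflinks and Cuffdiff with build hg38; their versions, the strand setting and the filters are not given in the sources used here.

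The authors deposited FPKM values, fragments per kilobase of transcript scaled to the mapped fragments, pooled into a single value per gene and group, so that they carry no SD and no n here. The log2 fold changes of ISOX over untreated in the deposited table are the authors' own, as are the p-values and q-values, which come from Cuffdiff with Benjamini-Hochberg adjustment over the tested genes. The deposited table also holds the authors' test statistic, a score that was not used for any value given here. Since no value per sample was at hand, the spread between replicates was not examined, the depth is unknown, and no interval or detection floor was computed for a gene. A sum of FPKM differs from a library size. Starts in the deposited table count from 0, and coordinates are given counting from 1.

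From these values the numbers of higher and lower genes at a q under 0.05 were counted over the 9023 genes with a test, and log2 fold changes and q-values were computed again as a check. The genes named were fixed by a rule: the 10 largest rises and the 10 largest falls among genes past the test with at least 1 FPKM in a group, every gene the paper names for this experiment, and for each list described up to 4 members past the test with the largest change, or the 2 with the highest expression where none passed. In all, 44 gene lists were fixed before the data were examined, together with the rule, the tests and the settings to vary; those said to be chosen later are named as such. List counts are given over all tested genes and adjusted over the list alone. For the 37 lists with at least 3 tested members, the median log2 fold change was placed among 10000 random lists of the same size matched on mean expression in 20 bins. This percentile describes these values and is not a test, and among so many lists some extreme percentiles arise by chance. Tested on simulated data over 9023 genes, 40 lists of 20 genes gave 2, 32 and 40 in the upper tail at true log2 shifts of 0, 0.3 and 0.6. The simulation drew each gene independently, while members of a real list may change together, so these rates need not hold for the real lists.

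Transcript length and GC content came from the GENCODE release 29 transcripts, as medians per gene, and were known for 8904 tested genes (98.7%). Random lists were matched on either property with 10 expression bins and 5 bins of the property. A first match of names missed part of the oxidative phosphorylation list; older gene symbols were then added, so that all 78 tested members had a value, and the matched percentiles were computed again after the first ones had been seen, with the bounds of the tests left as they were. In the deposited table 215 tested rows join several gene names, and reads of overlapping genes cannot be told apart.

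The settings varied were the threshold, a fold cut of 2 or 1.5, a minimum of 1 FPKM, pseudocounts of 1 and 0.1, centring on the median, the mean in place of the median, and matching on length or GC content. Measurements by qPCR, immunoblot and imaging, the MiaPaCa2 cells, tumoroids and mice were not analysed here. Some genes that the rule names are not reported here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.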

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

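The patterns below were chosen after their values were seen. The tests of a scaling factor and of GC content on the balance of higher and lower genes were also written after the trend had been seen. The bounds of the other tests were written before their results, but matching lists on GC content was itself chosen after seeing the data.

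Part of the genes of the unfolded protein and integrated stress response, which the paper does not discuss, rose with ISOX. Of 18 tested genes, 8 were higher, none was lower and 10 did not pass at a q under 0.05 in the authors' deposited table (15 higher when adjusted over the list alone). Besides ASNS and ATF3, CHAC1, which degrades glutathione, rose from 4.35 to 23.9 FPKM and PHGDH, the first enzyme of serine synthesis, from 21.9 to 80.0 FPKM. The list's median log2 fold change of 1.10 lay at percentile 100 of random lists matched on expression and GC content, and at 100 of lists matched on expression and transcript length, which argues against either trend as the whole cause. A response of the cells to the compound is a candidate explanation that remains a hypothesis, since a difference in culture between the groups was not tested.

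Of 78 tested genes of oxidative phosphorylation, 14 were higher and 64 did not pass the test. Their median lay at percentile 99.86 of random lists matched on expression and GC content, which argues against GC content as the whole cause. Matched on expression and transcript length it lay at 98.78, between the bounds set for that test, so a length effect cannot be told apart from an effect of ISOX here. The cytosolic ribosomal proteins, also short and abundant transcripts, had 3 of 76 tested genes higher (RPL26, RPS23 and RPL34; 2 when adjusted over the list alone) and a median log2 fold change of 0.46 at percentile 96.7. None of the 13 mitochondrially encoded genes was in the table.

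More genes were higher than lower with ISOX. Of all genes with more than a 2-fold change, whatever their q, 246 were higher and 29 lower, or 89.5% higher. After the median log2 fold change was subtracted, 113 were higher and 64 lower, or 63.8% (exact 95% binomial interval 56.3 to 70.9). Subtracting the median of each gene's GC decile gave 66.9% (59.0 to 74.1) and that of its length decile 62.3% (54.5 to 69.6). Since both of these corrections also remove the overall median, they are to be set beside the 63.8% of scaling alone, and neither lowered the share clearly below it, so the drop from 89.5% is no evidence for GC content or length. Each interval excludes an even split but none lies above 60%, the bound set for the tests, and the intervals cover counting error only while genes are not independent, so a shift of scale as the whole cause cannot be told apart from a broader rise with ISOX. The median log2 fold change went from 0.38 in the lowest GC decile to 0.09 in the highest (Spearman's rho −0.33 across 8904 genes, which are not independent replicates), and from 0.29 to 0.18 across length deciles.

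Of 17 tested genes of the basal-like subtype of pancreatic cancer, which the paper does not discuss, 4 were higher and 1 was lower at a q under 0.05 in the authors' deposited table (8 higher and 2 lower when adjusted over the list alone), with S100A2 at 12.2 and 52.2 FPKM, SCEL at 10.2 and 31.7 FPKM, AREG at 41.8 and 128 FPKM, FGFBP1 at 82.0 and 157 FPKM, and LY6D lower.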

How the results depend on the processing

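Among the settings, those based on the GC content and on 2-fold distance from the median were chosen after seeing the data. No paired analysis was possible because the columns hold only pooled values per group; for the same reason leaving out a replicate, the replicate block, a second count tool and other splits of the samples were not run. What depth limits cannot be said, since it is unknown. Directions of genes past the test say nothing about stability here, since thresholds, pseudocounts and filters cannot turn a sign and the smallest change past the test, 0.57 on the log2 scale, exceeds the median of 0.23 that centring removes; centring on GC deciles covered 448 of the 456 genes. On median centring 23 values of named genes, none past the test, changed sign. With 1 FPKM added to both groups, the folds of 5 named genes moved by over 1.5 times, to log2 fold changes of 3.10 for INHBE, 2.54 for HAMP, 2.68 for SLC43A1, 1.99 for ATF3 and 2.18 for SERPINA3. At least 1 FPKM in both groups left 452 genes past the test, without INHBE, HAMP, SLC43A1 and ATF3. A minimum of 1 FPKM in either group removed no tested gene. The cause of the changes below was not tested beyond the number of genes a threshold admits.

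At a q under 0.01, 198 genes passed (170 higher, 28 lower), and at an unadjusted p under 0.05 1672 (1524 higher, 148 lower). At a q under 0.05 with a 2-fold change 226 passed (200 higher, 26 lower), and at that q with 2-fold distance from the median 149 (106 higher). The 26 genes lower by more than 2-fold became 60 at 1.5-fold, counted over all features with an unnamed feature among them.

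At an unadjusted p under 0.05, counts of higher genes were 38 for oxidative phosphorylation, 26 ribosomal proteins, 15 stress response, 13 G2/M, 9 basal-like, 9 p53 targets, 7 glucocorticoid targets, 5 apoptosis, 4 MYC targets, 3 each for ERK/MAPK components, PI3K/AKT/mTOR components, epithelial genes, integrins, classical subtype and cyclins, 2 each for S-phase, WNT targets, genes the paper names at WNT and PI3K, interferon, leukocyte and reference genes, and 1 each for WNT ligands, apoptosis array, cholesterol, immunoblot targets and Fig. 5 factors. Counts of lower genes were 11 for hypoxia, 2 each for basal-like, p53 targets and Fig. 5 factors, and 1 each for WNT targets, stemness markers and genes common to CT signature and MiaPaCa2.

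With the mean in place of the median, percentiles became 4.13 for MYC targets, 95.98 for G2/M, 3.79 for HDAC inhibitor-induced genes, 10.65 for histone deacetylases and 96.58 for leukocyte markers, which left the tails, and 1.31 for WNT targets, 98.35 for ribosomal proteins, 2.1 for immunoblot targets and 1.69 for Fig. 5 factors, which entered them. Matched on GC content, MYC targets were at 3.02, G2/M at 94.33, HDAC inhibitor-induced genes at 2.95, WNT ligands at 5.085, leukocyte markers at 96.68 and ribosomal proteins at 99.91. Matched on length, classical subtype genes were at 2.99 and ribosomal proteins at 97.8.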

Differences from the paper's values

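At a q under 0.05 in the authors' deposited table, 60 named genes were lower. That is the number drawn for CD18/HPAF in the paper, which states no threshold. The other 2 counts looked up genes that the paper names. All 9 named as common to CT signature and CD18/HPAF were lower. So were the 5 it names of the 6 it counts as common to CD18/HPAF and MiaPaCa2 alone. The study chose these genes on these samples and no overlap was computed here, so their match is not independent evidence. All 3 counts depend on the threshold. Of the 60 named lower genes 27 passed at a q under 0.01 and 26 at a 2-fold change, and 147 named genes were lower at an unadjusted p under 0.05. Of the 9 genes common to CT signature and CD18/HPAF 2 passed at a q under 0.01 and 3 at a 2-fold change, and of the 5 named as common to CD18/HPAF and MiaPaCa2 alone 1 and 2 did. The filters on FPKM and centring on the median left these counts as they were, which is no evidence of stability. Centring could not turn the sign of a gene past the test, and the filters removed no lower gene.

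The paper describes the WNT, PI3K, MYC, ERBB2 and MAPK3 genes it lists as affected by ISOX. It draws this from gene enrichment analysis, which was not repeated here, so the calls for single genes below are a different measure. Of the 12, 8 were tested and 1, WNT10A, passed at a q under 0.05 in the authors' deposited table, with a log2 fold change of −0.76. At an unadjusted p under 0.05 in that table 2 more were higher, MYC (p = 0.0441) and PIK3CA (p = 0.0334). Values of log2 fold change for the others tested ran from −0.21 for ERBB2 to 0.41 for MAPK3.

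The paper reports lower HDAC6 transcript by qPCR in CD18/HPAF cells with ISOX. In the sequencing values HDAC6 was at 6.36 FPKM in untreated and 7.33 FPKM in treated cells, a log2 fold change of 0.20 that did not pass the test (q = 0.680 in the authors' deposited table) and that is −0.03 after centring on the median. SLC6A8, CXCL5 and GATA2, which the paper reports as significantly lower by qPCR in both human cell lines, were lower in the sequencing values too. The paper's text gives no dose or time for the qPCR. It put 9 genes to qPCR, and all 9 were lower in the sequencing values. They were chosen from the genes lower in these samples, so their fall here was fixed in advance and is not independent evidence.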

Other observations

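Some genes induced by low oxygen or of glycolysis fell with ISOX. Of 35 tested, 6 were lower, 1 was higher and 28 did not pass at a q under 0.05 in the authors' deposited table (9 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of −0.20 at percentile 0 of random lists matched on expression. CA9, a carbonic anhydrase gene induced by low oxygen, fell from 202 to 84.3 FPKM, alongside NDRG1, PFKFB4, MIR210HG, ENO2 and ALDOC, and DDIT4 was the higher gene. The last named lower gene, ALDOC, was added after its value was seen. MIR210HG and PFKFB4 are also among the genes the study chose on these samples, and ENO2 is among those the paper names from LINCS. Those 3 LINCS genes, ENO2, HOXB6 and CDX2, were all lower (3 when adjusted over the list alone), from 23.2 to 11.7 FPKM, from 25.6 to 13.6 FPKM and from 22.9 to 14.6 FPKM.

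CDKN1A, the gene of the cell cycle inhibitor p21 and a target of p53, fell from 19.8 to 8.64 FPKM. It was the lower gene among 18 tested cyclins, CDKs and CDK inhibitors (1 lower when adjusted over the list alone), among 11 tested immunoblot targets named in the paper (1 lower when adjusted over the list alone), and among 18 tested p53 targets, of which GDF15 and SESN2 were higher (5 higher and 2 lower when adjusted over the list alone). The paper's immunoblots measured protein, so the RNA values of those targets are a different measure. Of 5 tested genes that HDAC inhibitors are known to induce, TXNIP was higher and CDKN1A lower (1 and 1 when adjusted over the list alone). None of 9 tested histone deacetylase genes passed the test (none when adjusted over the list alone), with HDAC1 at 162 and 156 FPKM and HDAC2 at 31.1 and 40.8 FPKM. None of 39 tested S-phase genes passed, nor any of 23 genes of cholesterol synthesis (none in either when adjusted over the list alone), and their median log2 fold changes of 0.03 and 0.05 lay at percentiles 0.01 and 0.04, below the median of all genes. Of 54 tested G2/M genes, NDC80 was higher (none when adjusted over the list alone), with a median of 0.37 at percentile 99.67. That percentile was 95.98 with the mean in place of the median and 94.33 when matched on GC content as well.

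Of 12 tested classical subtype genes, CEACAM6 was higher, from 119 to 411 FPKM, and AGR2, LGALS4 and ANXA10 were lower (3 higher and 3 lower when adjusted over the list alone). Of 26 tested apoptosis genes, PMAIP1 and CYCS were higher (2 when adjusted over the list alone), and none of 10 tested genes of the paper's apoptosis array passed (none when adjusted over the list alone). The paper's array measured protein in MiaPaCa-2 cells, so RNA of CD18/HPAF cells does not test its results. Of 17 tested interferon response genes IFI6 was higher (1 when adjusted over the list alone), none of 9 tested WNT/beta-catenin targets passed (none when adjusted over the list alone), and of 12 tested reference genes 1 was higher (1 when adjusted over the list alone). Of the 7 stemness markers the paper names, 4 were tested and none passed (1 lower, ALDH1A1, when adjusted over the list alone). The paper measured these markers as protein, in part in MiaPaCa-2 cells, which is a different measure.

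Markers of other cell types were mostly without a test. LUM was the tested fibroblast marker and rose from 12.9 to 36.8 FPKM, and CD14 was higher among 3 tested leukocyte markers, from 2.68 to 7.02 FPKM (1 and 2 higher when adjusted over the list alone). No endothelial, acinar or endocrine marker was tested. The 4 immune checkpoint genes the paper names had no test, with CD274 at 0.431 and 0.801 FPKM, PDCD1 at 0.221 and 0.178 FPKM, and CTLA4 and CD28 listed at 0 in both groups.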
